# Body‐Wide Inactivation of the Myc‐Like Mlx Transcription Factor Network Accelerates Aging and Increases the Lifetime Cancer Incidence

**DOI:** 10.1002/advs.202401593

**Published:** 2024-07-08

**Authors:** Huabo Wang, Taylor Stevens, Jie Lu, Alexander Roberts, Clinton Van't Land, Radhika Muzumdar, Zhenwei Gong, Jerry Vockley, Edward V. Prochownik

**Keywords:** glycolysis, mitochondria, reactive oxygen species, TCA cycle, telomeres, Warburg effect

## Abstract

The “Mlx” and “Myc” transcription factor networks cross‐communicate and share many common gene targets. Myc's activity depends upon its heterodimerization with Max, whereas the Mlx Network requires that the Max‐like factor Mlx associate with the Myc‐like factors MondoA or ChREBP. The current work demonstrates that body‐wide *Mlx* inactivation, like that of *Myc*, accelerates numerous aging‐related phenotypes pertaining to body habitus and metabolism. The deregulation of numerous aging‐related Myc target gene sets is also accelerated. Among other functions, these gene sets often regulate ribosomal and mitochondrial structure and function, genomic stability, and aging. Whereas “*Myc*KO” mice have an extended lifespan because of a lower cancer incidence, “*Mlx*KO” mice have normal lifespans and a higher cancer incidence. Like Myc, the expression of Mlx, MondoA, and ChREBP and their control over their target genes deteriorate with age in both mice and humans. Collectively, these findings underscore the importance of lifelong and balanced cross‐talk between the two networks to maintain proper function and regulation of the many factors that can affect normal aging.

## 1 Introduction

The bHLH‐ZIP transcription factor (TF) c‐Myc (Myc) is de‐regulated and/or over‐expressed in most human cancers, is highly transforming in various in vivo contexts, and can be linked functionally to most canonical “Cancer Hallmarks.”^[^ ^1^ ^]^ Upon heterodimerizing with its bHLH‐ZIP partner Max, Myc binds one or more “E box” sites (CACGTG) that usually reside in the proximal promoters or associated enhancers of its many direct target genes. It then recruits an assortment of companion co‐factors such as histone acetylases and H3K4 methylases thereby facilitating transcriptional initiation and read‐through and reducing pausing by RNA pol II.^[^ ^2^ ^]^ These activities are countered by four tissue‐restricted bHLH‐ZIP “Mxd” members (Mxd1‐4) or the more distantly related factors Mnt and Mga. These also heterodimerize with Max, compete with one anotherand with Myc‐Max for E‐box occupancy and counter Myc target gene activation by recruiting histone deacetylases.^[^ ^3^ ^]^ Myc‐Max‐driven interactions are favored during periods of rapid proliferation when Myc is highly expressed whereas Mxd/Mnt/Mga‐Max interactions predominate during quiescence or in differentiated states when Myc levels are low or declining.^[^ ^3^ ^]^ Negative transcriptional regulation by Myc, which accounts for nearly half of its effects on gene expression, is indirect, E‐box‐independent, and mediated by inhibitory interactions between Myc‐Max and TFs such as Miz1 and Sp1/3, which bind at their own distinct promoter‐proximal Miz1 and SP1 sites, respectively.^[^ ^4^ ^]^

Fundamental processes supervised by the above “Myc Network” include ribosomal biogenesis and translation, cell cycle progression, and energy production.^[^ ^3^, ^5^ ^]^ The latter encompasses glycolysis, glutaminolysis, fatty acid oxidation (FAO), oxidative phosphorylation (Oxphos), and the maintenance of mitochondrial structure.^[^ ^1^, ^5^, ^6^ ^]^ Collectively, these processes support biomass accumulation and the maintenance of a reduced intracellular environment, all of which decline with age as does the expression of Myc itself and many of its direct target genes.^[^ ^5^, ^7^ ^]^

A second group of bHLH‐ZIP TFs with structural and functional relatedness to Myc Network members are those comprising the “Mlx Network.”^[^ ^5^, ^8^ ^]^ They regulate a smaller direct target gene repertoire than do Myc Network TFs although considerable overlap exists.^[^ ^5^, ^7^, ^8^, ^9^ ^]^ The positively‐acting, Myc‐like members of this Network, ChREBP and MondoA, interact with the Max‐like protein Mlx to form transcriptionally active heterodimers. Unlike Myc, however, their nuclear import and transcriptional activity are dependent upon their binding of glucose‐6‐phosphate, thus making them nutrient‐responsive and subservient to metabolic cues.^[^ ^8^, ^10^ ^]^ While these heterodimers can recognize E boxes with high affinity,^[^ ^5^, ^8^ ^]^ they classically bind to more complex “carbohydrate response elements” (ChoREs) consisting of tandem E box‐like elements separated by five nucleotides with consensus sequence CAYGYGnnnnnCRCRTG.^[^ ^5^, ^10^, ^11^ ^]^ This binding site flexibility is reinforced by and may be necessitated by the fact that Mxd1, Mxd4, and Mnt can also heterodimerize with Mlx, displace ChREBP/MondoA‐Mlx heterodimers and counter their positive effects on transcription.^[^ ^3^, ^8^, ^12^ ^]^ In addition to being fewer in number, Mlx Network direct target genes were initially believed to be more functionally restricted than those of the Myc Network and were primarily viewed as participating in lipid and carbohydrate metabolism.^[^ ^3^, ^8^, ^12^, ^13^ ^]^ However, more extended roles for the Mlx Network in maintaining ribosomal and mitochondrial structure and function, both alone and in collaboration with Myc, have been reported.^[^ ^5^, ^7^, ^9^, ^14^ ^]^ More recently and specifically, roles for Mondo A in suppressing senescence and atrophy of skeletal muscle and apoptosis in germ cells has been reported.^[^ ^15^ ^]^

The mid‐gestational embryonic lethality associated with *Myc* gene inactivation has until recently stymied a comprehensive understanding of its role(s) in normal physiology, particularly over the course of a lifetime.^[^ ^16^ ^]^ In vivo studies have thus been restricted to examining the consequences of such inactivation in individual tissues or in *Myc+/‐* mice, both of which are compatible with long‐term survival.^[^ ^6^, ^17^ ^]^ *Myc+/‐* animals are smaller than their WT counterparts, age less rapidly, live significantly longer, and are generally healthier. These studies showed that Myc impacts aging although precisely how and the degree to which the smaller size of the animals might have contributed to this was not addressed.^[^ ^17^, ^18^ ^]^ They also suggested that a more complete loss of Myc would reveal additional and perhaps more insightful phenotypes.

We recently reported the long‐term consequences of near‐complete body‐wide *Myc* gene inactivation in mice initiated at the time of weaning.^[^ ^7^, ^18^ ^]^ The survival of these “*Myc*KO” mice permitted the long‐term consequences of the gene's loss to be studied and its impact on aging to be determined. Unlike *Myc+/‐* mice, *Myc*KO mice were of normal size or even somewhat larger than their wild‐type (WT) *Myc+/+* counterparts. However, they prematurely developed many features of aging that coincided with the deregulation of numerous gene sets involved in ribosomal and mitochondrial structure and function, oxidative stress, redox balance, mRNA splicing, and DNA damage response and repair. Each of the three tissues from these mice that were subjected to transcriptional profiling also prematurely altered the expression of multiple gene sets typically associated with aging and senescence. Yet despite their more rapid aging, *Myc*KO mice lived significantly longer than WT mice, most likely as a result of their having a 3–4‐fold lower lifetime incidence of cancer, the generation and maintenance of which is highly Myc‐dependent.^[^ ^1c^ ^]^ The infrequent tumors that did arise, largely B cell lymphomas, tended to originate from minority cell populations that had escaped complete *Myc* excision. Remarkably, normal mouse and human tissues commonly showed significant age‐related declines in Myc expression and an even more extensive loss of properly maintained Myc target gene expression. Together, these findings showed that the long‐known intimate association between aging and cancer could be broken and was maintained to a large degree by a single gene, namely *Myc*.^[^ ^7^, ^19^ ^]^

Given the substantial overlap of the target genes regulated by the Myc and Mlx Networks,^[^ ^5^, ^8^, ^10^ ^]^ we sought to determine here whether and to what extent the body‐wide inactivation of *Mlx* recapitulates any of the life‐long consequences previously described in *Myc+/‐* or *Myc*KO mice.^[^ ^7^, ^17^, ^18^ ^]^ Because the loss of Myc can either slow or accelerate aging in a manner that reflects gene dosage,^[^ ^7^, ^18^ ^]^ we paid particular attention to age‐related phenotypes. In doing so, we chose to inactivate *Mlx* in the same manner as we previously did for *Myc* (i.e., at the time of weaning) so as to ensure that any observed differences were unlikely to be attributable to the timing or extent of the target gene knockout or the manner by which this was achieved. This allowed us to demonstrate that *Mlx*KO mice display some of the same whole body, tissue, and molecular changes as their age‐matched *Myc*KO counterparts while also manifesting distinct differences that are consistent with the interplay between the two Networks.

## 2 Results

### 2.1 Post‐Natal Excision of the *Mlx* Locus is Highly Efficient and Permanent

*Mlx^LoxP/LoxP^* C578Bl6 mice containing either one or two copies of the ROSA‐CreER transgene were generated as described previously and as summarized in Figure S1A–D (Supporting Information).^[^ ^7e,f^ ^]^ Control mice were the progeny of crosses between ROSA‐CreER strain and C57Bl6 mice with unmodified *Mlx* loci that are hereafter referred to as “WT” (wild‐type) mice. At the time of weaning and upon attaining weights of at least 15 g, all mice were subjected to 5 daily injections of tamoxifen as previously described (75 mg Kg^−1^ day^−1^ i.p. in corn oil)^[^ ^7e^ ^]^ and the degree of *Mlx* gene excision was evaluated 2 weeks later. On average, excisional efficiencies were higher in mice bearing 2 copies of the CreER transgene and correlated with both Mlx transcript and protein expression (Figure S1E,F and Table S1, Supporting Information). They were therefore used in all subsequent studies and are referred to as “*Mlx*KO” mice. *Mlx* gene excision persisted throughout life and no evidence was obtained to indicate a selective expansion of cells with retained *Mlx* alleles (Figure S1E and Table S1, Supporting Information). Among all other members of the Extended Myc Network, including Miz1 and Sp1/3, only small changes in expression (<1.5‐fold) were generally observed, with none being consistent across all ages or tissue types, including primary and immortalized wild‐type and immortalized *Mlx*KO MEFs (Figure S1G, Supporting Information). Thus, the loss of *Mlx* had little bearing on the expression of other Extended Myc Network members and when it did, it was age‐ and/or tissue‐specific.

### 2.2 *Mlx*KO Mice Show Signs of Accelerated Aging but Have Normal Lifespans

WT and *Mlx*KO mice of both sexes initially showed similar growth rates, body weights, and fat:lean mass ratios until ≈10 months of age. At this time, females diverged, gaining weight more rapidly and attaining their maximum adult weights ≈4 months earlier than WT mice (≈20 months vs 24 months). Fat:lean mass ratios also peaked ≈4 months earlier in female *Myc*KO mice and then subsequently declined at similar rates (**Figure** **1**A).

**Figure 1:**
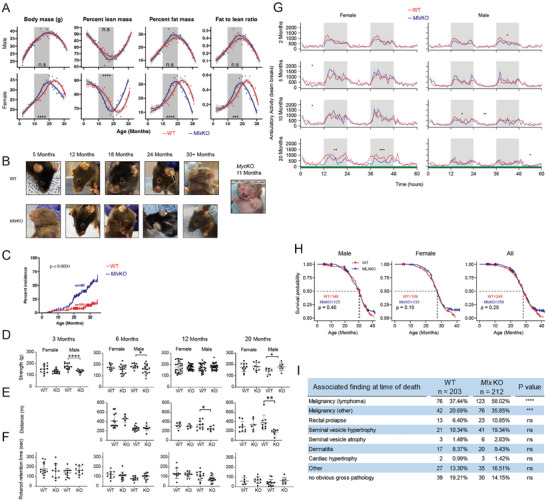
*Mlx*KO mice show attributes of premature aging and a higher cancer incidence but have normal lifespans. A) Weight and body composition of WT and *Mlx*KO mice during the course of life. Measurements were made as previously described beginning at the time of weaning when the Mlx gene was first inactivated.^[^ ^7e^ ^]^ Total body fat and lean mass content were determined by EchoMRI scanning at the time of weighing. Each point represents the mean of measurements from 10–20 animals performed over the course of 2–3 days. Significant differences between the two groups are indicated by areas of shading. *p < 0.05, **p < 0.01; ***p < 0.001; ****p < 0.0001. B) Overall appearance of *Mlx*KO mice at various ages along with age‐matched WT mice. Note typical examples of corneal opacifications (leucoma simplex). The image at the extreme right shows an example of an 11‐month‐old *Myc*KO mouse displaying substantial graying and loss of fur.^[^ ^7e^ ^]^ C) Cumulative occurrence of both unilateral and bilateral leucoma simplex in WT and *Mlx*KO mice. D) Grip strength of WT and *Mlx*KO mice at the indicated ages. E) Treadmill endurance testing of WT and *Mlx*KO mice at the indicated ages. F) Rotarod testing of WT and *Mlx*KO mice at the indicated ages. In D–F, each point represents the mean of three tests performed on the same mouse on consecutive days. G) Total diurnal ambulatory activity in 5‐month‐old 18‐month‐old WT and *Mlx*KO mice measured in metabolic cages.^[^ ^7e^ ^]^ H) Survival of WT and *Mlx*KO mice. I) Pathologies associated with WT and *Mlx*KO mice at the time of death.

Premature fur loss (alopecia) and graying (achromotricia) previously observed in *Myc*KO mice, and first noted at ≈5–6 months of age, were not observed in *Mlx*KO mice. However, over two‐thirds of the latter animals of both sexes eventually developed unilateral or bilateral corneal opacifications (leucoma simplex) compared to <20% of WT animals (Figure 1B,C). Histologically, the lesions from both cohorts were indistinguishable, with both showing marked keratinization of the corneal epithelium and chronic stromal inflammation (not shown). Thus, *Mlx*KO mice developed another external feature of premature aging at a higher incidence than observed in either WT or *Myc*KO mice.

Young male *Mlx*KO mice were significantly weaker than WT mice as measured by grip strength testing,^[^ ^7e^ ^]^ although this improved with age such that the oldest mice were actually somewhat stronger than their age‐matched WT counterparts (Figure 1D). These mice also showed a progressive deterioration in endurance when subjected to treadmill testing (Figure 1E). In contrast, female *Mlx*KO and WT mice could not be distinguished by these tests, irrespective of age. Nor were any differences in balance noted among age‐matched cohorts of either sex based on Rotarod testing (Figure 1F). Finally, overall diurnal ambulatory activity, measured during the course of metabolic cage studies (see below), showed no differences until 18–20 months of age when female mice became significantly less active (Figure 1G). Collectively, the results presented in Figure 1A–G show that *Mlx*KO mice prematurely developed several mild features and behaviors associated with aging, although they were somewhat distinct from those seen in *Myc*KO mice.^[^ ^7e^ ^]^

The longer survival of *Myc*KO mice has been attributed in part to their 3.4‐fold lower lifetime cancer incidence owing to the virtual absence of this important oncogenic driver.^[^ ^1^, ^7^, ^18^ ^]^ In contrast *Mlx*KO mice and WT mice of both sexes demonstrated identical lifespans although *Mlx*KO mice had 1.5‐fold higher incidences of lymphoma and a 1.7‐fold fold higher incidence of various other tumors at the time of death (Figure 1H,I). Similar to the lymphomas observed in WT and *Myc*KO mice, those arising in *Mlx*KO mice were aggressive in nature, were often associated with massive hepatosplenomegaly and leukemic dissemination and appeared to be predominantly of B cell origin. These findings were in keeping with previous reports that Mlx can function as a tumor suppressor.^[^ ^7^, ^12^, ^18^ ^]^

### 2.3 *Mlx*KO Mice Accumulate Excessive Hepatic Lipid and Malabsorb Dietary Fat

The incidence of hepatic fat accumulation (steatosis) by both mice and humans increases with age, particularly in association with obesity and insulin resistance.^[^ ^20^ ^]^ *Myc*KO mice also manifest a higher incidence and earlier onset of steatosis and both the genetic and pharmacologic inhibition of Myc in a variety of cell types or its close relative N‐Myc in neuroblastoma cells is associated with rapid and excessive neutral lipid accumulation.^[^ ^6^, ^7^, ^9^, ^21^ ^]^ Similarly, mice with hepatocyte‐specific knockout of *Chrebp* or *Mlx* develop steatosis although neither when it begins nor its natural history has been investigated.^[^ ^9b,c^ ^]^ We confirmed and extended these findings by showing that *Mlx*KO mice as young as 5 months showed more intense hepatic staining with Oil Red O and accumulated approximately four times more triglyceride (**Figure** **2**A,B). As mice aged, this disparity lessened, although it remained elevated in the latter animals throughout the duration of the study.

**Figure 2:**
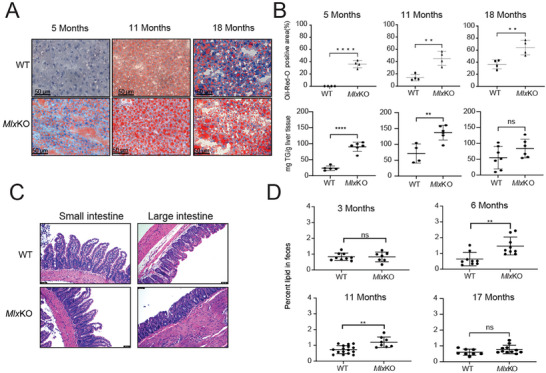
*Mlx*KO mice prematurely accumulate excessive hepatic lipids and show evidence of dietary fat malabsorption. A) ORO staining of livers from WT and *Mlx*KO mice of the indicated ages. B) Triglyceride content in the livers of mice similar to those depicted in A. C) H&E‐stained sections of small and large intestines of WT and *Mlx*KO mice of the indicated ages. D) Fecal fat content from WT and *Mlx*KO mice of the indicated ages. Fecal fat was collected over 48–72 h from individually caged mice maintained on standard diets.

*Myc*KO mice and those with a body‐wide expression of the dominant negative inhibitor OmoMyc develop transient flattening of their intestinal mucosa that is not severe enough to cause malabsorption or impair growth.^[^ ^7^, ^22^ ^]^ In contrast, *Mlx*KO mice retained the normal architecture of both their small and large intestines but showed an increased fecal fat content that was noted as early as ≈5–6 months of age and persisted for longer than 11 months (Figure 2C,D). However, as with the above‐mentioned reports,^[^ ^7^, ^22^ ^]^ this did not impact growth (Figure 1A).

### 2.4 *Mlx*KO Mice are Overly Reliant on Fatty Acid Oxidation as an Energy Source While Displaying Metabolic Inflexibility and Abnormal Mitochondrial Function

Previous metabolic cage studies have shown *Myc*KO mice to be overly reliant on fatty acids as an energy source, particularly during normal nocturnal feeding when glucose availability is high and constitutes the primary energy‐generating substrate.^[^ ^7e^ ^]^ This excessive FAO dependency is also maintained during post‐fasting re‐feeding with either standard or high‐fat diets (HFDs).^[^ ^7e^ ^]^ 2‐month‐old *Mlx*KO mice showed a similar nocturnal FAO dependency (**Figure** **3**A). Unlike *Myc*KO mice, however, they were also more reliant on glucose during the day when feeding declines and fatty acids become alternative energy‐generating substrates. The decreased amplitude of the diurnal fluctuation in respiratory exchange ratio (RER = [VCO_2_/VO_2_]) of *Mlx*KO mice pointed to them as being “metabolically inflexible,” a condition whereby excessive nutrient overload and over‐competition for metabolic substrates can cause dysregulation in fuel choice and energy generation.^[^ ^23^ ^]^ The markedly lower RERs in both WT and *Mlx*KO cohorts in response to fasting indicated that they were similarly adaptable to a period of exogenous glucose deprivation that was rectified by switching their energy source to fatty acids. However, the latter cohort's over‐dependence on FAO persisted when either standard or HFDs were re‐introduced. The metabolic disparities between *Mlx*KO and WT mice changed somewhat over life such that in older adults (≈20 months) the excessive reliance on FAO became more generalized across the entire day (Figure 3A).

**Figure 3:**
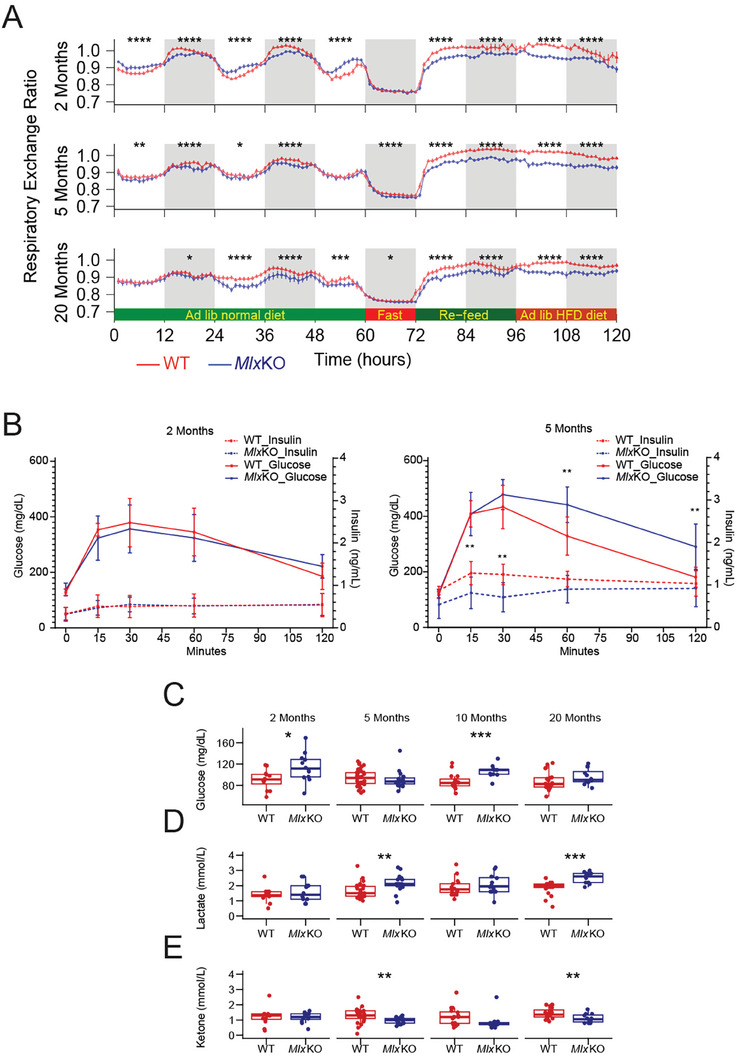
Metabolic alterations in *Mlx*KO mice. A) Respiratory exchange ratios in WT and *Mlx*KO mice were performed in metabolic cages at the indicated ages. *N* = 11–12 animals/group. B) GTTs performed on WT and *Mlx*KO mice at the indicated ages. Glucose was administered via i.p injection to fasting animals as previously described.^[^ ^7e^ ^]^ *N* = 5 animals/group. C, D, E) Fasting serum glucose, lactate, and ketone levels, respectively performed on WT and *Mlx*KO mice at the indicated ages.

To determine whether the exaggerated FAO dependency of *Mlx*KO mice was a consequence of Type 2 diabetes (T2D)‐like insulin insensitivity as previously described in *Myc*KO mice,^[^ ^7e^ ^]^ glucose tolerance tests (GTTs) were conducted with age‐matched WT mice serving as controls. In 2‐month‐old mice, no intergroup differences were observed in the peak glucose levels achieved after glucose administration or in the kinetics of the initial glucose response and its normalization (Figure 3B). Nor did the 2 groups differ in their insulin kinetics in response to the glucose challenge. By 5 months, however, *Mlx*KO mice demonstrated higher peripheral glucose levels and delayed normalization following the glucose challenge. While superficially mimicking the response previously seen in *Myc*KO mice,^[^ ^7e^ ^]^ the underlying basis for this transient hyperglycemia was quite different. Rather than the T2D‐like exaggerated and prolonged hyperinsulinemia seen in *Myc*KO mice, the insulin response of *Mlx*KO mice was blunted and more akin to that associated with the hypoinsulinemia associated with Type 1 diabetes (T1D). Further metabolic profiling showed that *Mlx*KO mice were intermittently prone to the development of fasting hyperglycemia and lactic acidemia (Figure 3C–E). Together with the previous metabolic cage experiments, these studies indicate that *Mlx*KO mice increase their reliance on FAO at least in part because they secrete insufficient amounts of insulin to allow for the adequate uptake of glucose.

Many genes whose encoded proteins contribute to mitochondrial structure and function are co‐regulated by both the Myc and Mlx Network members.^[^ ^5^, ^7^, ^9^, ^15^, ^19^ ^]^ Given the above‐noted metabolic abnormalities in *Mlx*KO mice, we examined 3 tissues (liver, skeletal muscle, and abdominal white adipose tissue) in which mitochondrial function is known to be compromised by *Myc* loss and/or aging.^[^ ^6^, ^7^, ^15^, ^20^, ^24^ ^]^ Oxygen consumption studies performed on liver mitochondria from 5‐month‐old WT and *Mlx*KO mice using an Oxygraph2k respirometer showed attenuated responses in the latter group to non‐rate‐limiting amounts of all tested substrates for Complex I (malate and pyruvate), Complex II (succinate), and fatty acid oxidation (palmitoyl‐coenzyme A) (**Figure** **4**A). In contrast, no differences were seen in the responses of skeletal muscle mitochondria, whereas in white adipose tissue mitochondria, both Complex I and Complex II defects were noted with the former being confined largely to the pyruvate response (Figure 4B,C). Mitochondrial function in tissues of older mice was also similar, with the only noticeable defect being a suppressed response to palmitoyl‐coenzyme A in *Mlx*KO livers (Figure 4D–F). The Complex I and Complex II defects in younger *Mlx*KO mice thus resembled those identified previously in association with aging and/or Myc loss in various tissues with the exception of skeletal muscle, which tended to display little, if any, age‐related declines in mitochondrial function.^[^ ^6^, ^9^, ^25^ ^]^

**Figure 4:**
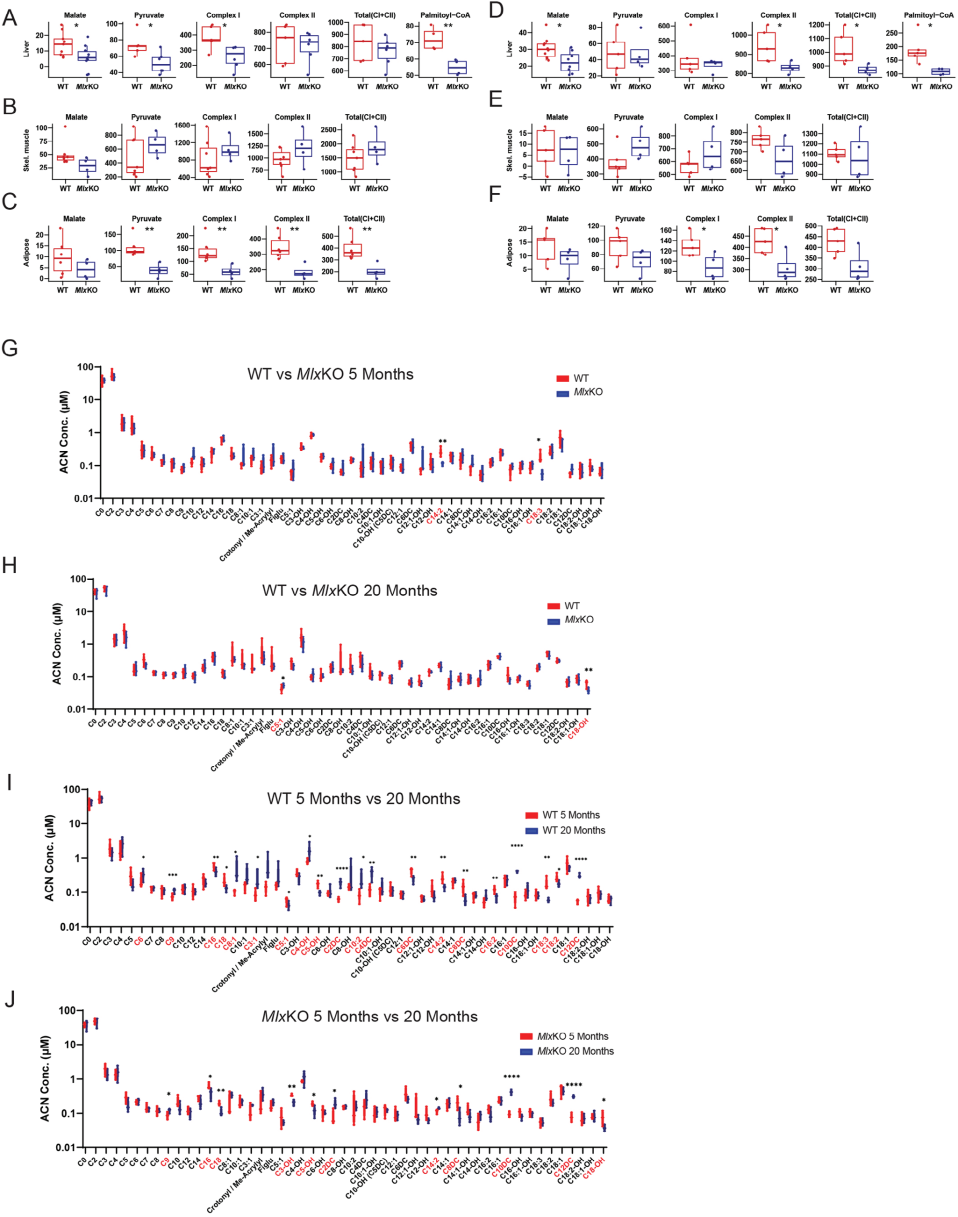
Aberrant mitochondrial function in *Mlx*KO tissues. A,C) Respirometry studies on mitochondria from the liver, adipose tissue, and skeletal muscle, respectively of 5‐month WT and *Mlx*KO mice in response to malate, pyruvate, palmitoyl‐CoA, and total Complex I and Complex II activities. D,F) Respirometry studies as described in A–C performed on 20‐month‐old mice. G,H) Serum acyl carnitine levels in 5‐ and 20‐month‐old WT versus *Mlx*KO mice, respectively. Significant differences between the two groups are highlighted in red along the horizontal axis. I,J) Comparison of serum acyl carnitine levels in 5‐month‐old versus 20‐month‐old WT and *Mlx*KO mice, respectively. Significant differences between the two groups are highlighted in red along the horizontal axis.

Serum acyl carnitine measurements can serve as surrogates for body‐wide mitochondrial dysfunction and are useful for diagnosing Complex I defects.^[^ ^26^ ^]^ Mass spectrometry‐based quantification of 51 serum acyl carnitines revealed lower levels of C14:2 and C18:3 in 5‐month‐old *Mlx*KO mice (Figure 4G; Table S2, Supporting Information). Rather than indicating mitochondrial dysfunction, this finding suggested a more rapid mitochondrial uptake and preferential utilization of these long‐chain fatty acids for FAO as documented by metabolic cage profiling (Figure 3). The failure of these disparities to persist in older mice (Figure 4H) could indicate that the source of fatty acids changed over time, from those circulating in serum to those that had accumulated in tissues and thus were potentially more readily accessible (Figure 2A).

Age was more strongly associated with changes in serum acyl carnitines than was *Mlx* status and, in both cohorts, tended to reflect the loss of mitochondrial efficiency in general and Complex I specifically in older mice (Figure 4I,J; Tables S2–S5, Supporting Information).^[^ ^24^, ^25^ ^]^ A tendency for age‐related increases in serum dicarboxylic acids may have indicated a preferential shunting of serum fatty acids into non‐energy‐generating peroxisomal and lysosomal FAO pathways as seen in inborn errors of long chain fatty acid oxidation while maintaining a reliance on tissue stores of fatty acids for mitochondrial utilization.^[^ ^27^ ^]^

Compromised Myc and Mlx function can lead to structural and/or functional defects in the electron transport chain (ETC) along with altered mitochondrial size, number, ultrastructure, and ATP generation.^[^ ^6^, ^7^, ^15^, ^21^ ^]^ Blue native gel electrophoresis (BNGE) and in situ enzymatic evaluations of ETC Complexes I, III, and IV from WT and *Mlx*KO livers of 5‐month‐old mice revealed no overt differences between the two groups (**Figure** **5**A). In contrast, the ATPase activity of Complex V was reduced nearly 4‐fold in *Mlx*KO livers (Figure 5B). Similar studies on mitochondria from skeletal and cardiac muscle of these same animals revealed no differences thereby again indicating that the consequences of *Mlx* inactivation in mice are highly tissue‐specific, as they are following the loss of *Myc* (Figure 5C–F).^[^ ^7e^ ^]^

**Figure 5:**
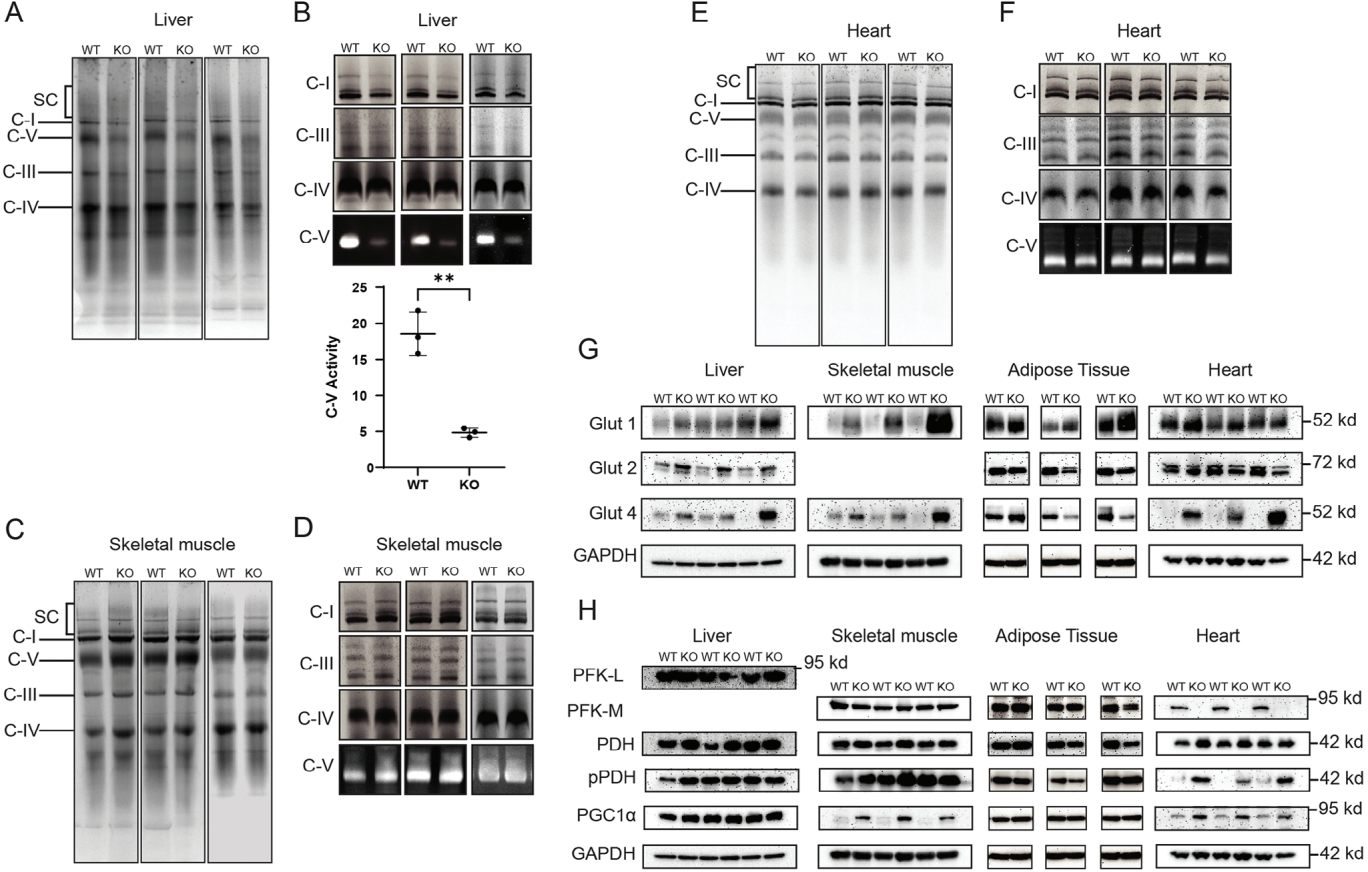
*Mlx*KO tissues are associated with selective changes in mitochondrial function. A) BNGE of purified ETC Complexes I–V and ATP synthase (Complex V) from WT and *Mlx*KO livers of 5‐month‐old mice. SC: supercomplexes. B) In situ, enzymatic activities of the Complexes shown in A.^[^ ^6d^ ^]^ In the graph below the image, relative specific activities of Complex V were quantified by normalizing scans of enzymatic reactions to the Coomassie Blue‐stained bands in A. C) BNGE of purified ETC Complexes I–V and ATP synthase (Complex V) from WT and *Mlx*KO skeletal muscle of 5‐month‐old mice. D) In situ enzymatic activities of the Complexes shown in C. E) BNGE of purified ETC Complexes I–V and ATP synthase (Complex V) from WT and *Mlx*KO hearts of 5‐month‐old mice. F) In situ, enzymatic activities of the Complexes shown in E. G) Immunoblots of select glucose transporters in the indicated tissues from 5‐month‐old WT and *Mlx*KO mice. The absence of a Glut2 panel for skeletal muscle indicates that the protein was not detected in that tissue. H) Immunoblots of the indicated factors in WT and *Mlx*KO tissues.

Given the marked differences in fuel preferences, glucose kinetics and ETC substrate responses of *Mlx*KO mice and previously described *Mlx*KO MEFs (Figures 2A,B and 3A,B),^[^ ^7f^ ^]^ we evaluated several tissues in 5‐month‐old mice for the expression of relevant glucose transporters, which are known to be differentially regulated by Myc.^[^ ^6^, ^7^ ^]^ We focused on ubiquitously expressed Glut1/Slc2a1, which is particularly prominent in muscle and adipose tissue; Glut 2/Slc2a2, the major glucose transporter in the liver; and Glut4/Slc2a4, which is insulin‐responsive and abundant in skeletal and cardiac muscle and adipose tissues.^[^ ^28^ ^]^ Glut4 has also been shown previously to be up‐regulated in skeletal muscle as a result of the tissue‐specific knockout of MondoA.^[^ ^29^ ^]^ Each transporter showed unique changes in *Mlx*KO tissues (Figure 5G). For example, Glut1 was up‐regulated in *Mlx*KO skeletal muscle tissue, Glut2 was up‐regulated in *Mlx*KO liver and Glut4 was up‐regulated in *Mlx*KO liver, skeletal muscle, and heart. We also examined the expression of several rate‐limiting enzymes that control glucose's fate and mitochondrial biogenesis (Figure 5H). Notably, the liver‐specific isoform of phosphofructokinase, PFK‐L, was unchanged in *Mlx*KO livers, whereas the muscle‐specific isoform, PFK‐M, was markedly down‐regulated in *Mlx*KO hearts and unaltered in *Mlx*KO skeletal muscle and adipose tissue. Pyruvate dehydrogenase (PDH), which catalyzes the mitochondrial conversion of pyruvate to acetyl coenzyme A was unaltered across all tissues, irrespective of *Mlx* gene status although its activity, as judged by levels of inhibitory phosphorylation at Ser_293_ (pPDH), was decreased in cardiac muscle (Figure 5D). Peroxisome proliferator‐activated receptor‐gamma co‐activator 1 alpha (PGC1α)/PPARGC1A), a transcriptional driver of mitochondrial biogenesis,^[^ ^30^ ^]^ was highly induced in *Mlx*KO skeletal muscle. Collectively, these findings broadly implicate *Mlx*KO in tissue‐specific metabolic reprogramming involving both oxidative and non‐oxidative arms of energy generation, particularly via the regulation of rate‐limiting steps in glucose uptake, glycolysis, FAO, and mitochondrial biogenesis.

### 2.5 Transcriptional Reprogramming of *Mlx*KO Tissues Involves Subsets of Myc Network‐Regulated Genes

Mlx Network members also bind to numerous Myc target genes.^[^ ^5^, ^8^, ^14^, ^31^ ^]^ Using RNA‐seq, we compared the liver, abdominal adipose tissue, and skeletal muscle transcriptomes from young (5‐month‐old) and old (20‐month‐old) *Mlx*KO and WT male mice. 

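The RNA-seq values analysed here come from *Mlx*KO mice, in which the gene was deleted body-wide, and comprise liver, abdominal adipose tissue and skeletal muscle at 5 and 20 months of age. Each tissue was represented by 4 mice at 5 months and 5 mice at 20 months, 27 samples in all, where the paper gives 5 tissues per group. The paper's text and the sample annotation give the older age as 20 months, and Table S1 gives 18 months. WT samples were not analysed here. The RNAs were purified at the same time for all samples and sequenced on a NovaSeq instrument, and the authors counted reads per gene in CLC Genomics Workbench. The deposited values cover 36333 genes. They are headed as CPM, a scale on which all samples would have the same sum, but the values of a sample sum to between 559419 and 1395310, because each sample was also divided by a factor of its own. In every sample, 100% of the values were whole multiples of the value of 1 read, and the reads behind each value were recovered from that step. Liver samples held 17200431 to 20734388 reads on genes at 5 months (median 19236866) and 19007751 to 24179928 at 20 months (median 23179509). Adipose tissue samples held 15141861 to 21276867 reads at 5 months (median 19007149) and 16470602 to 25673919 at 20 months (median 19757519). Skeletal muscle samples held 14384695 to 17073669 reads at 5 months (median 15580504) and 14476955 to 17961438 at 20 months (median 15992810). The values were tested as deposited, as log2(value + 1), with limma and Benjamini-Hochberg adjustment over the genes with a value of at least 1 in at least 4 samples. A log2 change on this scale understates the change of genes with low values.

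*Mlx* (gene ID 21428; chromosome 11, 101086707 to 101092207 in GRCm38.p6, overlapping *Psmc3ip*) was examined first, as the targeted gene. Its value sums all reads assigned to the gene, including those from exons outside the deleted segment, and rested on 101 to 522 reads per sample. In liver, the value was 29.0 ± 3.47 (SD, n = 4) at 5 months and 23.9 ± 3.79 (SD, n = 5) at 20 months, a log2 change of -0.28 (standard error 0.138, limma adjusted p = 0.168). In adipose tissue it was 9.12 ± 1.26 (SD, n = 4) and 10.6 ± 2.09 (SD, n = 5), a log2 change of 0.19 (limma adjusted p = 0.349). In skeletal muscle it was 9.41 ± 1.89 (SD, n = 4) and 10.3 ± 0.800 (SD, n = 5), a log2 change of 0.13 (limma adjusted p = 0.503). None of these differences was distinguishable from the spread between mice (exact two-sided permutation tests, p = 0.0952, 0.270 and 0.365). The liver change moved most when the 20 most abundant genes were left out of the scaling, to -0.11 with an adjusted p of 0.526 from limma. Its adjusted p was under 0.05 in 1 of 22 alternatives, the removal of a trend on transcript length and GC content. That alternative was chosen after seeing the data and gave a change of -0.40 with an adjusted p of 0.0476 from limma. In adipose tissue, the *Mlx* change passed the threshold when samples were weighted by their variability (limma adjusted p = 0.0251, the lowest over 22 alternatives).

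**Figure D1:**
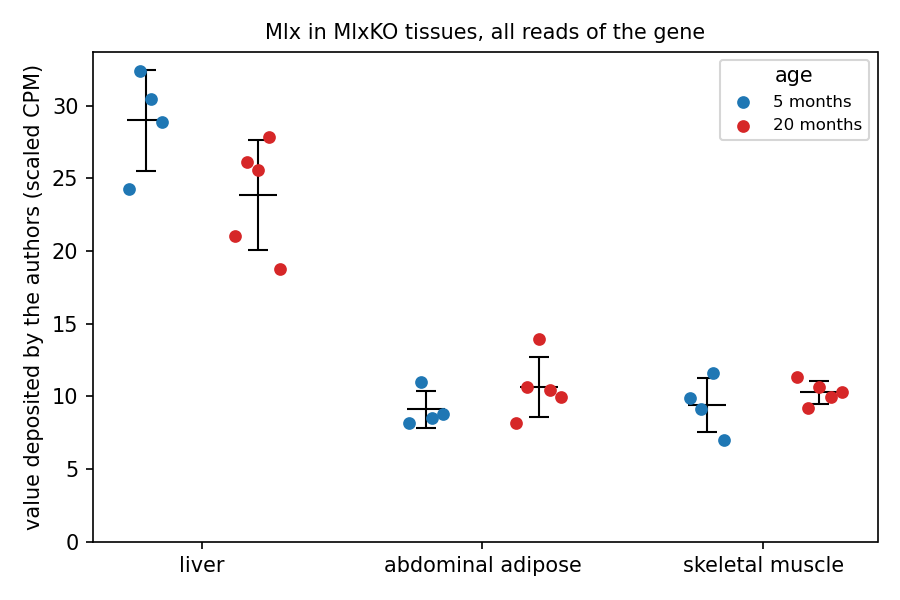
Deposited value of Mlx (scaled CPM, vertical axis from 0) in each MlxKO sample, by tissue and age. Points are mice, long dashes are means and bars are SDs (n = 4 at 5 months, n = 5 at 20 months), and the ages overlap in all 3 tissues.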

Our recent studies on these tissues from *Myc*KO mice of the same ages also allowed us to compare and contrast gene expression profiles between the two KO cohorts.^[^ ^7e^ ^]^

We first used Gene Set Enrichment Analysis (GSEA) to verify that a previously authenticated 282‐member Chrebp/MondoA/Mlx target gene set from the EnrichR database and a 157‐member direct target set from the Qiagen IPA collection were dysregulated as expected in all 3 tissues from young *Mlx*KO mice (Figure S2A,B, Supporting Information).^[^ ^7e^ ^]^ While the magnitude of this dysregulation and the identities of individual affected genes varied among the tissues, the findings validated their use for all subsequent analyses. Consistent with previous findings that some Mlx Network target genes are also direct Myc Network targets^[^ ^7^, ^8^, ^12^, ^14^, ^31^ ^]^ many of the transcripts from the above gene sets were also altered in the corresponding tissues from 5‐month‐old *Myc*KO mice, albeit to a somewhat lesser degree (Figure S2C,D, Supporting Information). These results confirmed that *Mlx* inactivation was associated with the anticipated tissue‐specific changes in the expression of its target genes. They also documented significant and complex cross‐talk between the Mlx and Myc Networks, with some of the genes being responsive to Mlx only, others to Myc only and others being duly responsive to both factors.^[^ ^5^, ^7^ ^]^

Three unbiased analytic methods (CLC Genomics, DeSeq and EdgeR) were used to capture gene expression differences between the above age‐matched *Mlx*KO and WT tissues while ensuring the highest degree of confidence in their selection. Only transcripts identified as being differentially expressed by all 3 methods (q < 0.05) were included in our final analysis. In 5‐month‐old *Mlx*KO mice, 150 individual transcripts in livers met this criterion. Of these, 60 (40%) were previously identified as putative direct Mlx and/or MondoA targets based on a compilation of Chip‐Seq results from three available human cell lines in the ENCODE database (HepG2 hepatoblastoma, K562 chronic myelogenous leukemia/lymphoid blast crisis and WTC11 induced pluripotent stem cells).^[^ ^32^ ^]^ In adipose tissue, 2163 such differences were noted, 891 of which (41.2%) were direct Mlx/MondoA targets, and in skeletal muscle, only 3 differences were noted, with 2 being direct targets. An initial analysis using Ingenuity Pathway Analysis (IPA) indicated that these 2316 genes were most commonly involved in oxidative phosphorylation (Oxphos), translation, and responses to glucose and other nutrients as we and others have previously observed.^[^ ^3^, ^5^, ^7^, ^8^, ^10^ ^]^

GSEA was next used to expand these findings by identifying functionally related and coordinately dysregulated gene sets. Doing so in *Myc*KO tissues had previously revealed 7 such major categories, each comprised of multiple gene sets involved in ribosomal and mitochondrial structure and function, DNA damage response/repair, oxidative stress response, aging, senescence and mRNA splicing.^[^ ^7e,f^ ^]^ These categories were also identified in *Mlx*KO tissues, albeit with a different collection of gene sets and enrichment scores (**Figure** **6**A; Figures S3–S9 and File S1, Supporting Information). A notable finding in the “DNA damage response/repair” category was that the enriched gene sets in *Mlx*KO tissues tended to be more restricted to those involving the recognition and repair of UV radiation‐induced DNA damage whereas enriched gene sets in *Myc*KO tissues were more diverse, involving the repair of base‐pair mismatches, inter‐ and intra‐strand cross‐links, single‐ and double‐stranded DNA breaks and shortened telomeres.^[^ ^7e,f^ ^]^

**Figure 6:**
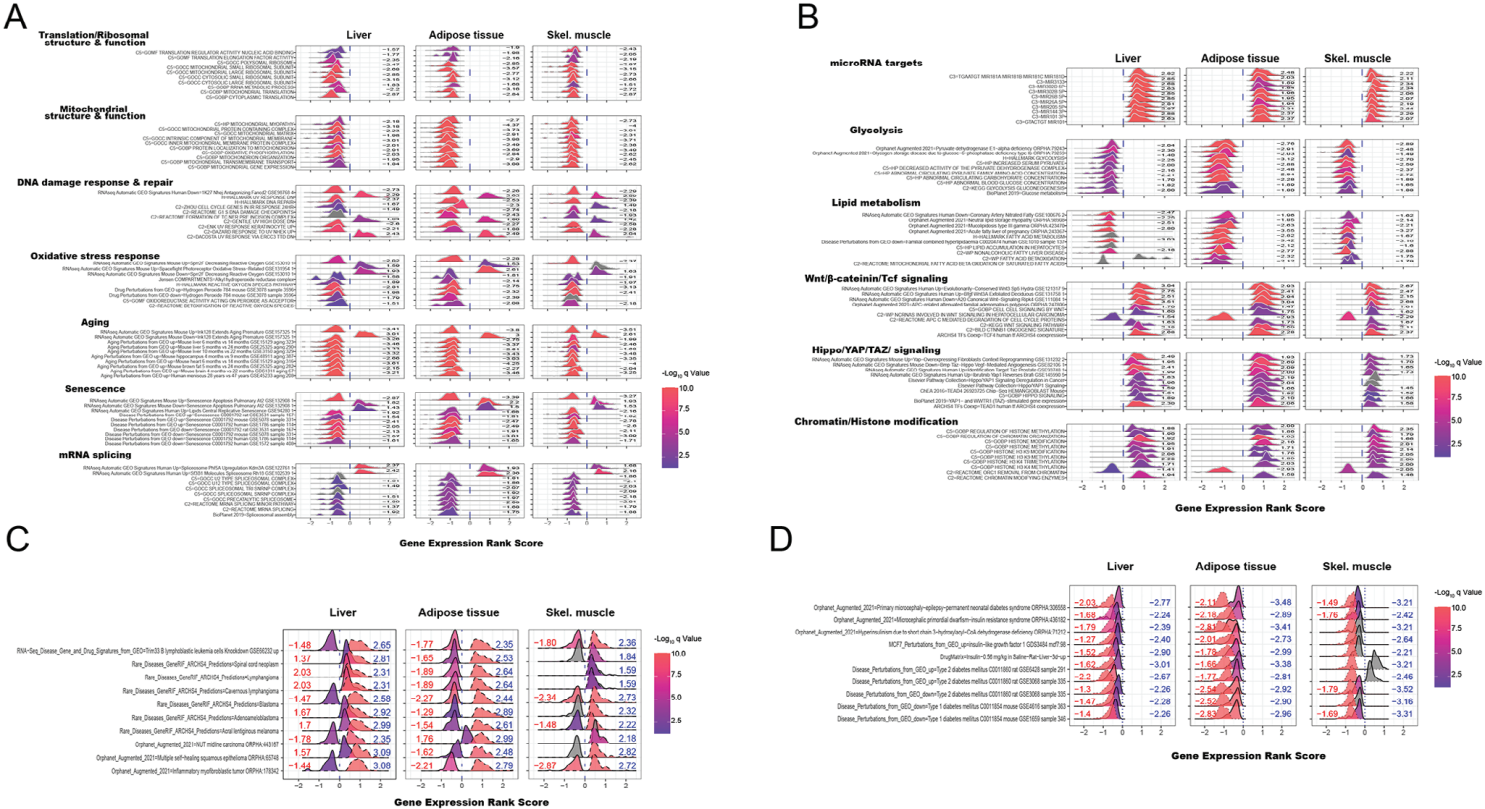
Transcriptional analysis of *Mlx*KO tissues identifies unique targets as well as those previously identified as being Myc‐regulated. A) The EnrichR and MSigDB databases were searched to identify gene sets in *Mlx*KO liver, abdominal adipose tissue, and skeletal muscle that were selectively enriched relative to WT male mice (*N* = 5 tissues/group). Clusterprofiler and the ridgeline plot application tool.^[^ ^51^ ^]^ were used to display representative examples of these differentially enriched gene sets from 7 functional categories whose component gene sets were enriched in the same tissues from 5‐month‐old *Myc*KO mice. Numbers to the right of each profile indicate the normalized enrichment score (NES) for that gene set. Gray curves and the absence of an NES indicate gene sets that were not significantly enriched in that tissue but were enriched in at least one other. NESs >0 represent gene sets that were up‐regulated relative to their corresponding WT tissue whereas NESs <0 indicate gene sets that were down‐regulated. See Figures S3–S9 (Supporting Information) for actual GSEA profiles for these and other gene sets and File S1 (Supporting Information) for a complete list of all significantly enriched gene sets identified from the above‐mentioned tissues of *Mlx*KO mice. B) Ridgeline plots of individual gene sets, comprising 6 functional categories, selectively enriched in the indicated *Mlx*KO tissues (See Figures S10–S15 (Supporting Information) for actual GSEA profiles for these and other gene sets contained within these categories and File S2 (Supporting Information) for a complete list of all significantly enriched gene sets. C) Ridgeline plots of individual gene sets related to cancer in each of the indicated MlxKO and MycKO tissues. Dotted curves, whose NESs are indicated in blue, represent the gene set profiles from *Mlx*KO tissues, and solid curves, whose NESs are indicated in red, represent gene set profiles from *Myc*KO tissues. See Figures S16 and S17 (Supporting Information) for actual GSEA profiles and File S3 (Supporting Information) for a list of all cancer‐related gene sets identified as being enriched in the above tissues. D) Ridgeline plots for individual gene sets dysregulated in T1D and T2D are represented as shown in C.

In addition to the above categories that were shared with *Myc*KO tissues, we identified 6 others that were more prominent in or unique to *Mlx*KO tissues. The gene sets comprising them encoded miRNA targets or proteins participating in glycolysis, lipid metabolism, Wnt/*β*‐catenin/Tcf signaling, Hippo/YAP/TAZ signaling, and chromatin/histone modification (Figure 6B; Figures S10–S15 and File S2, Supporting Information).

GSEA from the above tissues of *Myc*KO mice had previously revealed the suppression of numerous gene sets that are often collectively up‐regulated in various cancers.^[^ ^7e^ ^]^ Because many of the individual genes comprising these sets were also direct Myc targets, this finding was consistent with the 3.4‐fold lower lifetime cancer incidence we have reported for these animals.^[^ ^7e^ ^]^ In contrast, 5‐month‐old *Mlx*KO mice tended to show an up‐regulation of these gene sets (Figure 6C; Figures S16, S17, and File S3, Supporting Information). Overall, these results were in agreement with previously proposed roles for Mlx in the promotion of apoptosis and senescence and the suppression of tumorigenesis versus Myc's opposing roles in these processes.^[^ ^3^, ^5^, ^7^, ^8^, ^33^ ^]^

An additional category of gene sets previously identified as being direct targets for ChREBP and enriched in *Myc*KO tissues was comprised of those that were associated with either T2D or T1D and were consistent with the T2D‐like GTTs and insulin kinetics of these animals.^[^ ^7^, ^10^ ^]^ Conforming to the more T1D‐like profiles of *Mlx*KO mice (Figure 3B,C), this category of gene sets was dysregulated although the precise identities of the gene sets again differed from those of *Myc*KO mice (Figure 6D; Figures S18, S19, and File S4, Supporting Information).

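Among *Mlx*KO tissues, 2508 of 12654 genes tested in liver differed between 20 and 5 months (limma adjusted p under 0.05), of which 1269 were higher and 1239 lower at 20 months. In adipose tissue, 2674 of 14005 genes differed (1365 higher, 1309 lower), and in skeletal muscle 2451 of 12720 (1161 higher, 1290 lower). The ages did not overlap for 19.1%, 17.4% and 17.3% of the genes tested in liver, adipose tissue and skeletal muscle, where chance gives 1.59%. The counts depended on single mice. Leaving out each mouse in turn gave 959 to 3557 genes in liver, 397 to 3748 in adipose tissue and 1158 to 3796 in skeletal muscle. Among the alternatives that kept all mice, weighting the samples by their variability moved a count most, to 8456 genes in adipose tissue. The quasi-likelihood test of edgeR on the recovered reads called 2578, 2692 and 2453 genes, and DESeq2 called 3467, 4350 and 3228.

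In liver, *Cyp2b9* (ID 13094; chromosome 7, 26173350 to 26210661 in GRCm38.p6) rose from 2.28 ± 3.10 (SD, n = 4) to 116 ± 85.4 (SD, n = 5), a log2 change of 5.25 (standard error 0.682, limma adjusted p = 0.00496). Every mouse at 20 months exceeded every mouse at 5 months (exact two-sided permutation test, p = 0.00794, the smallest that 4 mice against 5 allow). The other large increases were *Ubd* (log2 change 4.06), *Car3* (3.62), *Cyp2b13* (3.61) and *Gpnmb* (3.50). *Ubd* lost its call in 6 of the 9 fits that each left out 1 mouse. At 5 months, 1 of the 4 livers stood apart from the rest for *Cyp2b13* (mouse 5239) and a different one for *Gpnmb* (mouse 4299). The largest decrease was of *E030018B13Rik* (ID 381994; chromosome 7, 63916857 to 63920539), which overlaps *Klf13*, from 18.5 ± 4.50 (SD, n = 4) to 0.806 ± 0.380 (SD, n = 5), a log2 change of -3.42 (standard error 0.210, limma adjusted p = 5.0e-05). It was followed by *Cyp2b10* (-3.38), *Cyp17a1* (-3.37), *Asic5* (-2.58) and *Serpina1e* (-2.54), and 1 of the 5 livers at 20 months stood apart for *Asic5*. Transcripts of *Cyp2b9*, *Cyp2b10*, *Cyp2b13* and *Serpina1e* share 11.2%, 9.69%, 27.3% and 35.6% of their 50-base words with other genes, so their reads could be divided between paralogs.

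In adipose tissue, *Sfrp5* (ID 54612; chromosome 19, 42197971 to 42202252) rose from 33.0 ± 42.1 (SD, n = 4) to 245 ± 59.6 (SD, n = 5), a log2 change of 4.09 (standard error 0.917, limma adjusted p = 0.0238). With edgeR on the recovered reads its adjusted p was 0.0602, within a range of 4.3e-05 to 0.0686 over 22 alternatives, and it lost its call in 4 of the 9 fits that each left out 1 mouse. *Slc5a7* (4.07), *Lctl* (3.86), *Ubd* (3.64) and *C130026I21Rik* (3.49, with 33.5% of its words shared) also rose. *Cyp2b10* fell from 62.9 ± 78.4 (SD, n = 4) to 0.179 ± 0.214 (SD, n = 5), a log2 change of -4.76 (standard error 0.801, limma adjusted p = 0.0117). *Nr4a3* (-4.09), *Cyp2e1* (-3.38) and *Cyp2f2* (-2.97) fell as well. *Nr4a3* and *Cyp2f2* lost their calls in 1 and 2 of the 9 fits. *Cyp2b10* has a result in only 5 of these 9 fits and in 18 of the 22 alternatives, so its dependence on single mice is less fully known. For *Lctl*, 1 of the 5 samples at 20 months stood apart.

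In skeletal muscle, *Tmem132b* (ID 208151; chromosome 5, 125532418 to 125792583) rose from 1.21 ± 0.295 (SD, n = 4) to 13.6 ± 2.81 (SD, n = 5), a log2 change of 2.71 (standard error 0.166, limma adjusted p = 1.1e-05). *Ky* (2.68), *6430571L13Rik* (2.03), *Ostn* (1.87) and the pseudogene *Gm10698* (1.85) followed, the last with 100% of its words shared with *Tmed2*. *Hspa1b* (ID 15511; chromosome 17, 34956429 to 34959238) fell from 1339 ± 1854 (SD, n = 4) to 19.8 ± 15.3 (SD, n = 5), a log2 change of -4.82 (standard error 0.900, limma adjusted p = 0.00624). *Hspa1a* (-4.36), *Mt2* (-3.79), *Mt1* (-3.69) and *Dnajb1* (-3.08) fell too. *Hspa1b* and *Hspa1a* share 62.3% and 60.3% of their words, and 1 of the 5 muscles at 20 months stood apart for *Hspa1b*. *Dnajb1* lost its call in 5 of the 9 fits that each left out 1 mouse. Among the genes named here, *Car3*, *Cyp2b13*, *Cyp17a1*, *Lctl*, *C130026I21Rik*, *Tmem132b*, *6430571L13Rik* and *Ostn* also overlap other annotated genes, so some of their reads could have been assigned to either gene.

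Whether the change with age differed between tissues was tested directly over 15572 genes in all 27 samples. It differed for 2424 genes between liver and adipose tissue, 2732 between liver and skeletal muscle and 2285 between adipose tissue and skeletal muscle. The filter covered all 27 samples together, so genes near 0 in 1 of the compared tissues were kept. For such genes a change in the other tissue alone counts as a difference, and their share of the counts was not measured. The 5-month mice gave all 3 tissues, and deviations from the group mean correlated on average at 0.136 within a mouse. The mean between mice, -0.0450, is largely fixed by centring on the group mean and is no separate contrast. With the mouse as a replicate block, and each 20-month sample treated as a separate mouse, the counts were 2758, 3071 and 2549. The smallest adjusted p was that of *Sycp3* for liver against adipose tissue (ID 20962; chromosome 10, 88459587 to 88473236), whose value rose in adipose tissue from 3.19 ± 0.538 (SD, n = 4) to 42.8 ± 8.19 (SD, n = 5), a difference in log2 change of -3.50 (limma adjusted p = 1.2e-09, and 5.8e-10 with the block). Mean *Sycp3* at 5 and 20 months was near 0 in liver (0.299 and 0.205) and in skeletal muscle (0.195 and 0.364). Its differences between tissues therefore mainly reflect the change in adipose tissue. *Sycp3* also had the smallest adjusted p for adipose tissue against skeletal muscle, with a difference of 3.17 (limma adjusted p = 9.1e-09, and 5.0e-09 with the block). For liver against skeletal muscle it was *Dach2* (ID 93837; chromosome X, 113297496 to 113836386), which rose in skeletal muscle from 5.09 ± 0.717 (SD, n = 4) to 20.2 ± 3.12 (SD, n = 5), was listed at 0 in all 9 livers and differed by -1.80 (limma adjusted p = 1.6e-07, and 6.8e-08 with the block). This fit shares 1 estimate of spread over all 27 samples, including those near 0, so these small p-values depend on it. Over 34 alternatives the highest limma adjusted p of *Sycp3* was 0.000412 for liver against adipose tissue and 0.0135 for adipose tissue against skeletal muscle. That of *Dach2* was 0.000758.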

We next asked how gene expression profiles differed among tissues from 5‐month‐old and 20‐month‐old *Mlx*KO mice. To ensure that these results were again compiled in an unbiased and comprehensive manner, we searched the MSigDB and Enrichr databases for gene sets comprising each of the functional categories shown in Figure 6A–D as well as for novel categories of gene sets (File S2, Supporting Information). This broader search confirmed the overall directionality of the selected gene sets depicted in Figure 6A–D while revealing as many as 1957 additional gene sets in the “miRNA target” category to as few as 18 in the “Senescence” category (**Figure** **7**A—column 1; File S5, Supporting Information). In tissues of 20‐month‐old WT and *Mlx*KO mice, a smaller total number of these enriched gene sets was noted and, in some cases, the direction of the dysregulation was the opposite of that seen at 5 months (Figure 7A—column 2). 

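For gene sets, the tested genes of each tissue were ranked by limma's statistic for 20 against 5 months in *Mlx*KO mice and tested with fgsea. The paper's MSigDB and Enrichr collections were not used here. In their place, 30 sets were taken from mouse Reactome and from families of gene symbols to stand for the paper's functional categories. With an adjusted p under 0.05 from fgsea, 10 sets passed in liver (6 higher, 4 lower at 20 months), 21 in adipose tissue (18 higher, 3 lower) and 14 in skeletal muscle (9 higher, 5 lower). Ranking by quantile-normalized values moved the liver count most, to 16 sets. Genes for cytosolic ribosomal proteins had normalized enrichment scores (NES) of 2.44 in liver, 2.73 in adipose tissue and 2.62 in skeletal muscle. In liver, the NES of these genes became -0.70 and that of mitochondrial ribosomal protein genes changed from 1.64 to -0.54 once a trend on transcript length and GC content was removed, an alternative chosen after seeing the data. Subunits of the respiratory chain had an NES of 0.77 in liver, 2.61 in adipose tissue and 2.83 in skeletal muscle, and without that trend they reversed to -1.76 in liver and were 1.94 and 2.17 in the other tissues. In the same test of the difference in age change, their NES was -2.45 for liver against adipose tissue (-2.46 with the mouse as a replicate block) and -2.41 for liver against skeletal muscle (-2.42 with the block). The splicing set was lower in liver (NES -1.99) and in adipose tissue (-1.53), and chromatin modifying enzymes were lower in liver (-2.04) and in adipose tissue (-1.37). In adipose tissue the call of the chromatin set was lost without the length and GC trend (fgsea adjusted p = 0.584, within a range of 0.00486 to 0.844 over 15 alternatives), and that of the splicing set when genes were ranked by log2 change (adjusted p = 0.947, the highest over 15 alternatives, the lowest being 5.7e-05). In liver, cholesterol biosynthesis was higher (2.39), and fatty acid, triacylglycerol and ketone body metabolism (-2.07) and Wnt signaling (-1.64) were lower, and the call of the Wnt set was lost when genes were ranked by log2 change (fgsea adjusted p = 0.0833, the highest over 15 alternatives, the lowest being 1.1e-05). The DNA repair set was higher in adipose tissue (1.60) and skeletal muscle (1.74), and in adipose tissue its adjusted p ranged from 3.1e-05 to 0.0694 over 15 alternatives.

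The enrichment test permutes genes, which are not independent, so the same test was repeated on 100 splits of each tissue's 9 samples into groups of 4 and 5. As many sets passed in 72 splits for liver, 3 for adipose tissue and 41 for skeletal muscle, the real split included. The mean log2 level of each set was therefore also compared between the mice, a test added after those splits were seen. Of the 90 tests, 0 had an adjusted p under 0.05 (exact two-sided permutation test with Benjamini-Hochberg adjustment), and 12 in liver, 12 in adipose tissue and 11 in skeletal muscle had an unadjusted p under that level. No single set can pass this adjustment, since the test of 4 mice against 5 has a smallest p that stays above the threshold unless many sets reach it. Cytosolic ribosomal protein genes differed by 0.20 in liver (exact permutation p = 0.0397, adjusted 0.115), 0.37 in adipose tissue (p = 0.111, adjusted 0.179) and 0.28 in skeletal muscle (p = 0.127, adjusted 0.197). The age difference in the sets was also compared between tissues. It differed for 15 sets between liver and adipose tissue, 19 between liver and skeletal muscle and 8 between adipose tissue and skeletal muscle, and for 15, 19 and 7 with the mouse as a replicate block. As many sets passed in 38, 17 and 85 of 100 splits without the block, the real one included.

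**Figure D2:**
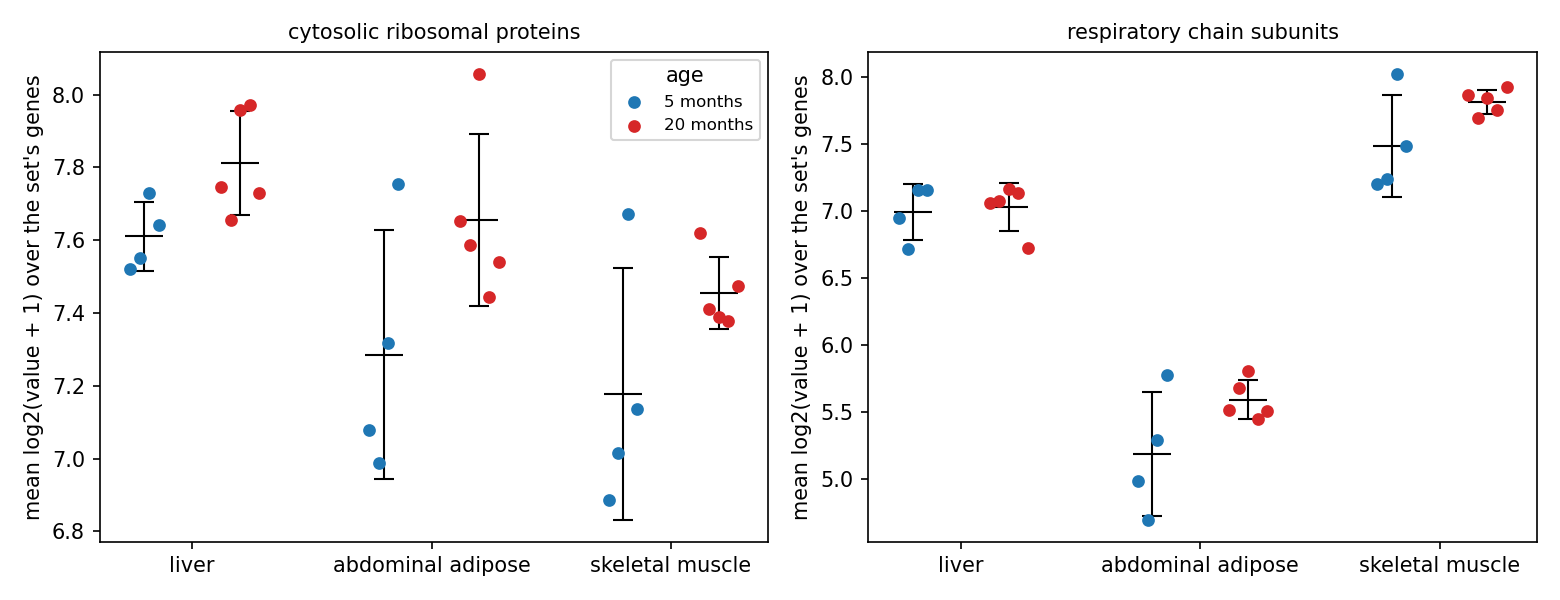
Mean log2(value + 1) over the genes of each set in each MlxKO sample, for cytosolic ribosomal proteins (left) and respiratory chain subunits (right), by tissue and age. Points are mice, long dashes are means and bars are SDs (n = 4 at 5 months, n = 5 at 20 months), the vertical axes do not start at 0, and the 5-month adipose and muscle samples are the most spread.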

Comparing the gene sets of 5‐ and 20‐month‐old mice showed many of the above gene sets to be both age‐ and Mlx‐dependent (Figure 7A‐columns 3 and 4).

**Figure 7:**
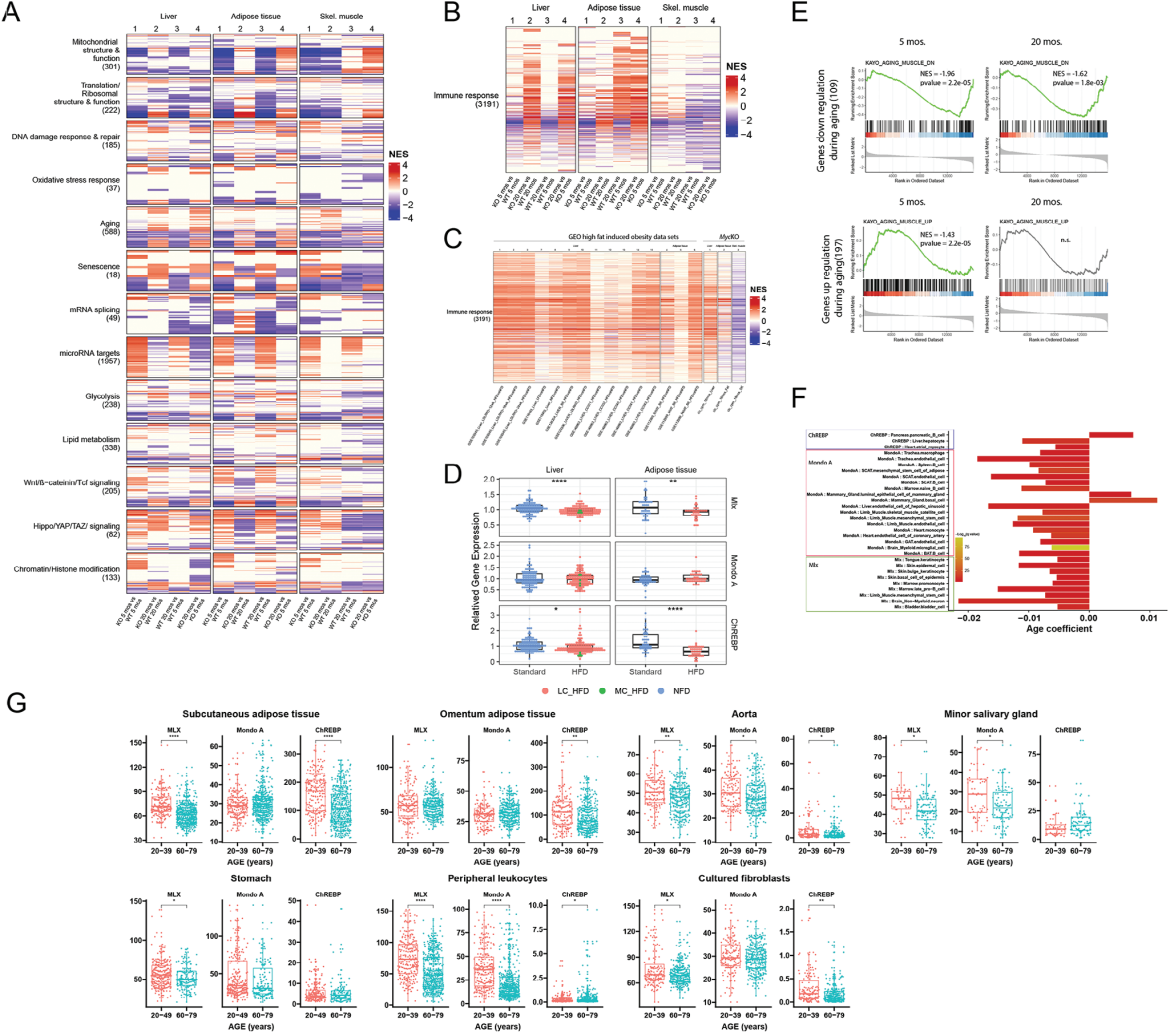
Dysregulation of *Mlx, Chrebp, MondoA* and their target genes in *Mlx*KO tissues and aging murine and human tissues. A) Heat map of gene sets from the categories shown in Figure 6A and B along with a more extensive collection of gene sets with significant enrichment scores. The total gene set number in each category is indicated beneath its name and their identities are indicated in File S4 (Supporting Information). B) Heat map of 3191 gene sets pertaining to the immune response, inflammation, and cytokine production that were significantly dysregulated in MlxKO tissues from 20‐month‐old mice versus matched WT tissues. C) Enrichment of differentially expressed gene sets in the liver, adipose tissue, and skeletal muscle from adult mice maintained on standard or various types of HFDs for 10–24 weeks. The right‐most 3 columns show GSEA differences between WT and MycKO tissues (*n* = 5 tissues/group).^[^ ^7e^ ^]^ D) Mlx, MondoA, and ChREBP transcript levels in the livers and adipose tissues from mice maintained on standard diets or HFDs. E) GSEA of genes that are down‐ or up‐regulated in skeletal muscle during normal aging. F) scRNA‐seq results for MondoA, ChREBP, and Mlx expression from the Tabula Muris Consortium database^[^ ^36^ ^]^ consisting of 90 sc populations from 23 different tissues of young (1–3 months) and old (18–30 months) mice. Results are expressed as q values that were calculated from correlation coefficients that compared transcript levels across aging populations. G) Age‐related declines in MondoA, ChREBP, and Mlx transcripts in select human tissues and cultured primary fibroblasts. RNA seq results were divided into those obtained from younger (20–49 years) and older (60–79 years) individuals.

We also determined whether tissues from 20‐month WT and *Mlx*KO mice differed in the enrichment of functionally related gene sets that were either not detected during the initial analysis of 5‐month‐old tissues or that comprised minor categories. Doing so identified 3191 dysregulated gene sets across all 3 *Mlx*KO tissues related to the immune response, inflammation, and the production of or response to various inflammation/immune‐related cytokines such as interferon‐gamma (IFNγ), tumor necrosis factor‐alpha (TNFa), and interleukin‐6 (IL‐6) (Figure 7B; File S6, Supporting Information). These gene sets were enriched in highly tissue‐specific patterns and were most prominent in the liver where 1993 (62.5%) of them were significantly enriched. This was followed by adipose tissue and skeletal muscle where 999 (31.3%) and 649 (20.3%) of the sets were enriched, respectively. These were readily detectable by 5 months of age but were particularly pronounced in older *Mlx*KO mice, most notably in liver and adipose tissue (Figure 7B—column 4).

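Of the 9 immune sets tested between 20 and 5 months in *Mlx*KO mice, 3 were higher at 20 months in liver, 6 were higher in adipose tissue and 5 were lower in skeletal muscle (fgsea adjusted p under 0.05). In liver, the adaptive immune set (fgsea adjusted p = 0.0489) lost its call in 5 of the 9 fits that each left out 1 mouse. Over 15 alternatives its adjusted p ranged from 3.4e-05 to 0.745. The set for IFNγ signaling had an NES of 2.85 in liver (fgsea adjusted p = 3.0e-09) and 2.80 in adipose tissue (adjusted p = 5.0e-10). Its mean log2 level rose in liver from 4.07 ± 0.0633 (SD, n = 4) to 4.75 ± 0.391 (SD, n = 5), above the 5-month mean in 5 of 5 mice (exact two-sided permutation test, p = 0.0238, adjusted 0.0932). In adipose tissue it rose from 4.27 ± 0.0901 (SD, n = 4) to 4.70 ± 0.139 (SD, n = 5), above the 5-month mean in 5 of 5 mice (exact two-sided permutation test, p = 0.00794, adjusted 0.0714). In skeletal muscle it fell from 4.01 ± 0.104 (SD, n = 4) to 3.80 ± 0.0838 (SD, n = 5), with 0 of 5 mice above the 5-month mean (exact two-sided permutation test, p = 0.0317, adjusted 0.102), and its NES was -1.51 (fgsea adjusted p = 0.0510). Of the set's 60 genes tested there, 24 changed upward, with 3 called higher and 12 called lower. The fall of the mean does not extend to every interferon-induced gene. *Ifit3b*, *Igtp* and *Ifi27* were called higher in all 3 tissues, by 0.79, 0.62 and 0.50 in skeletal muscle. The adjusted values of the exact tests cover 90 comparisons, and none was under 0.05, which the number of mice allows only where many sets reach the smallest p together. In the enrichment test, which permutes genes and not mice, the NES of the difference in age change of the IFNγ set was 2.68 between liver and skeletal muscle (2.68 with the mouse as a replicate block) and 2.44 between adipose tissue and skeletal muscle (2.44 with the block). Between liver and adipose tissue it did not pass (1.33, fgsea adjusted p = 0.0950, and 1.32, adjusted p = 0.107, with the block). Cytokine signaling had NES values of 1.92 in liver, 2.30 in adipose tissue and -1.61 in skeletal muscle, where its fgsea adjusted p ranged from 0.000125 to 0.0991 over 15 alternatives. The sets for TNF signaling (0.67, 1.16 and -1.18 in liver, adipose tissue and skeletal muscle) did not pass in any tissue, and interleukin-6 signaling was lower in skeletal muscle (-1.86).

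Marker genes of blood and tissue cells were compared in the same way, in lists written before the values were seen. Of 33 comparisons, 0 had an adjusted p under 0.05 and 9 had an unadjusted p under that level (exact two-sided permutation tests). With these numbers of mice an adjusted p under 0.05 required several lists to reach the smallest p together. B cell markers were higher by 1.01 in liver (exact permutation p = 0.00794, adjusted 0.105) and by 2.38 in adipose tissue (p = 0.0238, adjusted 0.112), in 5 of 5 mice each. Macrophage markers were higher by 1.04 in adipose tissue in 4 of 5 mice (exact permutation p = 0.0476, adjusted 0.150) and fell by 0.89 in skeletal muscle in 5 of 5 mice (p = 0.0238, adjusted 0.112). Plasma cell markers were higher by 0.49 in liver (exact permutation p = 0.0159, adjusted 0.105). Erythroid markers were higher by 0.58 in liver (exact permutation p = 0.0159, adjusted 0.105), fell by 0.97 in adipose tissue (p = 0.0159, adjusted 0.105) and fell by 0.81 in skeletal muscle (p = 0.0476, adjusted 0.150), in 5 of 5 mice each. Hepatocyte markers fell by 0.59 in liver in 5 of 5 mice (exact permutation p = 0.0159, adjusted 0.105). Muscle fibre markers in adipose tissue were 5.21 ± 2.06 (SD, n = 4) at 5 months and 3.82 ± 1.15 (SD, n = 5) at 20 months (exact permutation p = 0.238, adjusted 0.342). RNA from muscle is therefore a candidate contribution to the adipose results, and it was not tested. For its own immune gene sets, which were not tested here, the paper states that they were detectable by 5 months and more pronounced in older *Mlx*KO mice, most in liver and adipose tissue, and cites column 4 of Fig. 7B.

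**Figure D3:**
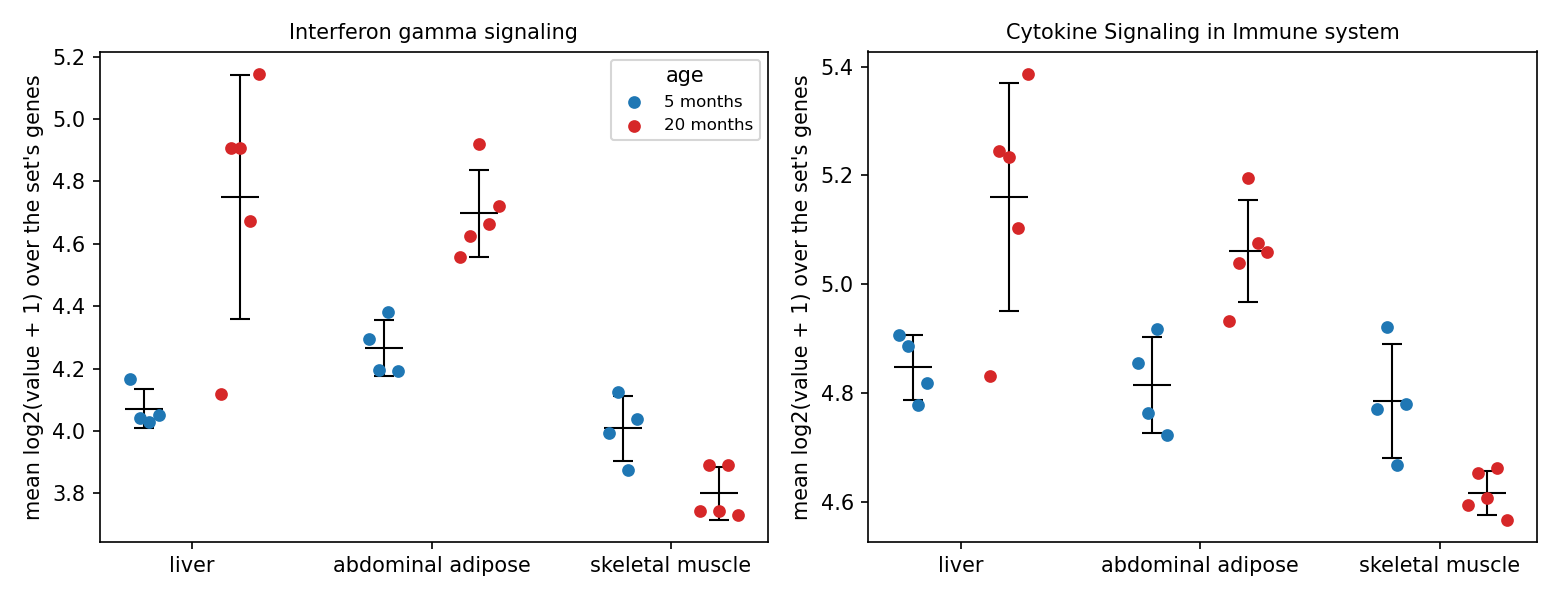
Mean log2(value + 1) over the genes of each set in each MlxKO sample, for IFNγ signaling (left) and cytokine signaling (right), by tissue and age. Points are mice, long dashes are means and bars are SDs (n = 4 at 5 months, n = 5 at 20 months), the vertical axes do not start at 0, and the 20-month means lie above the 5-month means in liver and adipose tissue and below them in muscle.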

The above results did not distinguish between direct Mlx‐dependent transcriptional targets and secondary ones whose dysregulation was a consequence of the metabolic dysfunction‐associated steatotic liver disease (MASLD) associated with *Mlx*KO mice (Figure 2).^[^ ^34^ ^]^ We, therefore, asked whether any of the gene sets shown in Figure 7B were also enriched in tissues of otherwise normal mice maintained on HFDs. From the GEO database and our own previous study,^[^ ^35^ ^]^ we retrieved 12 sets of RNAseq results from livers of normal mice of various strains maintained on standard or HFDs, the latter of which varied in their composition (long‐chain vs medium chain) and/or duration (10–24 weeks). Four additional HFD data sets were analyzed in adipose deposits obtained from different anatomical locations and one HFD data set was obtained from skeletal muscle. Many of the differentially enriched gene sets in these tissues and *Mlx*KO tissues were identical, thereby indicating that the immune‐related transcript differences of the latter were attributable to their higher neutral lipid content and/or its associated systemic pro‐inflammatory state (Figure 7C; File S6, Supporting Information). Comparing these gene set profiles from older *Mlx*KO mice and *Myc*KO mice, both of which accumulated comparable degrees of hepatic lipid,^[^ ^6^, ^9^ ^]^ continued to show differences, most notably in the liver. Collectively, this analysis, which sought to equalize the contributions made by HFDs, steatosis, and system inflammation, indicated that, while a majority of immune‐related gene expression differences in *Mlx*KO mice were attributable to these features, other differences were specifically related to the loss of Mlx.

Relative to control mice maintained on standard diets, those on HFDs showed no significant changes in liver‐ or adipose tissue‐associated MondoA transcript levels whereas ChREBP and Mlx transcripts were significantly lower (Figure 7D). Together with our previous findings that mice with hepatocyte‐specific loss of ChREBP also develop MASLD in the absence of obesity, these results suggest that the lipid accumulation seen in response to HFDs requires the down‐regulation of ChREBP and/or Mlx, which play important roles in lipid and carbohydrate metabolism.^[^ ^3^, ^5^, ^8^, ^9^, ^12^, ^13^, ^31^ ^]^

It has previously been reported that the glucose‐mediated up‐regulation of Mlx in skeletal muscle induces insulin‐like growth factor 2 (Igf2), which is necessary for myoblast fusion and myogenesis.^[^ ^15c^ ^]^ In addition, Mondo A can suppress skeletal muscle atrophy, which is a major aging‐related association.^[^ ^15^, ^24^ ^]^ Although we did not observe any differences in Igf2 transcript levels in *Mlx*KO skeletal muscle, we did find that genes whose expression in skeletal muscle normally declines with aging were more prominently down‐regulated in both younger and older *Mlx*KO mice (Figure 7E). Conversely, genes that are normally up‐regulated with aging were up‐regulated prematurely in 5‐month‐old *Mlx*KO mice.

Myc expression declines with normal aging in a number of murine and human tissues and the life‐long accumulation of senescent cells in the kidney has been attributed to a similar decline in MondoA levels.^[^ ^7^, ^15^ ^]^ To investigate the broader relationships between Mlx Network members and aging, we compared RNA‐seq results from 90 single‐cell (sc) populations originating from 23 tissues from young (1–3 months) and old (18–30 months) mice (Figure 7F).^[^ ^36^ ^]^ Significant age‐related declines were noted in MondoA transcripts in 16 sc populations, in ChREBP transcripts in two populations, and in Mlx transcripts in eight populations. Examination of total organ transcripts from young and old humans (ages 20–49 and 60–79, respectively) from the Broad Institute's GTEx database (https://gtexportal.org/home/) also showed age‐related declines in MondoA, ChREBP, and Mlx expression in several tissues as well as in in vitro cultured primary skin fibroblasts (Figure 7G).^[^ ^37^ ^]^ Thus, like Myc transcripts,^[^ ^7^, ^18^ ^]^ those of some Mlx Network members progressively decline in some normal aging tissues. In this setting, the co‐regulation of many Myc target genes by Mlx Network members may explain why the previously observed loss of regulation of Myc target genes in response to aging was often more prominent than the decline of Myc itself.^[^ ^7e^ ^]^

## 3 Discussion

The Mlx Network target gene repertoire, originally thought to regulate glucose and lipid metabolism, has recently been expanded to include additional roles in maintaining mitochondrial and ribosomal structure and function, aging, senescence, autophagy, apoptosis, and other functions (Figure 6A–E).^[^ ^3^, ^5^, ^8^, ^10^, ^12^, ^13^, ^14^, ^15^, ^18^, ^29^, ^31^, ^38^ ^]^ Numerous Chip‐seq results have demonstrated that Myc and Mlx Network members can compete for the same E box and/or ChoREs in positively‐regulated target gene promoters or bind to distinct elements in close physical proximity, with similar co‐regulation extending to negatively‐regulated target genes.^[^ ^7^, ^18^, ^32^, ^38^ ^]^ In this latter case, MondoA's role is somewhat analogous to that of Myc's repression of target genes by Miz1 and Sp1 in that it is often indirect and occurs through intermediates such as Clockwork Orange and Rubicon.^[^ ^4^, ^14^, ^15^, ^38^ ^]^ Indeed, the loss of Mlx Network members may in some cases have a greater impact on the expression of previously identified direct Myc target genes than does the loss of Myc itself and vice versa.^[^ ^7^, ^9^ ^]^ For these reasons, and because the target gene sets regulated by these two Networks are not identical, it is perhaps unsurprising that premature aging would be observed in *Mlx*KO mice with the individual phenotypes overlapping those described in *Myc*KO mice.^[^ ^7e^ ^]^

*Mlx*KO females achieved their maximal body weights earlier than WT mice while also attaining a higher fat:lean mass ratio although this was not nearly as pronounced as that seen in *Myc*KO mice (Figure 1A).^[^ ^7e^ ^]^ The fat content and body mass of these individuals also began their declines earlier than they did in WT mice. Although *Mlx*KO mice did not manifest the premature alopecia or achromotricia that typifies *Myc*KO mice, they did accumulate an overall approximately 3‐fold higher lifetime incidence of corneal opacities than either WT mice or *Myc*KO mice (Figure 1C).^[^ ^7e^ ^]^ Male *Mlx*KO mice also had less endurance when subjected to treadmill testing and both sexes showed reduced diurnal ambulatory activity, although this was again more prominent in females (Figure 1E,G). These features are consistent with previous work showing that the tissue‐specific loss of MondoA or Mlx can compromise skeletal muscle myogenesis and metabolism and promote premature atrophy.^[^ ^15^, ^29^ ^]^ Collectively, these findings show that *Mlx*KO and *Myc*KO mice develop both common and unique features that are consistent with premature aging.

Despite their various co‐morbidities that would be expected to reduce lifespan, *Myc*KO mice actually live up to 20% longer than WT mice.^[^ ^7e^ ^]^ We have attributed this to their 3.4‐fold lower lifetime incidence of cancer, which is the major associated finding at the time of death in most inbred mouse strains and which often requires Myc to initiate and/or maximize neoplastic growth.^[^ ^1^, ^5^, ^22^, ^39^ ^]^ In contrast, *Mlx*KO mice of both sexes had the same lifespans as WT mice despite a ≈1.5–1.7‐fold higher cancer incidence (Figure 1H,I). This is consistent with previous observations that Mlx is a suppressor of both normal and neoplastic cell growth, as are other Mlx and Myc Network members such as Mxd1, Mxd4, or Mnt.^[^ ^5^, ^8^, ^40^ ^]^ Thus, unlike *Myc*KO mice in which aging and cancer development can be dissociated so as to increase longevity, *Mlx*KO mice retain this link or even strengthen it, due presumably to both the retention of *Myc* and the loss of competition from the *Mlx* Network.

The steatorrhea seen in *Mlx*KO mice (Figure 2D) has not been previously observed in either WT or *Myc*KO mice at any age.^[^ ^7e^ ^]^ Fat malabsorption in aging humans is common and is often caused by imbalances in the intestinal flora or other factors that alter the uptake of monoglycerides and fatty acids by intestinal enterocytes.^[^ ^41^ ^]^ Our inability to discern any consistent histologic changes in either the small or large intestines of *Mlx*KO mice (Figure 2C) indicates that these are unlikely to be causes of their steatorrhea, particularly since we have not observed it in *Myc*KO mice in which more pronounced structural defects of their intestinal vili are observed, albeit transiently following the loss of Myc.^[^ ^7^, ^22^ ^]^ Other non‐mutually exclusive possibilities to explain our finding include an inability to synthesize or excrete bile acids and pancreatic exocrine insufficiency. Regardless of the cause, the observed malabsorption was not significant enough to impair normal growth (Figure 1A).

In both mice and humans, the incidence of MASLD normally increases with age and is exacerbated by resistance to or under‐production of insulin, both of which force a switch from glucose to fatty acids as the preferred energy‐generating substrate.^[^ ^20^ ^]^ Age‐related declines in Myc and mitochondrial efficiency may be at least partially responsible for this switch and the resulting lipid accumulation that exceeds the amount needed to generate sufficient energy.^[^ ^6^, ^24^, ^25^, ^42^ ^]^ Normal and neoplastic tissues of non‐hepatic origin are also driven, most likely by similar mechanisms, to accumulate neutral lipids following the genetic or pharmacologic compromise of Myc.^[^ ^21a^ ^]^ That MASLD also develops in response to the knockout of *Chrebp* or *Mlx* has been attributed to a similar deregulation of many of the same Myc target genes that support mitochondrial integrity.^[^ ^5^, ^7^, ^8^, ^9^ ^]^ In either case, the acquired dependency on FAO as a more efficient means of energy generation may be accompanied by and attributable to other compensatory changes such as increases in mitochondrial mass or alterations in insulin signaling and lipogenic enzyme activities.^[^ ^10^, ^24^, ^42^ ^]^ Changes in circulating acyl carnitines and the selective utilization of fatty acids of different lengths likely reflect the integration of normal age‐related changes, those arising as a consequence of Mlx's absence, and whether the lipid used for FAO derives directly from immediately available dietary sources or pre‐existing tissue depots (Figure 4I,J and Table S2–S5, Supporting Information).^[^ ^7e^ ^]^

Disparities in mitochondrial function and fuel selection between WT and *Mlx*KO mice were observed quite early and were reflected in RERs measured during metabolic cage studies (Figure 3A). As with *Myc*KO mice *(23)*, this was manifested by a significantly greater reliance on FAO, particularly at night when feeding activity peaks and should provide sufficient glucose for it to be the fuel of choice. Whereas this fatty acid preference was somewhat age‐dependent and erratic, a more consistent indicator of it was seen following overnight fasting when re‐feeding either normal or HFDs was invariably associated with markedly lower RERs. While this reliance on FAO might have been partially attributable to the mild T1D‐like responses of older animals following a glucose challenge, it did not explain the findings in younger mice who had normal GTTs and plasma insulin responses (Figure 3B). Thus, the abnormal RERs seen throughout life likely reflect both defects in mitochondrial function as well as the later development of inadequate insulin production. Another similarity between *Mlx*KO and *Myc*KO mice was seen in the youngest individuals (2 months of age) in which nocturnal RERs never exceeded 1 as they did in WT mice (Figure 3A). When not attributable to re‐feeding, RERs >1 are a reliable indicator of the high rates of fatty acid synthesis and glucose utilization that are generally associated with rapid postnatal growth and which should be blunted in response to the functional inactivation of both MondoA and ChREBP that accompanies *Mlx* KO.^[^ ^7^, ^8^ ^]^ The failure to note this exaggerated RER in 2‐month‐old *Mlx*KO mice might have indicated that it was offset by their excessive reliance on FAO and/or inefficient fatty acid synthesis.^[^ ^8b^ ^]^ It may also have been a result of the premature aging of these mice such that this normally transient response had already disappeared by 2 months of age. The inability of *Mlx*KO RERs to ever exceed 1 during times of post‐fasting re‐feeding where this response was maintained in all but the oldest WT mice, suggested that the primary cause was the high levels of FAO.

GSEA of *Mlx*KO tissues revealed alterations in functionally related gene sets that were consistent with the described phenotypes and behaviors (Figure 6E). Not unexpectedly some of these were also enriched in *Myc*KO tissues and MEFs and *Chrebp*KO livers.^[^ ^7^, ^9^ ^]^ The most highly enriched gene sets within the “DNA Damage Response/Repair” category in *Mlx*KO tissues involved UV‐induced DNA damage whereas those pertaining to other forms of DNA damage were less highly enriched than they were in *Myc*KO tissues and MEFs (Figure 7A; Figure S5, Supporting Information). This was consistent with previous observations concerning the differential sensitivities of WT, *Myc*KO, and *Mlx*KO MEFs to agents that induce different types of DNA damage.^[^ ^7f^ ^]^ In these studies *Myc*KO MEFs were highly resistant to virtually all forms of DNA damage whereas, in *Mlx*KO MEFs, the resistance was both less pronounced and more restricted to that involving the anti‐metabolite 6‐thioguanine and the DNA adduct‐forming agent cis‐platinum. The seemingly paradoxical chemo‐resistance of *Myc*KO MEFs, in contrast to the marked sensitivities of cells with monogenic defects in DNA damage recognition/repair pathways, was attributed to the much more global dysregulation of these numerous pathways, their failure to cross‐talk with one another and to communicate effectively with downstream apoptotic effector pathways.^[^ ^7e^ ^]^

Another category of gene sets deserving of mention was a large one pertaining to “Cancer” (Figure 6C; Figure S16, S17, and File S3, Supporting Information). In *Myc*KO tissues, these tended to be regulated in directions opposite to those in tumors whereas in *Mlx*KO tissues, they were regulated in the same direction.^[^ ^7e^ ^]^ Both findings were in keeping with the 3.4‐fold lower lifetime cancer incidence of the former group of mice and the 1.5–1.7‐fold higher cancer incidence of the latter and with the Mlx Network's putative role in tumor suppression.^[^ ^7^, ^18^, ^40^ ^]^ The altered transcriptomic landscapes of *Mlx*KO mice imply that they might be poised for cancer development by virtue of dysregulating important cancer‐related genes (including *Myc* itself) and the probable need to acquire fewer subsequent oncogenic “hits” as a result (Figure 1I).

Importantly, our transcriptomic analyses purposefully utilized only male animals. This was intended to minimize gender‐specific differences in gene expression, which can be extensive and potentially confounding.^[^ ^43^ ^]^ It also allowed more reliable and persuasive comparisons with *Myc*KO tissues, which were also exclusively of male origin.^[^ ^7e^ ^]^ Finally, it allowed us to maximize the total number of mice that could be utilized for long‐term life span and cancer incidence studies (Figure 1H,I).

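The sex-linked transcripts of the 27 *Mlx*KO samples were examined. *Xist*, which is expressed from the inactive X chromosome of females, had values of 0 to 0.574, from 0 to 18 reads, and was at 0 in 9 samples. The Y-linked genes were above 0 in all 27 samples. *Ddx3y* had values of 61.5 to 156, *Kdm5d* of 12.3 to 27.0, *Uty* of 11.8 to 24.1 and *Eif2s3y* of 25.1 to 70.7.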

We recently described evolutionarily conserved age‐related declines in Myc expression and an even more pronounced loss of Myc target gene regulation in normal murine and human tissues and have suggested that they contribute to at least some aspects of normal aging.^[^ ^7^, ^18^ ^]^ The premature aging of *Myc*KO mice may therefore simply represent the consequences of an acceleration of these otherwise normal transcriptional changes. This notion largely derives from the fact that Myc oversees many critical functions that deteriorate in response to and even drive aging such as DNA replication, mitochondrial and ribosomal structure and function, protection against reactive oxygen species, DNA damage recognition and repair, rRNA splicing, and the maintenance of metabolic balance (Figures 5 and 6A).^[^ ^6^, ^7^, ^20^, ^24^, ^44^ ^]^ Mlx, MondoA, and ChREBP transcripts show similar age‐related and tissue‐specific declines in their expression (Figure 7D–G). Given that >60% of Mlx‐responsive genes are also Myc‐regulated,^[^ ^5^, ^7^, ^9^ ^]^ it is not surprising that many of the same cellular functions are affected by body‐wide loss *Mlx* leading to similar premature aging phenotypes as well as distinct ones that reflect the content of each Network's target genes. The seemingly disproportionate dysregulation of Myc target genes that we previously described in *Myc*KO tissues may well have been aided by the concurrent (and normal) age‐related declines of Mlx and its partners such as ChREBP and MondoA that co‐regulate these target genes.^[^ ^7e^ ^]^ Similarly, the loss of Mlx Network target gene regulation described here is also likely influenced by normal age‐related declines in Myc expression. This is not in any way inconsistent with the well‐known strong association between aging and cancer in both mice and humans.^[^ ^19^, ^39^, ^45^ ^]^ Even in the face of its declining expression, the *MYC* gene should continue to remain prone to clonal amplification, translocation, and other forms of deregulation that can lead to its reactivation and cancer. However, given that both *MYC* and *MLX* are each susceptible to age‐related declines, the rates at which these occur relative to one another in otherwise normal individuals, the degree to which their common and unique targets are dysregulated, and the impact that tissue‐specific factors play in these declines may well determine the balance between the tumor‐conducive and tumor suppressive propensities of each Network.

## 4 Experimental Section

### Mouse Maintenance, Breeding, and Body‐Wide Deletion of the Mlx Locus

All care, breeding, husbandry and procedures were approved by The University of Pittsburgh Department of Laboratory and Animal Resources (DLAR) and the Institutional Animal Care and Use Committee (IACUC). Unless stated otherwise, mice were maintained on standard animal chow diets and water, both provided ad libitum. C57Bl6 mice with LoxP sites flanking exons 3 and 6 of the *Mlx* locus were a generous gift of Dr. R.N. Eisenman (Figure S1A–C, Supporting Information).^[^ ^7f^ ^]^ They were crossed with the B6.129‐*Gt(ROSA)26Sortm1(cre/ERT2)Tyj*/J strain (Jackson Labs. Bar Harbor, ME), which expressed the Cre recombinase‐estrogen receptor (CreER) fusion transgene driven by the ubiquitously‐expressed ROSA26 promoter.^[^ ^7e,f^ ^]^ At the time of weaning and upon reaching a weight of at least 15 g (≈4 weeks of age), mice containing either one or two copies of the CreER transgene were subjected to daily i.p. injections of tamoxifen (75 mg Kg^−1^) in mineral oil for 5 days as previously described.^[^ ^7e^ ^]^ 2 weeks later, randomly chosen animals from each group were selected and tissues were examined to determine the efficiency and tissue distribution of *Mlx* locus excision (Figure S1E, Supporting Information). Subsequent evaluations were performed throughout life to ensure the maintenance of the knockout stage (Table S1, Supporting Information). Tamoxifen‐treated offspring of Mlx^fl/fl^ or Myc^fl/fl[^ ^7e^ ^]^ mice with intact Mlx and Myc genes served as wild‐type (WT) controls.

### Body Fat and Lean Mass Determinations

Beginning at the time of weaning, body weights were determined weekly until the age of 4–5 months and then every 2–3 weeks thereafter. In parallel with these studies, the fractional lean and fat content was determined using an Echo‐MRI scanner (EMR‐055, version 160301, Echo Medical Systems, Inc. Houston, TX) as previously described.^[^ ^7e^ ^]^

### Strength, Balance, and Endurance Testing

A Grip Strength Meter (Harvard Apparatus, Holliston, MA) was used to assess strength at various ages as described previously.^[^ ^7e^ ^]^ Balance was measured using a Rotarod apparatus (SPW Industrial, Laguna Hills, CA) and a modification of the procedure provided by Jackson Laboratories (Bar Harbor, ME) as described previously.^[^ ^7e^ ^]^ Treadmill endurance was followed with a Columbus Instruments Exer 3/6 apparatus (Columbus, OH) as described previously.^[^ ^7e^ ^]^

### Glucose Tolerance Tests (GTT) and Serum Glucose, Lactate and ketone Quantification

These studies were performed as previously described.^[^ ^7e^ ^]^ For GTTs, mice were fasted for 5 h and then injected i.p. with dextrose (2 g Kg^−1^ body mass. Serum insulin levels were quantified with an Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem, Elk Grove Village, IL). Whole blood glucose lactate and ketone levels were also measured in fasted mice (Glucose AimStrip Plus, Germaine Laboratories, Inc. San Antonio, TX; Lactate Plus Analyzer, Sports Resource Group, Inc., Hawthorne NY; Keto‐Mojo Ketone Meter, Keto‐Check, Inc. Napa, CA).

### Mitochondrial Respirometry

Oxygen consumption rates (OCRs) were determined on ≈50 mg of disrupted tissue immediately after sacrifice using an Oroboros Oxygraph 2k instrument (Oroboros Instruments, Inc., Innsbruck, Austria) as described elsewhere.^[^ ^7^, ^9^, ^35^ ^]^ Baseline OCR values were determined in 2 mL of Mir05 buffer following the addition of non‐rate‐limiting concentrations of cytochrome c (final concentration = 10 µm), malate (2 mm), ADP (5 mm), pyruvate (5 mm), glutamate (10 mm) and palmitoyl‐coenzyme A (3 µm). Collectively, these provided an estimate of the Complex I activity whereas the addition of succinate (10 mm final concentration) provided an estimate of Complex II (succinate dehydrogenase) activity. Rotenone (0.5 µm final concentration) was used to inhibit Complex I and to calculate the proportional contributions of Complexes I and II. To measure *β*‐FAO, reactions were primed with ADP (5 mm) and malate (5 mm) and then supplemented with palmitoyl‐CoA (3 µm) and l‐carnitine (10 µm). Activities were normalized to total protein.

### Blue Native Gel Electrophoresis (BNGE) and In Situ Enzymatic Assays of ETC Complexes and ATP synthase

These evaluations were performed as described previously.^[^ ^6a,d^ ^]^ Briefly, 50–100 mg of fresh liver was placed into 0.5 mL of an ice‐cold solution containing 25 mm Tris‐HCl, pH 7.5; 100 mm KCl; 0.4 m sucrose and supplemented with protease inhibitor cocktail (Sigma–Aldrich, Inc. St. Louis, MO). Tissues were then disrupted by homogenization (Isobiotec, Heidelberg, Germany) followed by centrifugation at 500 × *g* for 10 min at 4 °C. The mitochondria‐rich supernatant was further centrifuged at 14000 × *g* for 15 min. The pellet was washed twice with the above buffer and then re‐suspended at a final protein concentration of 5 mg mL^−1^. 8 mg of the suspension was disrupted with digitonin (MP Biomedicals, Solon OH) so as to provide a final ratio of protein:digitonin of 1:8.^[^ ^6a,d^ ^]^ After incubating on ice for 20 min, Coomassie blue (5% Coomassie blue G250 in 750 mm 6‐aminocaproic acid) was added (1/20 v/v), and the mixture was clarified by centrifugation at 14000 × g for 20 min at 4 °C. The supernatant was then electrophoresed on a 3–12% Native PAGE Novex Bis‐Tris gel (Invitrogen, Inc. Waltham, MA) at 80 V for 4 h at 4 °C in the supplier's buffer. Gels were then stained with Bio‐Safe Coomassie G250 (Bio‐Rad, Hercules, CA) for 30 min and exhaustively de‐stained with water. Scanning and analysis for band densities were performed using an AlphaEaseFC 2200 scanner and AlphaEaseFC software. To quantify Complex I activity (NADH ubiquinone oxidoreductase), gels were incubated in 3–4 mL of 2 mm Tris‐HCl, pH 7.4; 2.5 mg mL^−1^ nitrotertrazolinum blue chloride and 0.1 mg mL^−1^ NADH at 37 °C for 1–2 h before quantifying band intensities by densitometric analysis. An average value from 3–4 gels was calculated. Complex III (CIII) (decylubiquinol cytochrome c oxidoreductase) activity was assayed by incubating gels with CIII assay solution overnight with mild agitation.^[^ ^6^, ^7^ ^]^ Complex IV (CIV) (cytochrome c oxidase) activity was measured by incubating the gel in 1 nm catalase, 10 mg cytochrome c, and 750 mg sucrose in CIII assay buffer with mild agitation for 30 min followed by a final overnight wash in water. Complex V was quantified by measuring ATPase activity. Gels were incubated in 3–4 mL of a solution comprising 34 mm Tris‐glycine, pH 7.8; 14 mm MgSO_4_; 0.2% Pb(NO_3_)_2_ and 8 mm ATP for at least 3 h at 37 °C with any further incubation being performed at room temperature to further strengthen band intensities.

### SDS‐Polyacrylamide Gel Electrophoresis (SDS‐PAGE) and Immunoblotting

After sacrifice, tissues were removed from WT and *Mlx*KO mice, immediately placed on ice, and then divided into small sections. They were then snap‐frozen in liquid nitrogen and transferred to an −80C freezer for subsequent storage. For SDS‐PAGE, frozen tissue fragments were disrupted in protease inhibitor‐containing SDS‐PAGE loading buffer with Bullet Blender as previously described.^[^ ^7e^ ^]^ Protein concentrations were measured with the Pierce BCA Protein Assay Kit (23227, Thermo Fisher Scientific). Electrophoresis, blotting to PVDF membranes, and protein detection were performed as previously described.^[^ ^7e^ ^]^ Antibodies used for the detection of specific proteins were used largely to the directions of the suppliers and are shown in Table S6 (Supporting Information).

### Oil Red O (ORO) Staining and Triglyceride Content of Liver Samples

The neutral lipid content of livers was determined as previously described.^[^ ^7e^ ^]^ Briefly ORO‐stained liver sections were viewed with a Leica DFC7000T microscope and overlapping images were joined using the stitching plugin program of FIJI software.^[^ ^7e^ ^]^ Color de‐convolution^[^ ^46^ ^]^ was also performed in FIJI where the colors were specified in advance from ROIs respectively corresponding to strongly stained and unstained tissue and background. ORO quantification was performed as previously described.^[^ ^7e^ ^]^ Tissue triglyceride assays were performed as previously described using a Triglyceride Quantification Colorimetric/Fluorimetric Kit (Cat. no. MAK266 Sigma–Aldrich, Inc.).^[^ ^7e^ ^]^

### Measurement of Fecal Fat

Mice were individually caged and provided with standard chow diets containing 4.5% fat (Picolab 5053; LabDiet, St. Louis, MO, USA). Following a 24 h period of acclimation, feces were collected over the course of the next 48–72 h, combined, and stored at −20C until processing. ≈200 mg of dried sample was re‐suspended in 1 mL of PBS. Total lipids were then extracted using chloroform:methanol, dried, and quantified as described after adjusting to the original weight of the sample.^[^ ^47^ ^]^

### Metabolic Cage Profiling and Determination of Respiratory Exchange Ratios (RERs)

These studies were performed as described previously.^[^ ^7e^ ^]^ Briefly, ≈12 mice from each group, comprised of equal numbers of both sexes, were maintained individually in metabolic cages (Columbus Instruments, Inc. Columbus, OH) while being provided *ad lib* access to water and the standard mouse chow containing 5% fat described above but in powdered form. After a 48 h acclimation period, VO_2_ and VCO_2_ were recorded every 20 min over the ensuing 48 h period as were food and water intake and total activity. At the conclusion of these measurements, mice were fasted overnight (12 h) and then provided with a standard diet for 24 h followed by a high‐fat diet (HFD) (45%) for an additional 24 h while again monitoring RERs. Data analyses were performed with the CalR Analysis online software package (https://calrapp.org/).^[^ ^48^ ^]^

### Nucleic acid Isolation, qPCR, and qRT‐PCR Procedures

Tissue DNAs and RNAs were purified using DNeasy and RNeasy tissue extraction kits, respectively, according to the protocols supplied by the vendor (Qiagen, Inc., Germantown, MD). Sample quantification and purity were determined using a NanoDrop Microvolume Spectrophotometer (Thermo Fisher Scientific, Waltham, MA). A quantitative TaqMan‐based qPCR assay to determine the efficiency of *Mlx* locus inactivation was performed using the strategy described in Figure S1A–D (Supporting Information). A TaqMan‐based qRT‐PCR strategy was also employed to quantify the ratio of exon 1 transcripts to exon 6 transcripts in WT and *Mlx*KO tissues and to further confirm the extent of *Mlx* locus inactivation (Figure S1E, Supporting Information). Reverse transcription was performed using a SuperScript IV 1^st^ Strand cDNA Synthesis Kit (Life Technologies/Thermo Fisher, Inc.) under the conditions recommended by the vendor. All oligonucleotide primers and probes were synthesized by IDT, Inc. (Coralville, IA) based on sequences obtained from the *Mlx* GenBank DNA sequence: NC_000077.7 (100977538.100983033) (Figure S1D, Supporting Information). All PCR and RT‐PCR reactions were performed on a CFX96 Touch real‐time PCR detection system (Bio‐Rad Laboratories, Inc. Hercules, CA).

### RNAseq and Transcriptomic Analyses

RNAseq and transcriptomic analyses were conducted on liver, skeletal muscle, and abdominal white adipose tissue RNAs obtained from WT and *Mlx*KO mice of specified ages (5 per group). Total RNA purification was performed simultaneously for all samples using the QIAGEN RNeasy Mini Kit (QIAGEN, GmbH, Hilden, Germany), followed by DNase digestion utilizing the TURBO DNA‐free Kit (Thermo Fisher Scientific Inc.).^[^ ^7^, ^9^, ^35^ ^]^ RIN values were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), and samples with RIN values of ≥8.5 were selected for further processing. The sequencing procedures were carried out on a NovaSeq 600 instrument by Novagene, Inc. as previously described,^[^ ^1^, ^7^, ^9^, ^35^ ^]^ and the raw data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression database under the accession number GSE248073. This data is accessible through the Gene Expression Omnibus (GEO).

Differentially expressed transcripts were identified using 3 methods: CLC Genomic Workbench version 23.0 (QIAGEN), EdgeR, and DeSeq2, as previously described.^[^ ^7e,f^ ^]^ For the latter 2 methods, raw reads from FASTQ files were mapped against the GRCm38.p6 mouse reference genome using nf‐core/rnaseq v3.12.0. FeatureCounts from this analysis served as input for EdgeR and DeSeq2 analyses. Ingenuity Profiling Analysis (IPA) was utilized for classifying transcripts into pathways, with significance adjusted for false discovery using the Bonferroni–Hochberg correction. Gene Set Enrichment Analysis (GSEA) was employed to detect alterations in the collective expression of functionally related sets of transcripts. This analysis was performed using the clusterprofiler package in R. These gene sets were obtained from the Enrichr Database (https://maayanlab.cloud/Enrichr/#libraries) and the Molecular Signatures Database (MSigDB) v.7.2 (http://www.gsea‐msigdb.org/gsea/msigdb/index.jsp). Heatmaps were generated using the ComplexHeatmap R package. Additionally, RNAseq results obtained from liver, skeletal muscle, and adipose tissues of 5‐ and 20‐month‐old *Myc*KO mice were extracted from previously published work and are accessible through the GEO accession number GSE223676 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223676).^[^ ^7e^ ^]^

### Bioinformatics Analyses and Database Searches

The mouse single‐cell RNAseq data used to assess the expression of Mlx, MondoA (Mlxip), and ChREBP (Mlxipl) were obtained from https://figshare.com/ndownloader/files/27856758. These data were analyzed for gene and aging correlations.^[^ ^49^ ^]^ The aging correlation of Mlx, MondoA (Mlxip), and ChREBP (Mlxipl) was examined across various tissue cells. Significant tissues were identified and visualized using ggplot2.

Transcript levels for Mlx, MondoA (Mlxip), and ChREBP (Mlxipl) in tissues from young and elderly humans were collected from the GTEx Portal (GTEx Analysis V8 release: RNAseq gene TPMs by tissue) at https://gtexportal.org/home/datasets (dbGaP: phs000424.v8.p2).

Additionally, RNA‐seq datasets for normal mice of different strains, maintained on either standard or high‐fat diets (HFDs), were downloaded from GEO databases. Detailed information is available in File S7 (Supporting Information). Signal‐to‐noise rank lists were generated from the normalized transcription levels using GSEA v4.3.2^[^ ^50^ ^]^ for gene set enrichment analysis.

### Statistical Analyses

All statistical analysis used GraphPad Prism v9.00 (GraphPad Software Inc., USA) and R software v4.2.0 (R Foundation for Statistical Computing, Vienna, Austria) as previously described^[^ ^7e^ ^]^ ggplot2 and ComplexHeatmap packages were used for boxplot and heatmap visualizations and the survminer package was used to plot survival curves. A 2‐tailed, unpaired *t*‐test was used to assess significant differences between normally distributed populations, and a 2‐tailed Mann–Whitney exact test was used for the analysis of non‐normally distributed populations.

## Conflict Of Interest

The authors declare no conflict of interest.

## Author Contributions

E.V.P. conceived the study. H.W., J. V., R.M., and E.V.P. designed the experiments. H.W., J.L., T.S., A.R., C.V.L., E.V.P, and Z.G. performed experiments and/or analyzed or interpreted data. H.W. and R.A. analyzed transcriptomic data. H.W. and E.V.P. interpreted transcriptomic analyses. H.W., J.L., and T.S. generated figures; E.V.P. and H.W. wrote the paper. All authors read and approved the final version of the manuscript prior to submission for publication.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248073, reference number 248073.

# Supplementary material for: Body‐Wide Inactivation of the Myc‐Like Mlx Transcription Factor Network Accelerates Aging and Increases the Lifetime Cancer Incidence
**Source:** Adv Sci (Weinh). 2024 Jul 8;11(34):2401593. doi: 10.1002/advs.202401593
**Supplement:** Supplementary file 1 — Supporting Information

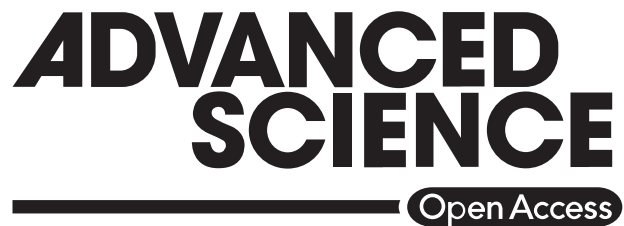

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202401593

Body-Wide Inactivation of the Myc-Like Mlx Transcription Factor Network Accelerates Aging and Increases the Lifetime Cancer Incidence

*Huabo Wang, Taylor Stevens, Jie Lu, Alexander Roberts, Clinton Van't Land, Radhika Muzumdar, Zhenwei Gong, Jerry Vockley and Edward V. Prochownik\**

Supporting Information for

**Body-Wide Inactivation of the Myc-Like Mlx Transcription Factor Network  
Accelerates Aging and Increases the Lifetime Cancer incidence**

Huabo Wang *et al.*

**This PDF file includes:**

Tables S1 to S6  
Figures S1 to S19

**Other Supporting Information for this manuscript include the following:**

Files S1 to S7

**Table S1. Efficiency and Persistence of *Mlx* Gene Excision and Reduction of Expression Relative to Comparably Aged WT Tissues**

| Mouse ID | Age (months) | Tissue          | qPCR (% knockout) | qRT-PCR (% expression vs. WT) |
|----------|--------------|-----------------|-------------------|-------------------------------|
| 1        | 2            | Liver           | 93                |                               |
| 2        | 2            | Skeletal muscle | 71                |                               |
| 3        | 2            | Lung            | 80                |                               |
| 5        | 2            | Kidney          | 77                |                               |
| 6        | 2            | Stomach         | 82                |                               |
| 7        | 2            | Small intestine | 91                |                               |
| 8        | 2            | Large intestine | 94                |                               |
| 10       | 2            | Pancreas        | 92                |                               |
| 11       | 2            | Spleen          | 95                |                               |
| 12       | 2            | Bone marrow     | 100               |                               |
| 14       | 2            | Liver           | 89                |                               |
| 15       | 2            | Skeletal muscle | 89                |                               |
| 16       | 2            | Lung            | 80                |                               |
| 17       | 2            | Heart           | 73                |                               |
| 18       | 2            | Kidney          | 79                |                               |
| 19       | 2            | Stomach         | 85                |                               |
| 20       | 2            | Small intestine | 95                |                               |
| 21       | 2            | Large intestine | 95                |                               |
| 23       | 2            | Pancreas        | 91                |                               |
| 24       | 2            | Spleen          | 97                |                               |
| 25       | 2            | Bone marrow     | 100               |                               |
| 52       | 5            | Liver           |                   | 2                             |
| 53       | 5            | Skeletal Muscle |                   | 26                            |

|      |   |                 |     |
|------|---|-----------------|-----|
| 54   | 5 | Lung            | 21  |
| 55   | 5 | Heart           | 30  |
| 56   | 5 | Kidney          | 11  |
| 57   | 5 | Stomach         | 8   |
| 58   | 5 | Small Intestine | 2   |
| 59   | 5 | Large Intestine | 0.6 |
| 60   | 5 | Brain           | 51  |
| 61   | 5 | Pancreas        | 10  |
| 62   | 5 | Spleen          | 8   |
| 63   | 5 | Bone Marrow     | 3   |
| 64   | 5 | Adipose tissue  | 2   |
| 65   | 5 | Liver           | 1   |
| 66   | 5 | Skeletal Muscle | 29  |
| 67   | 5 | Lung            | 12  |
| 68   | 5 | Heart           | 17  |
| 69   | 5 | Kidney          | 7   |
| 70   | 5 | Stomach         | 3   |
| 53   | 5 | Small Intestine | 0.2 |
| 54   | 5 | Large Intestine | 2   |
| 55   | 5 | Brain           | 44  |
| 56   | 5 | Pancreas        | 2   |
| 57   | 5 | Spleen          | 5   |
| 58   | 5 | Bone Marrow     | 2   |
| 59   | 5 | Adipose tissue  | 1.5 |
| 4299 | 5 | Skeletal Muscle | 40  |
|      |   | Liver           | 1   |

|      |   |                 |    |
|------|---|-----------------|----|
|      |   | Adipose tissue  | 11 |
| 5001 | 5 | Skeletal Muscle | 23 |
|      |   | Liver           | 2  |
|      |   | Adipose tissue  | 5  |
| 5238 | 5 | Skeletal Muscle | 48 |
|      |   | Liver           | 1  |
|      |   | Adipose tissue  | 6  |
| 5239 | 5 | Skeletal Muscle | 30 |
|      |   | Liver           | 2  |
|      |   | Adipose tissue  | 9  |
| 27   | 5 | Liver           | 84 |
| 31   | 5 | Kidney          | 86 |
| 32   | 5 | Stomach         | 71 |
| 33   | 5 | Small intestine | 93 |
| 34   | 5 | Large intestine | 99 |
| 36   | 5 | Pancreas        | 70 |
| 37   | 5 | Spleen          | 99 |
| 38   | 5 | Bone marrow     | 93 |
| 42   | 5 | Lung            | 79 |
| 43   | 5 | Heart           | 54 |
| 46   | 5 | Small Intestine | 99 |
| 47   | 5 | Large Intestine | 99 |
| 49   | 5 | Pancreas        | 58 |
| 50   | 5 | Spleen          | 99 |
| 51   | 5 | Bone Marrow     | 99 |

|      |    |                 |    |
|------|----|-----------------|----|
| 7236 | 18 | Adipose tissue  | 9  |
| 7237 | 18 | Adipose tissue  | 10 |
| 7238 | 18 | Adipose tissue  | 18 |
| 7239 | 18 | Adipose tissue  | 15 |
| 7240 | 18 | Adipose tissue  | 14 |
| 7116 | 18 | Liver           | 0  |
| 7117 | 18 | Liver           | 4  |
| 7118 | 18 | Liver           | 4  |
| 7119 | 18 | Liver           | 2  |
| 7174 | 18 | Liver           | 2  |
| 7356 | 18 | Skeletal muscle | 61 |
| 7357 | 18 | Skeletal muscle | 44 |
| 7358 | 18 | Skeletal muscle | 41 |
| 7359 | 18 | Skeletal muscle | 30 |
| 7360 | 18 | Skeletal muscle | 52 |
| 5521 | 19 | Bone marrow     | 95 |
|      |    | Adipose tissue  | 89 |
|      |    | Large intestine | 88 |
|      |    | Pancreas        | 78 |
|      |    | Small intestine | 91 |
|      |    | Spleen          | 82 |
| 5538 | 19 | Adipose tissue  | 90 |
|      |    | Liver           | 88 |
| 5453 | 20 | Bone marrow     | 91 |

|      |    |                 |    |
|------|----|-----------------|----|
|      |    | Adipose tissue  | 86 |
|      |    | Heart           | 74 |
|      |    | Liver           | 93 |
| 3868 | 21 | Heart           | 82 |
|      |    | Kidney          | 89 |
|      |    | Large intestine | 91 |
|      |    | Pancreas        | 80 |
|      |    | Small intestine | 83 |
|      |    | Spleen          | 89 |
|      |    | Stomach         | 83 |
| 5311 | 22 | Adipose tissue  | 89 |
|      |    | Liver           | 85 |
|      |    | Spleen          | 85 |
| 5593 | 25 | Small intestine | 89 |
|      |    | Liver           | 92 |
|      |    | Large intestine | 88 |
|      |    | Spleen          | 89 |
|      |    | Kidney          | 61 |
| 5638 | 27 | Spleen          | 98 |
| 5433 | 31 | Liver           | 82 |
|      |    | Stomach         | 94 |
|      |    | Kidney          | 79 |
|      |    | Spleen          | 95 |
|      |    | Large Intestine | 85 |
| 5532 | 31 | Liver           | 96 |
|      |    | Pancreas        | 64 |
|      |    | Stomach         | 90 |

|                    |    |
|--------------------|----|
| Small<br>Intestine | 91 |
| Kidney             | 70 |
| Large<br>intestine | 90 |

**Table S2. Serum acylcarnitine levels: 5 month WT and MlxKO mice**

**Table S3. Serum acylcarnitine levels: 20 month WT and *Mlx* KO mice**

**Table S4. Serum acylcarnitine levels: 5 month vs. 20 month WT mice**

**Table S5. Serum acylcarnitine levels: 5 month vs. 20 month *Mlx* KO mice**

**Table S6. Antibodies used in the current study.**

| Name of Antibody           | Vendor                    | Catalog no. | Dilution used |
|----------------------------|---------------------------|-------------|---------------|
| GAPDH                      | Sigma                     | G8795       | 1:10000       |
| GLUT1                      | Abcam                     | AB115730    | 1:2000        |
| GLUT2                      | ProteinTech               | 20436-1-AP  | 1:300         |
| GLUT4                      | Cell Signaling Technology | 2213        | 1:1000        |
| PDH                        | Cell Signaling Technology | 3205        | 1:1000        |
| PFKL                       | Aviva System Biology      | ARP45774    | 1:1000        |
| PFKM                       | R&D Systems               | MAB7687     | 1:3000        |
| PGC1                       | Novus Biological          | NBP1-04676  | 1:1000        |
| pPDH-E1 $\alpha$ (pSer293) | Millipore (Calbiochem)    | AP1062      | 1:1000        |

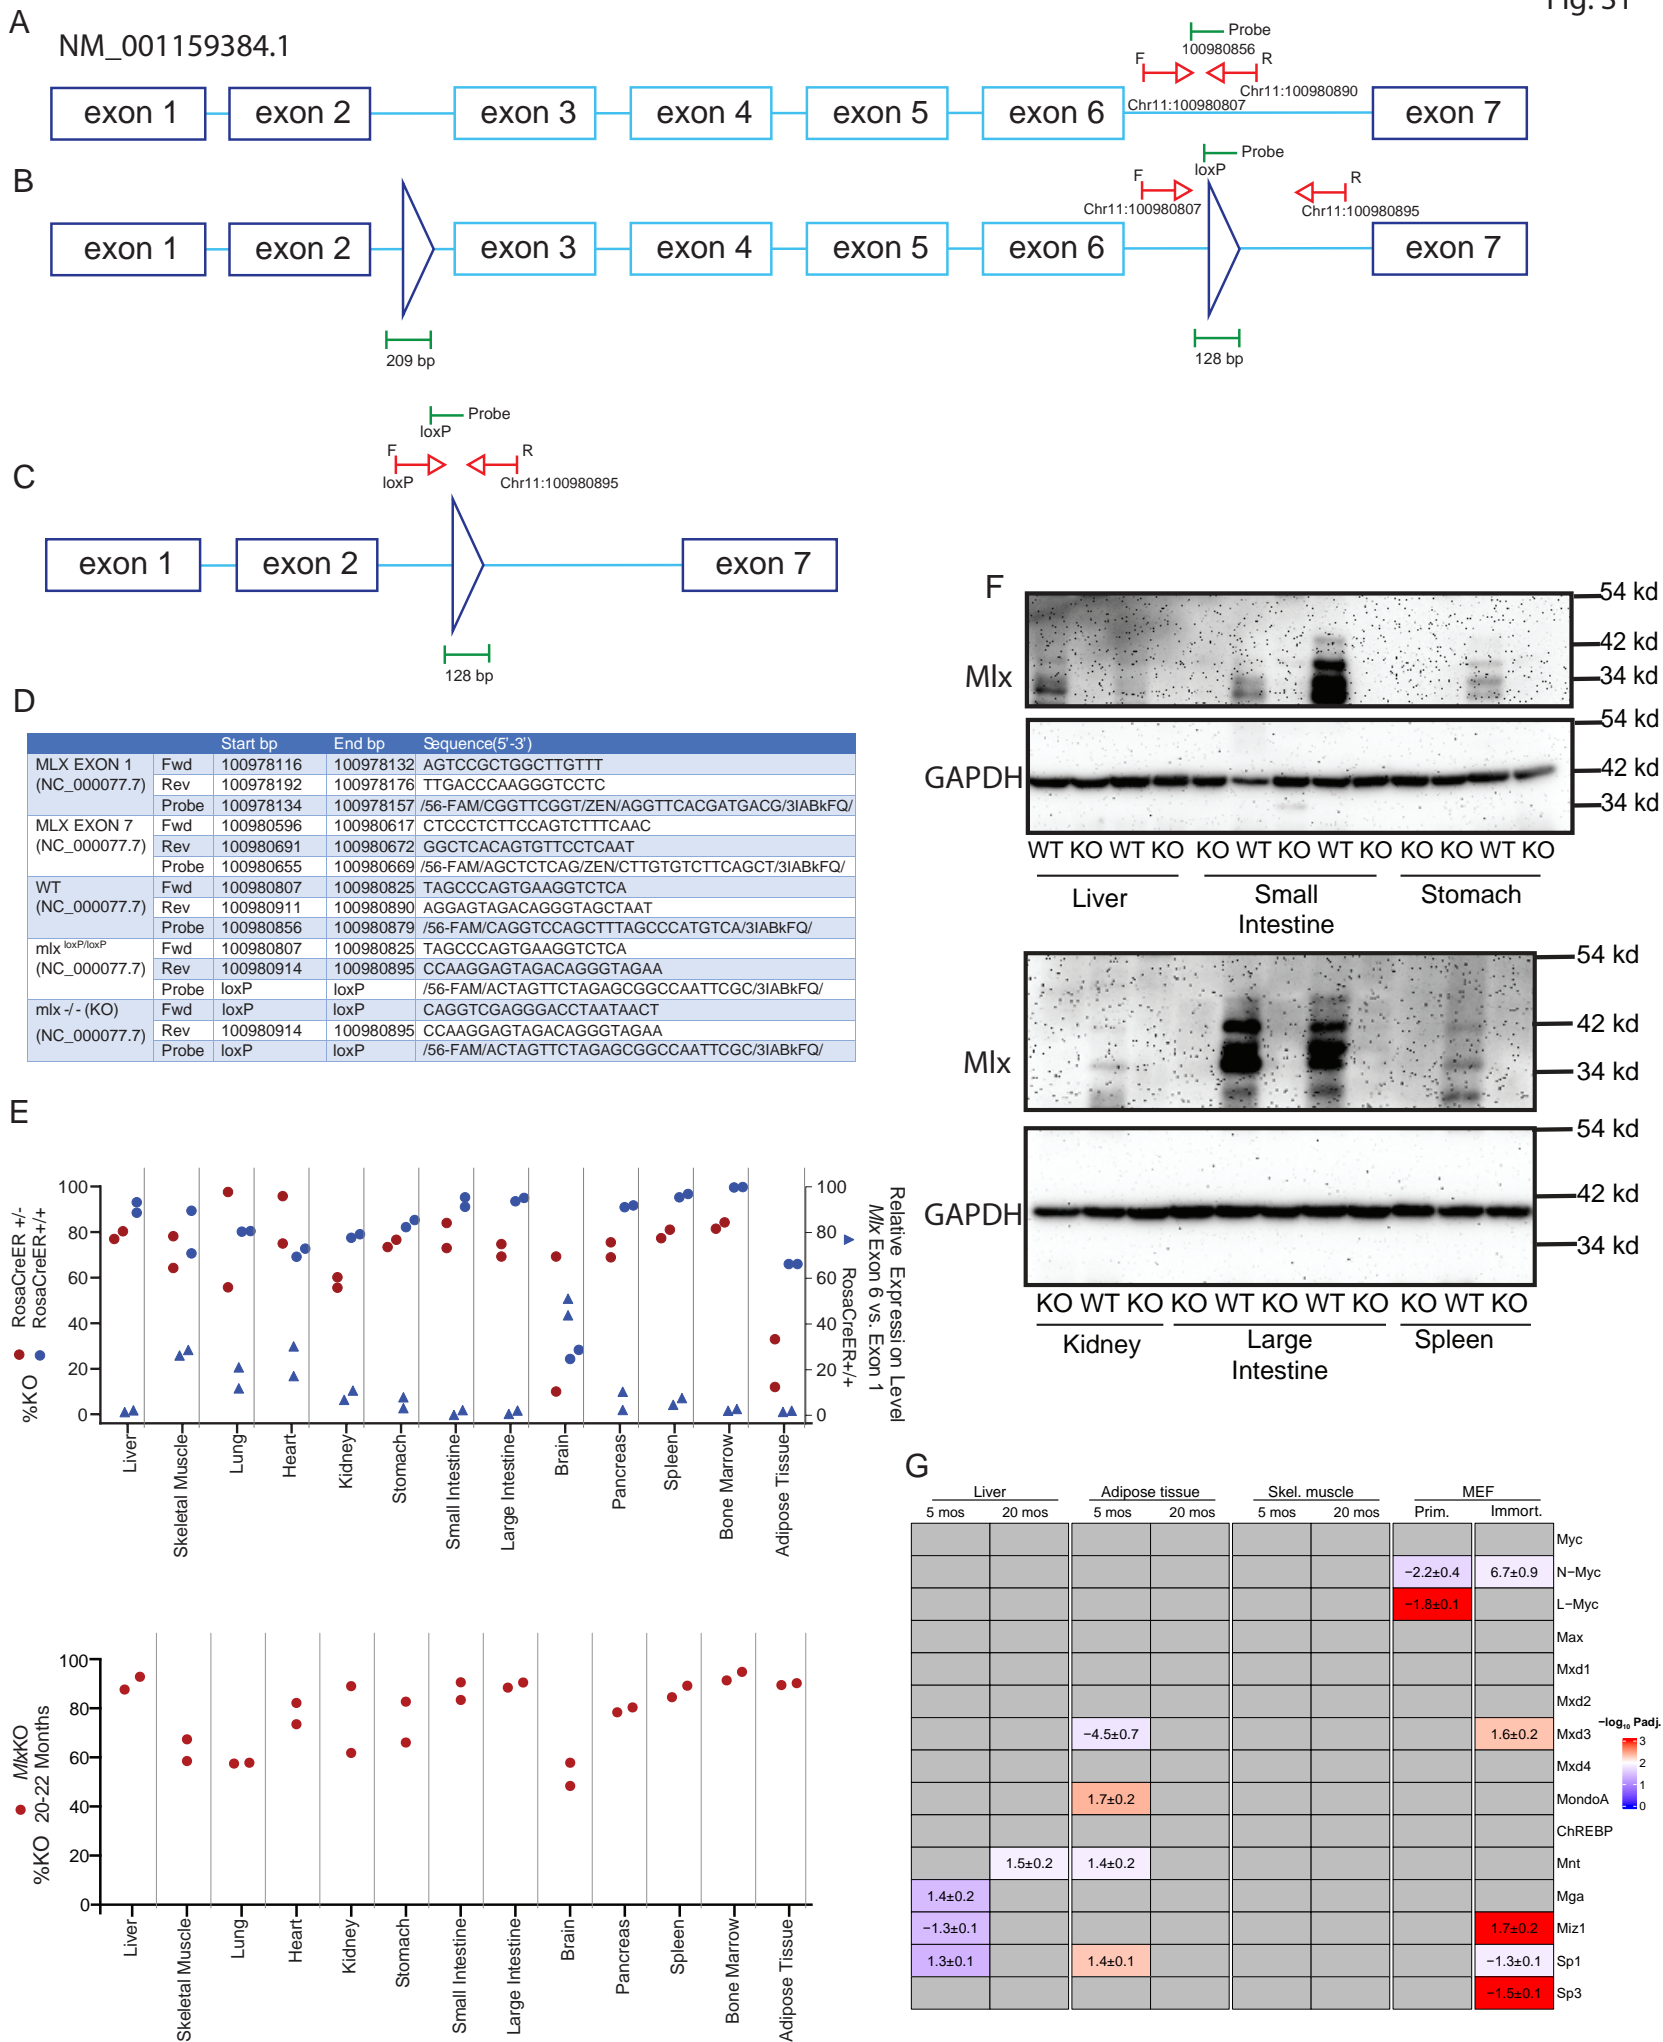

**Figure S1. Strategy for Taq-Man-based qPCR and qRT-PCR assays for quantifying “floxed” (WT) and excised *Mlx* loci.**

**(A)** The WT *Mlx* locus and the unexcised *Mlx*<sup>loxP/loxP</sup> locus.

**(B)** LoxP sites flanking exons 3 and 6 are indicated by the red triangles. Red arrows in A indicate the primer set used for identifying WT alleles. The TaqMan probe is shown in green. Numbering of primers and probes is based on their correspondence to the sequence of the *Mlx* genomic locus (NC\_000077.7 (100977538..100983033)). Black arrows indicate the primer set used to uniquely identify *Mlx*<sup>loxP/loxP</sup> alleles. The unique TaqMan probe used to quantify the PCR products is depicted in green.

**(C)** The *Mlx*KO locus following Cre-recombinase mediated recombination. Blue arrows indicate primers used to amplify KO (*Mlx*<sup>-/-</sup>) alleles.

**(D)** Sequences, genomic locations, and dyes for primers and probes shown in A-C and for quantification of WT transcripts by qRT-PCR.

**(E)** Excisional efficiency of the *Mlx* locus in tissues of randomly chosen *Mlx*KO mice 2 months after tamoxifen treatment. The indicated tissues were sampled from mice bearing either one or 2 copies of the CreER transgene. qRT-PCR results in each *Mlx*KO tissue were compared to the results obtained in the identical tissues from WT mice.

**(F)** Absence of *Mlx* protein in *Mlx*KO tissues. Total cell lysates from the indicated, age-matched WT and *Myc*KO tissues were examined by immuno-blotting for the expression of *Mlx*. GAPDH was used as a loading control.

**(G).** Differential transcript levels for all members of the Extended Myc Network in liver, adipose tissue and skeletal muscle from mice of the indicated ages and from primary and immortalized MEFs[7f]. Actual fold-differences (+/- 1S.E.) between *Mlx*KO versus WT tissues are indicated within individual colored boxes. For all tissues, N=5 samples/group. For cell lines N=3 samples/group.

A

B

C

D

Liver

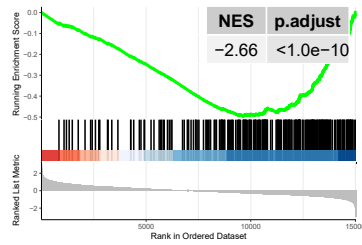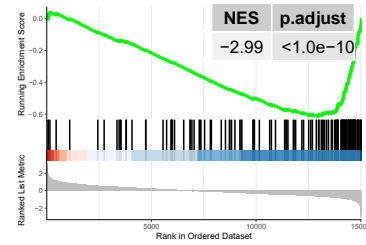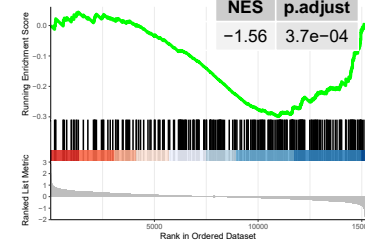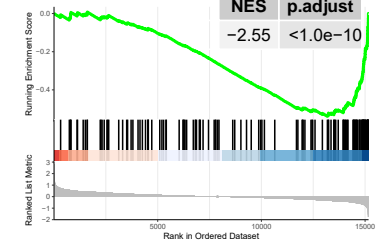

Adipose tissue

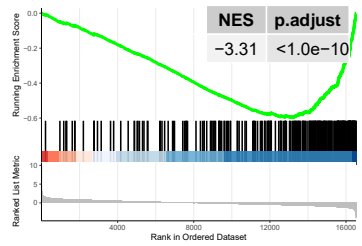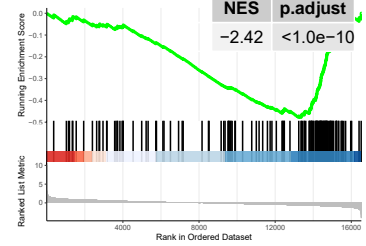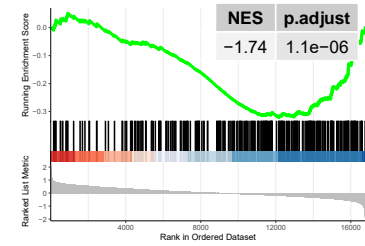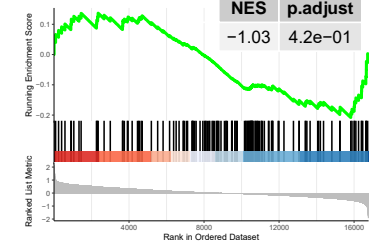

Skeletal muscle

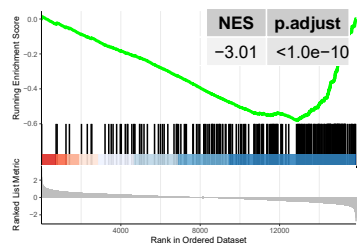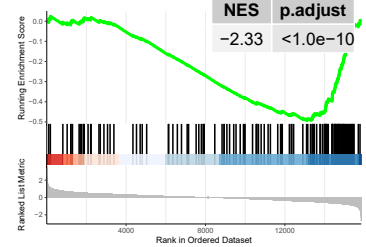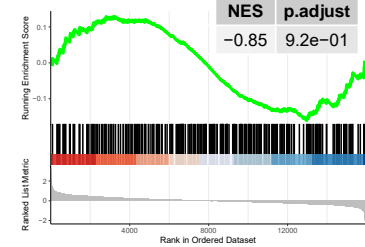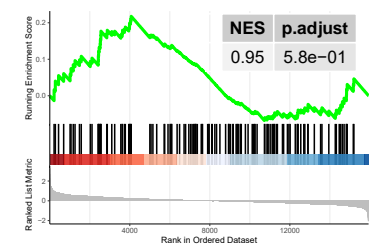

**Figure S2. GSEA with validated ChREBP, MondoA and/or Mlx target genes**

- (A).** GSEA of 264 ChREBP/MondoA/Mlx target genes from the Enrichr database gene set ARCHS4 in the indicated tissues of 5 month old *Mlx*KO versus WT mice.
- (B).** GSEA of a 181 member ChREBP/MondoA/Mlx direct target gene set from the Qiagen database in the indicated tissues of 5 month old *Mlx*KO versus WT mice.
- (C).** GSEA of the gene set from **A** performed on tissues from 5 month old *Myc*KO mice.
- (D).** GSEA of the gene set from **B** performed on tissues from 5 month old *Myc*KO mice.

## Liver

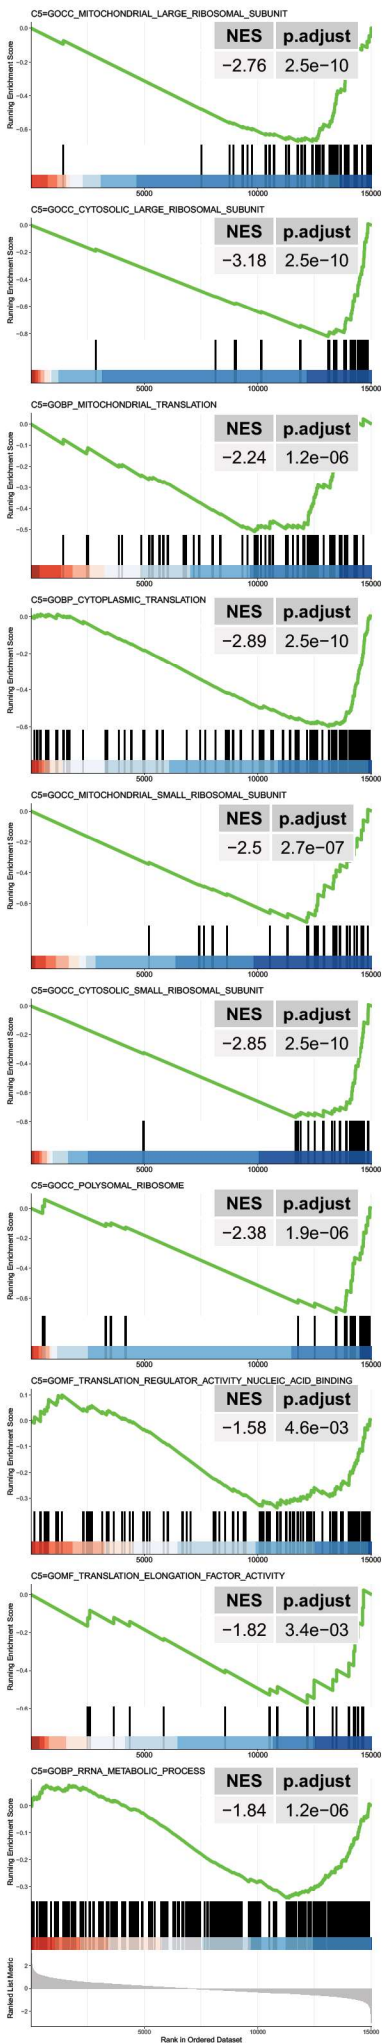

## Adipose tissue

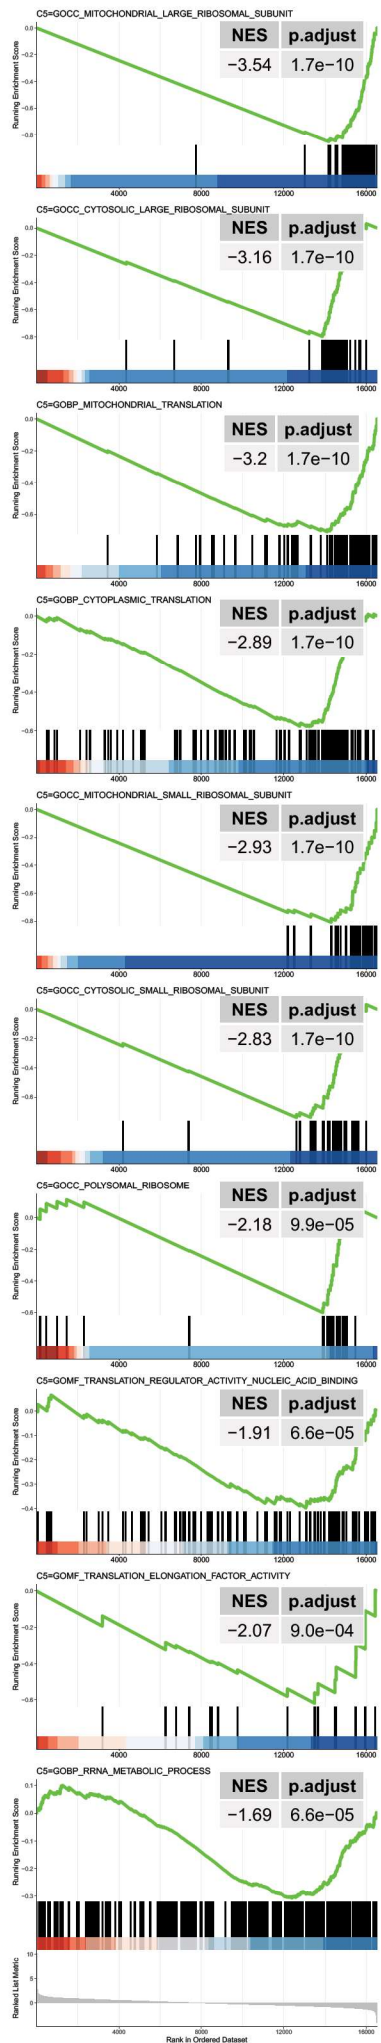

## Skel. muscle

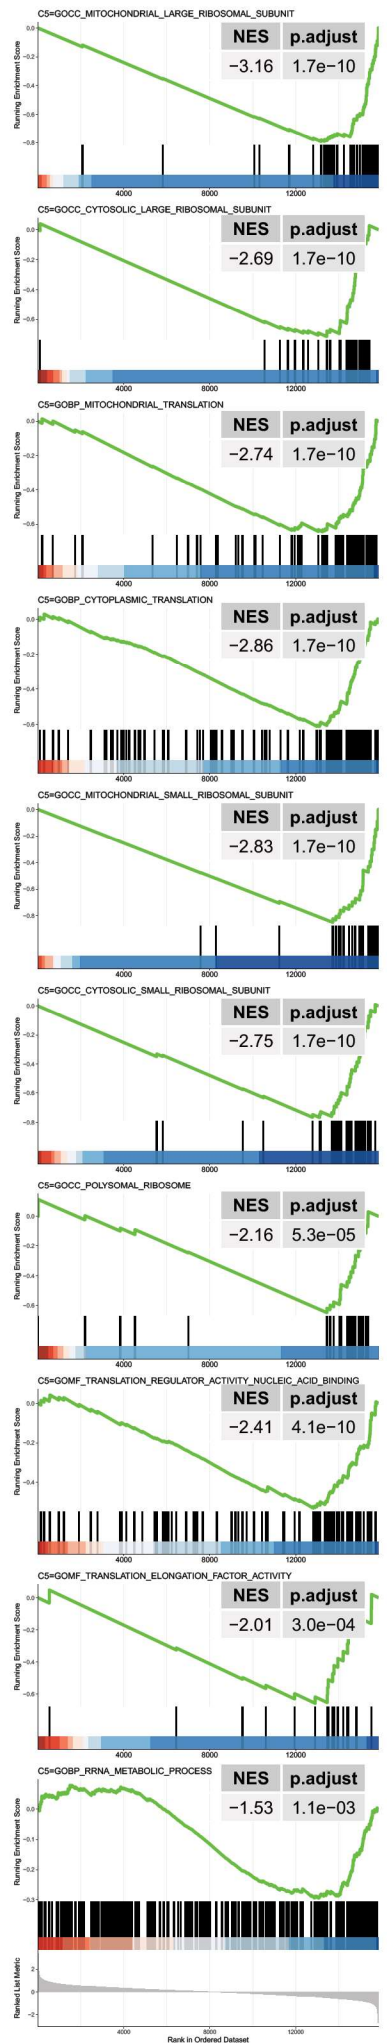

**Figure S3. “Translation/ribosomal structure & function” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

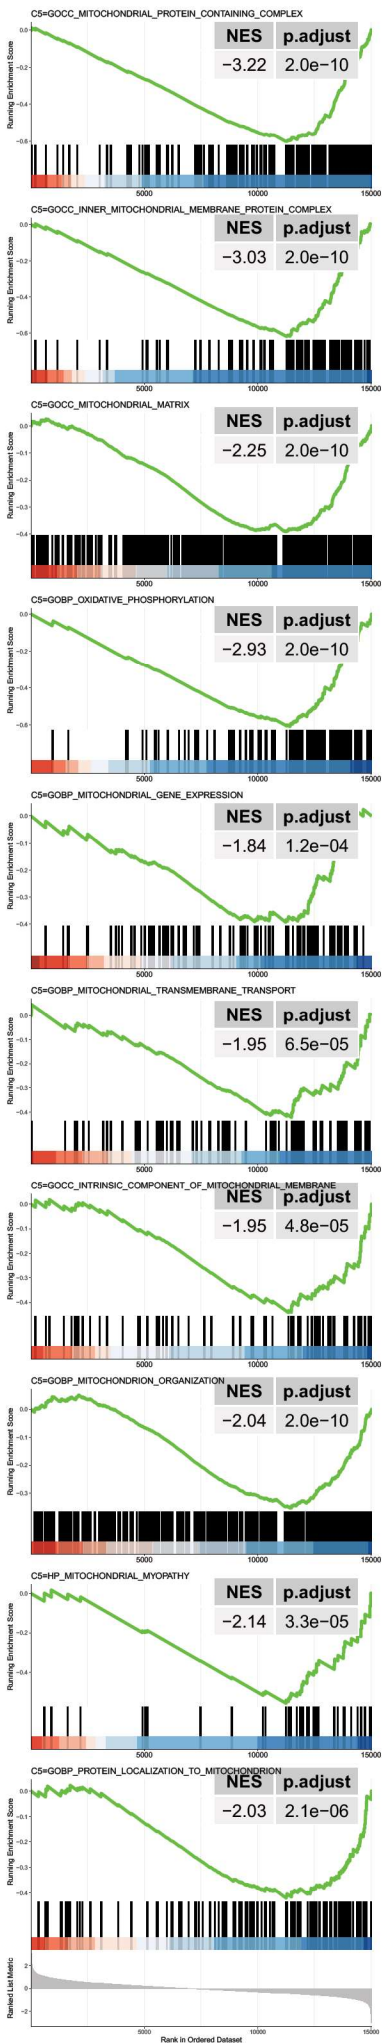

## Adipose tissue

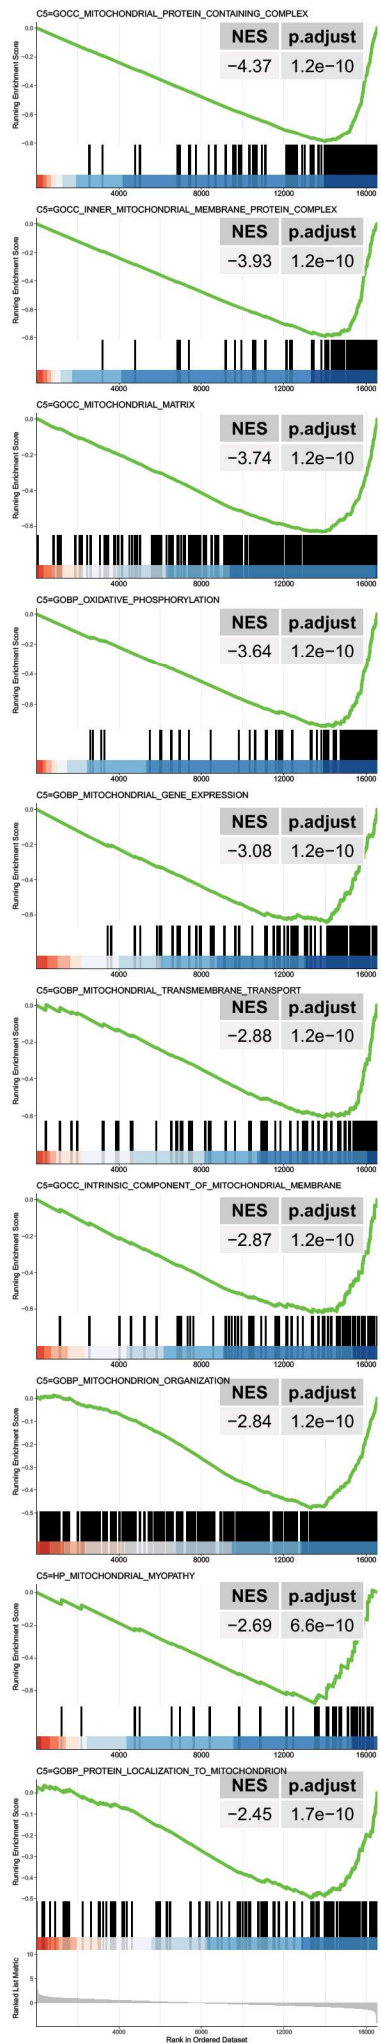

## Skel. muscle

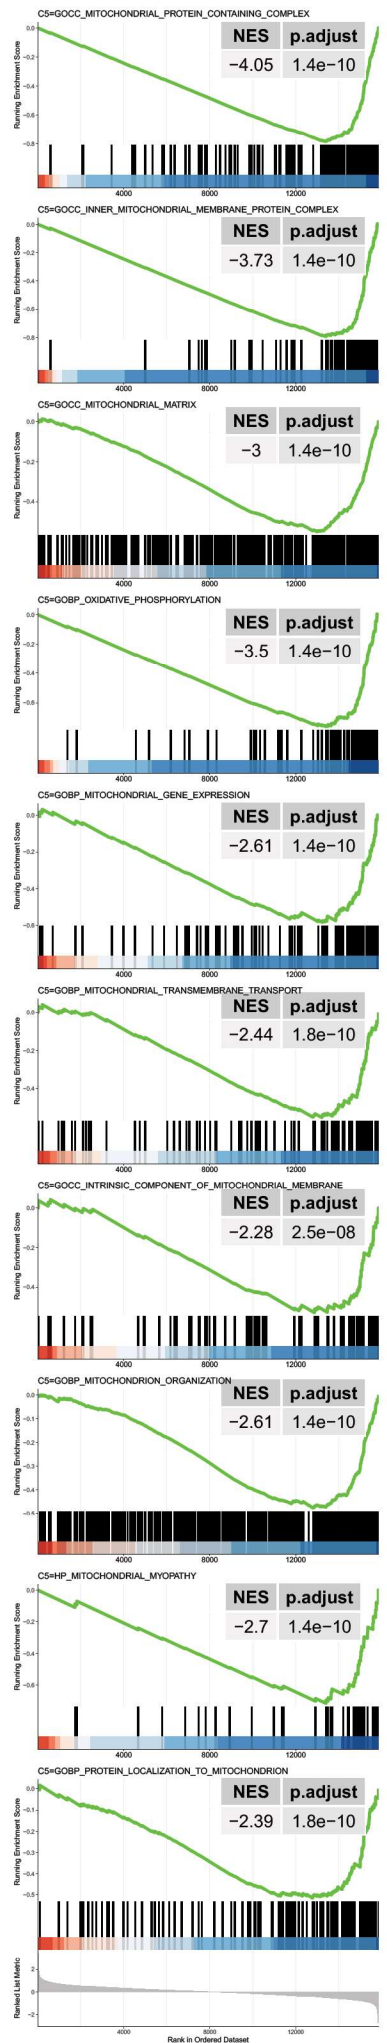

**Figure S4. “Mitochondrial structure & function” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

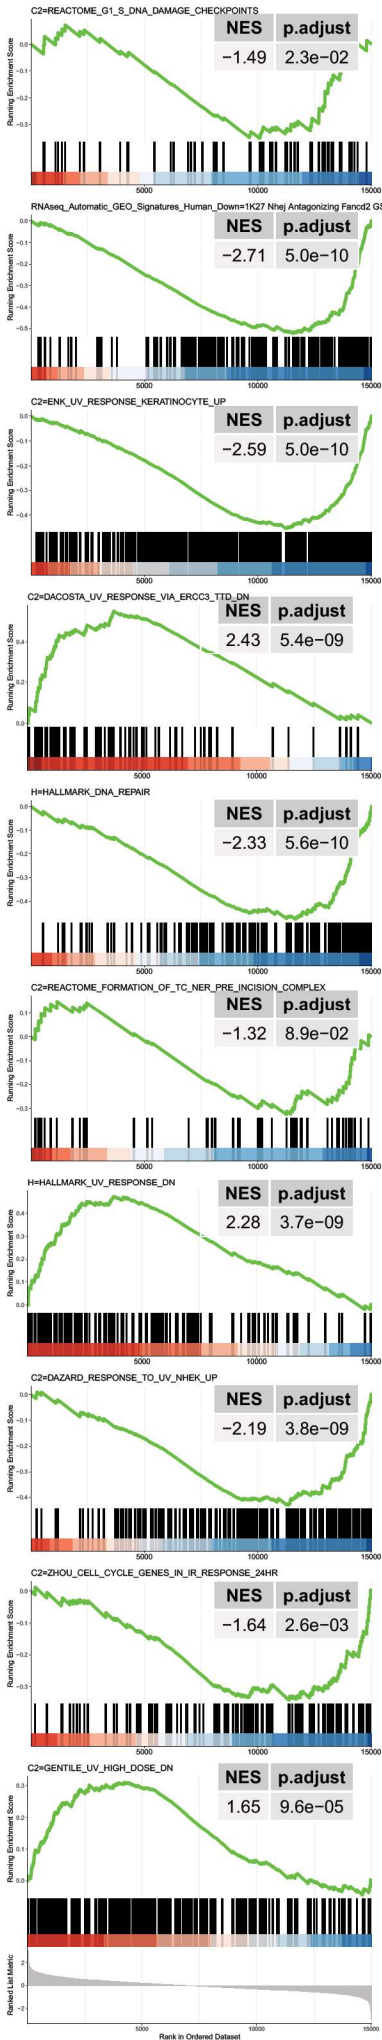

## Adipose tissue

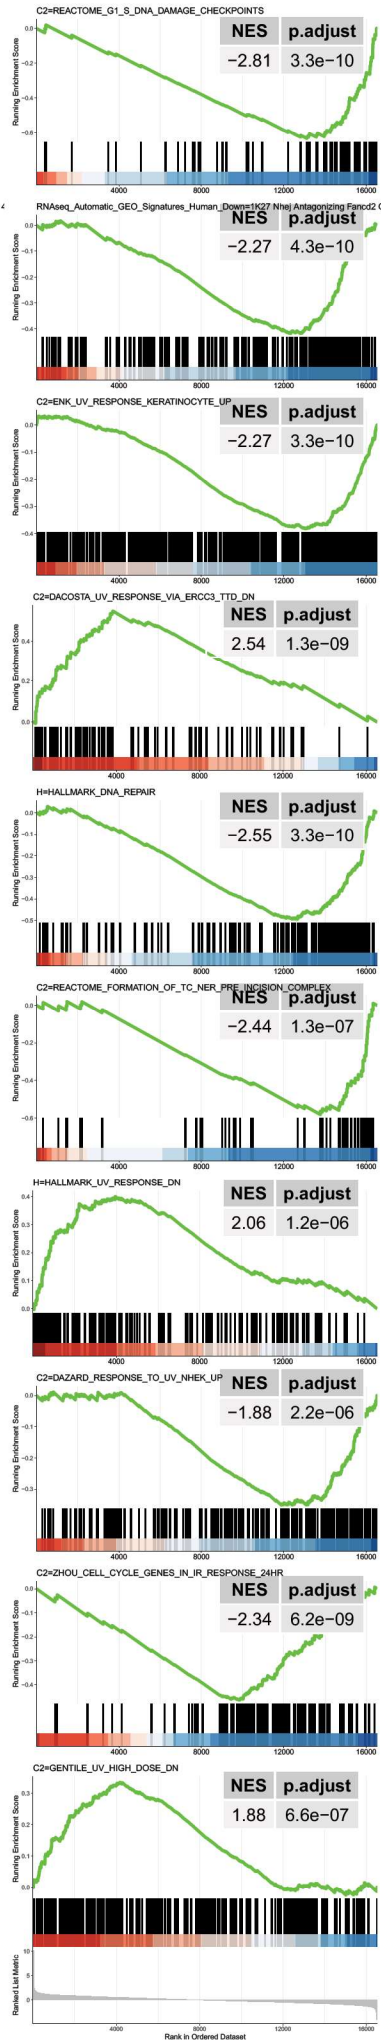

## Skel. muscle

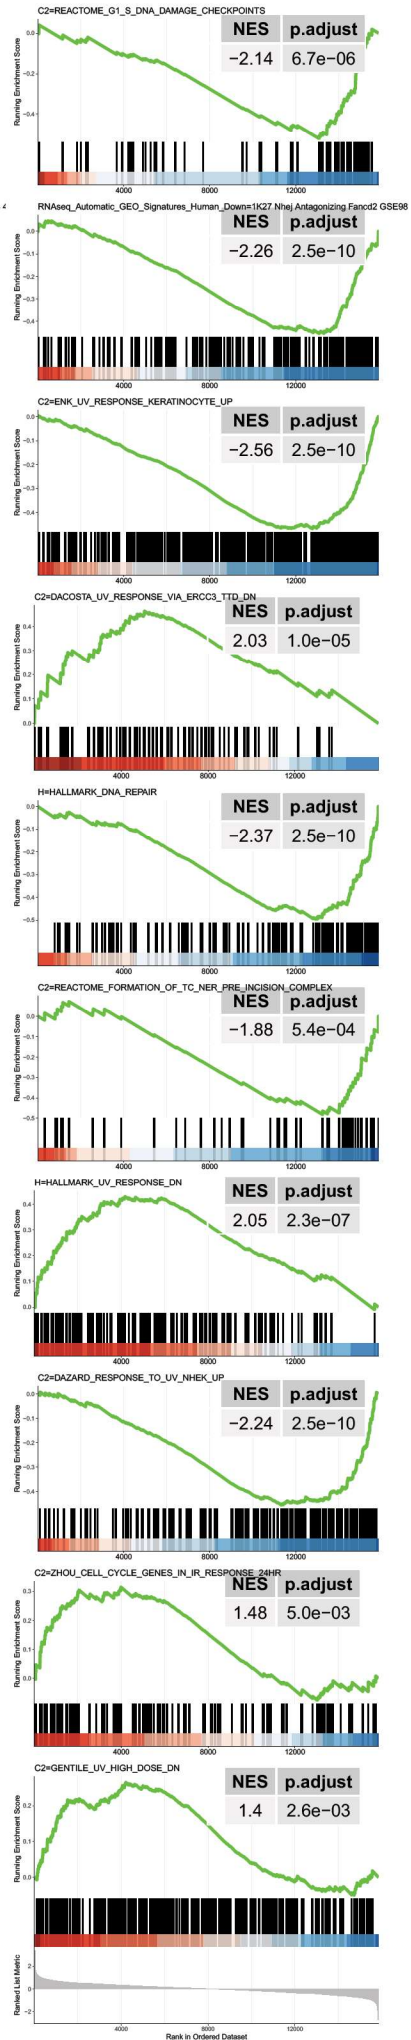

**Figure S5. “DNA damage response and repair” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

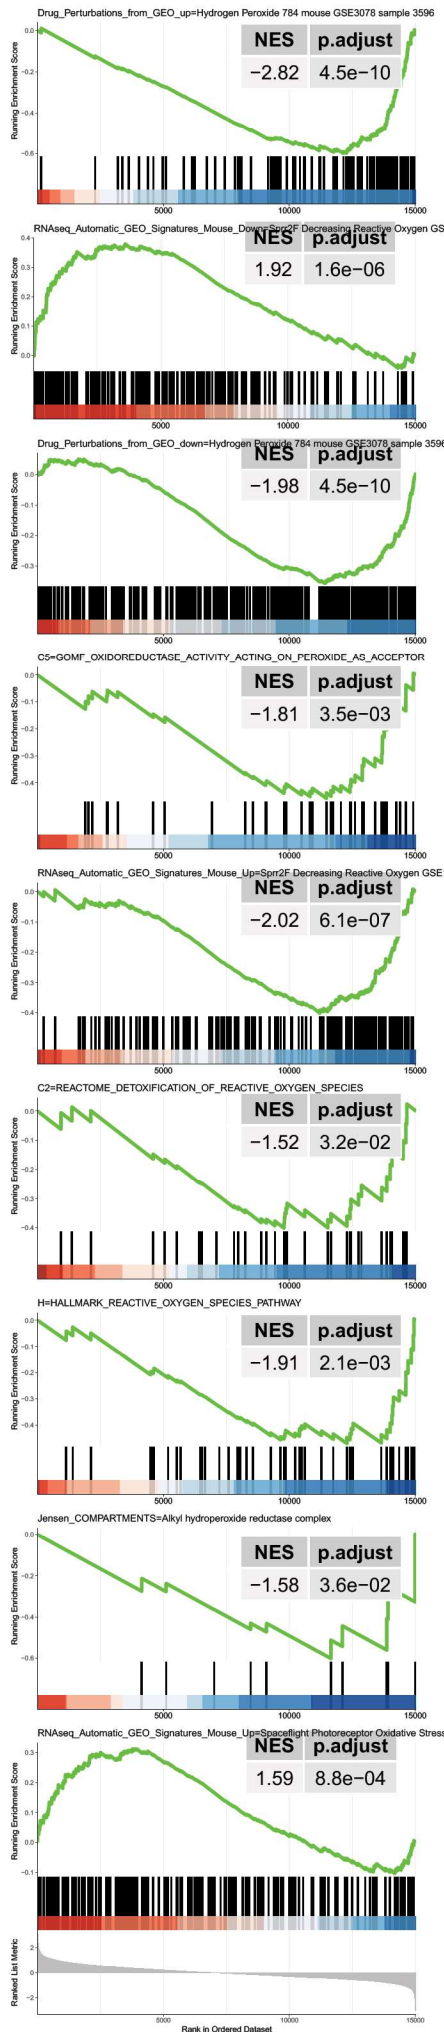

## Adipose tissue

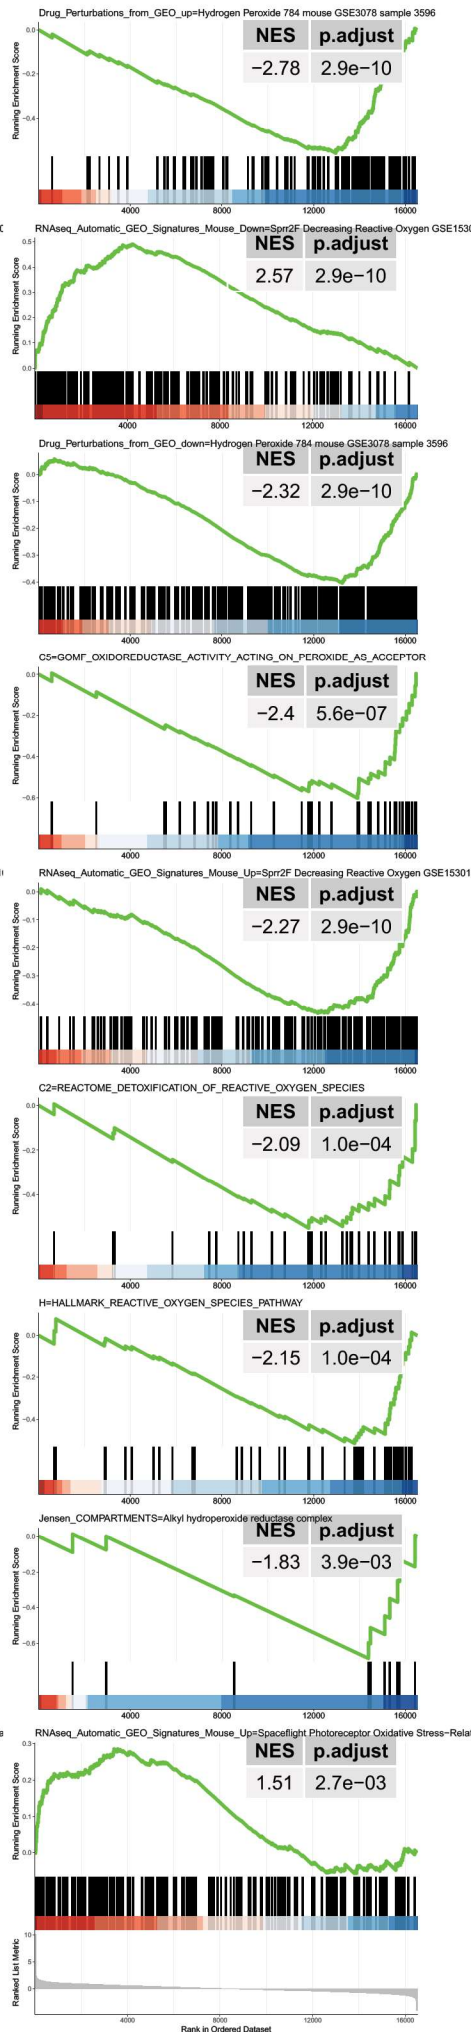

## Skel. muscle

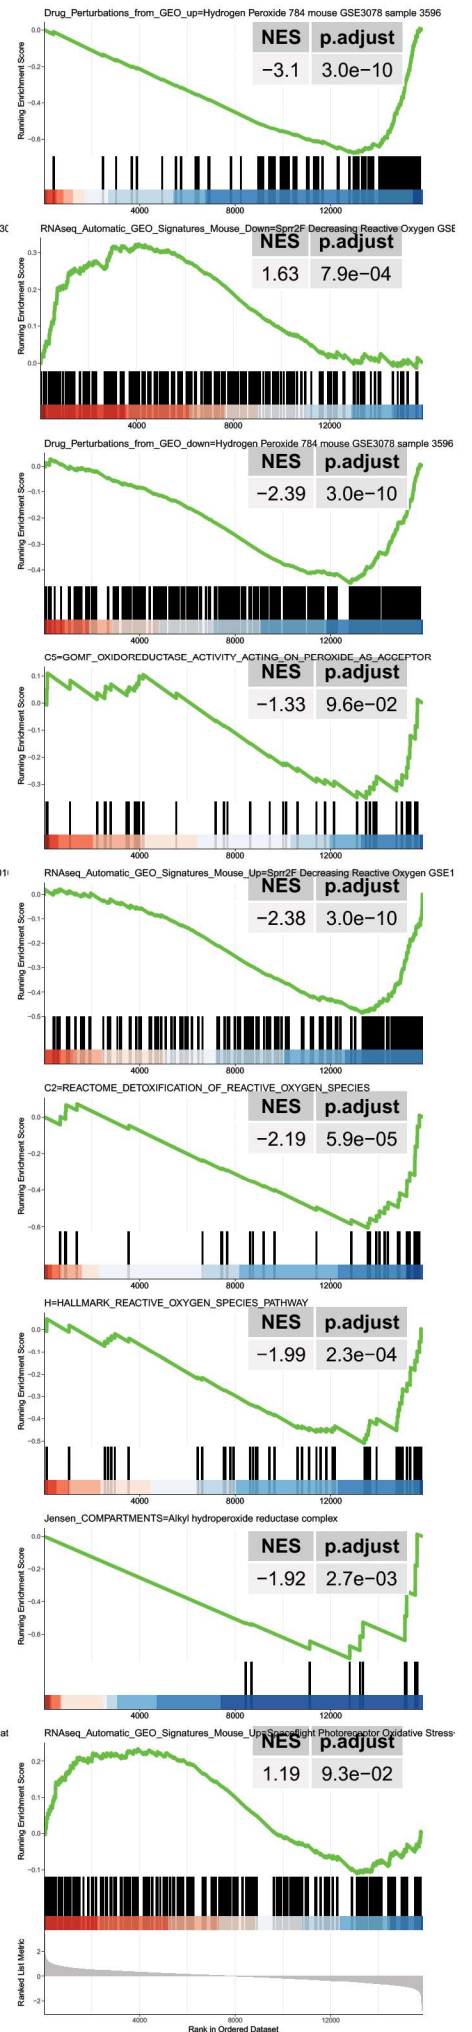

**Figure S6. “Oxidative stress response” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

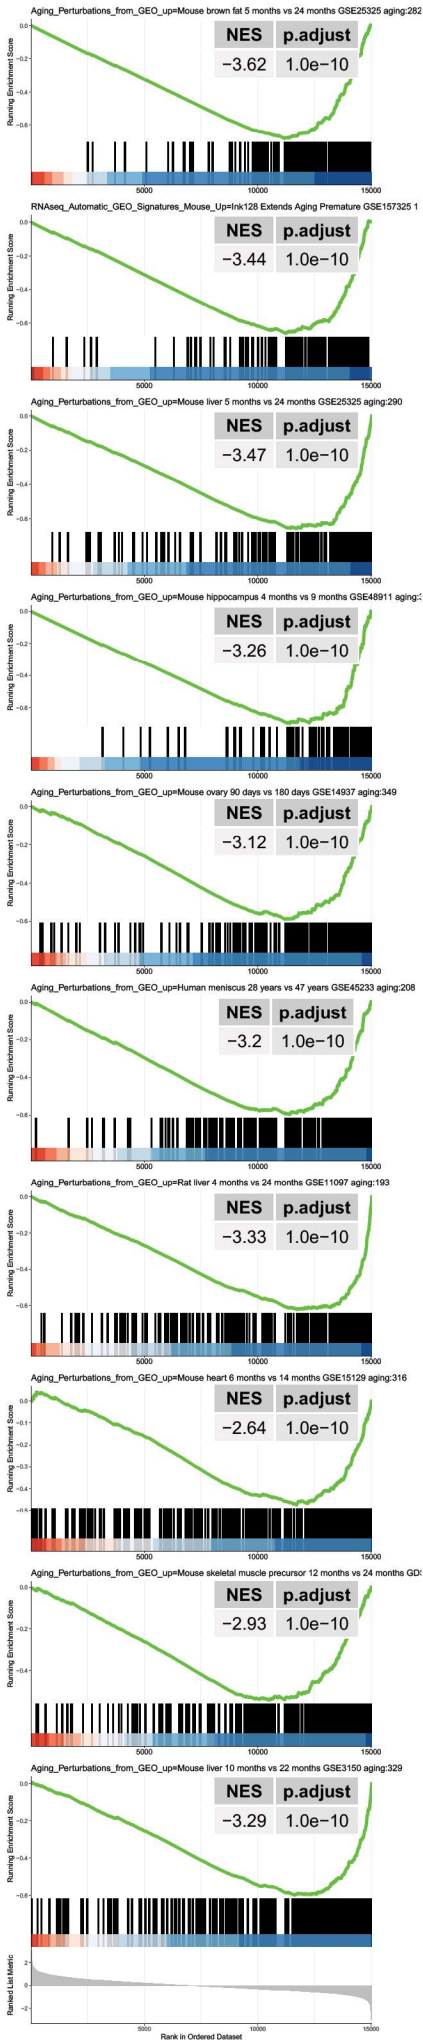

## Adipose tissue

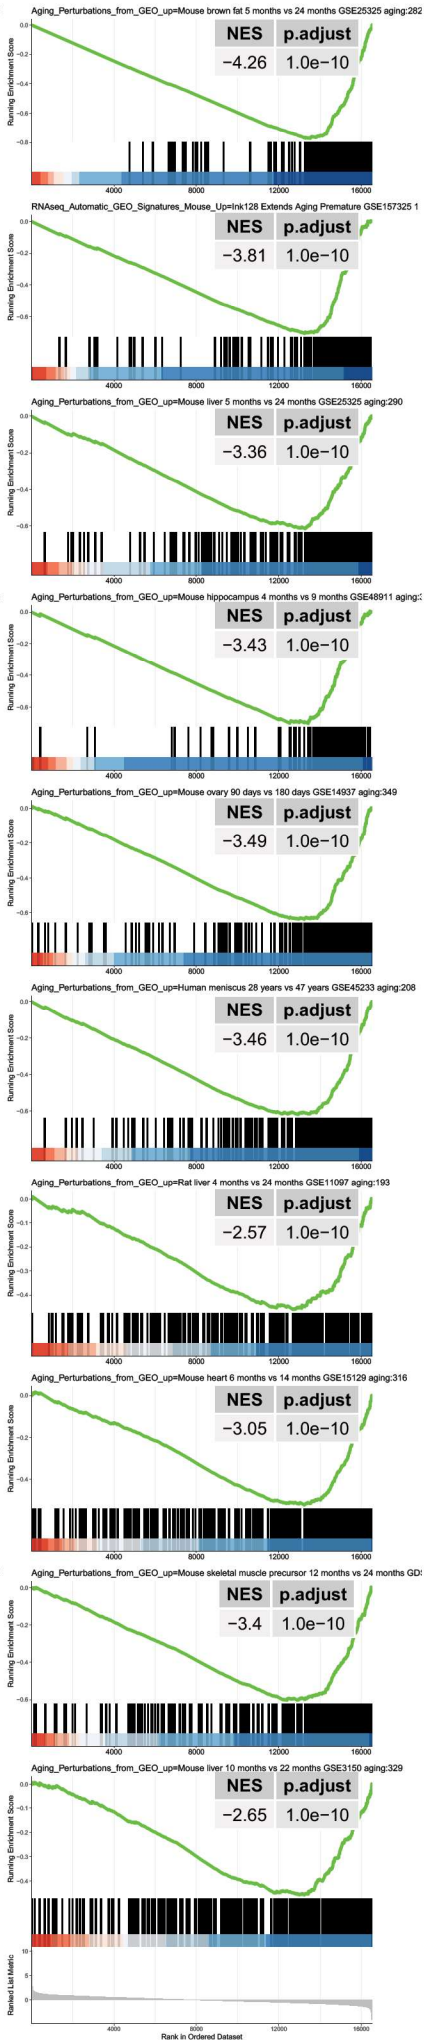

## Skel. muscle

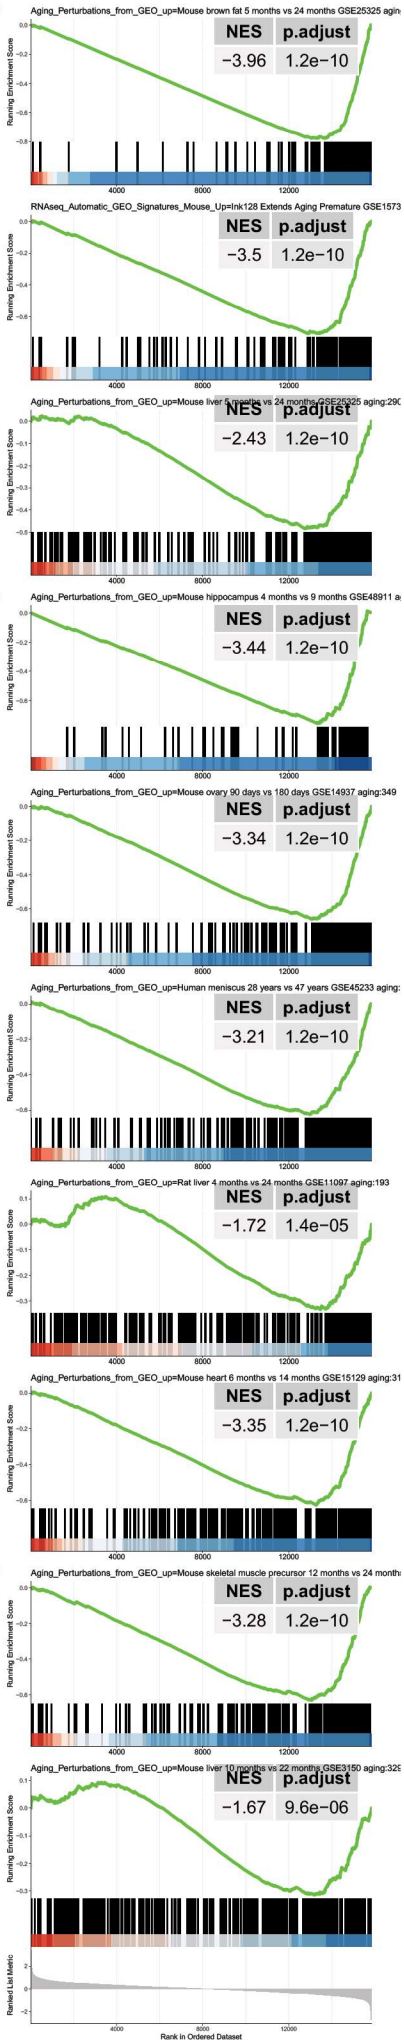

**Figure S7. “Aging” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

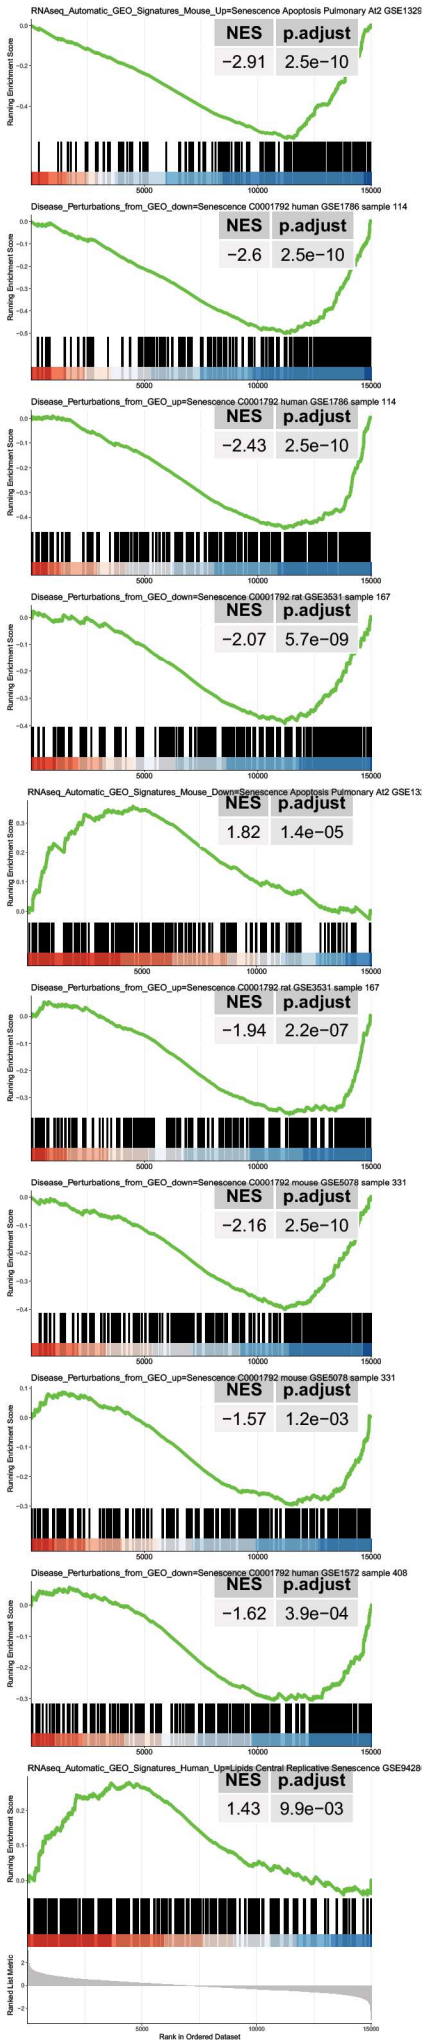

## Adipose tissue

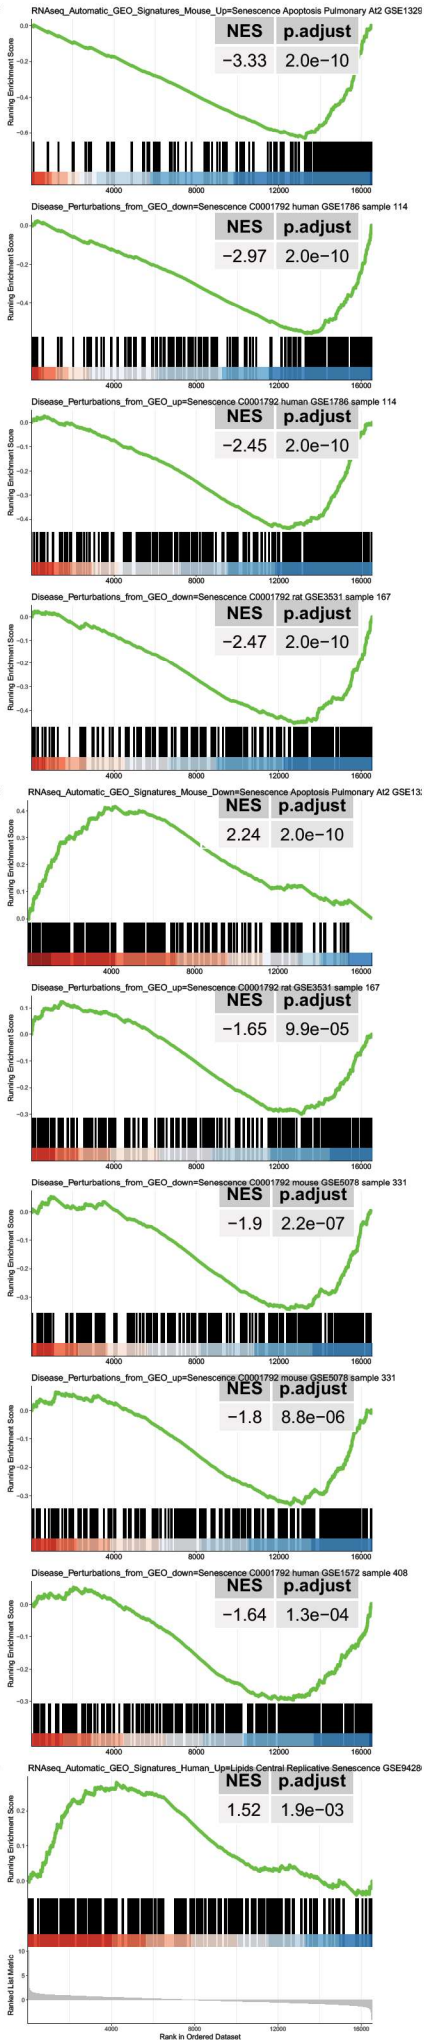

## Skel. muscle

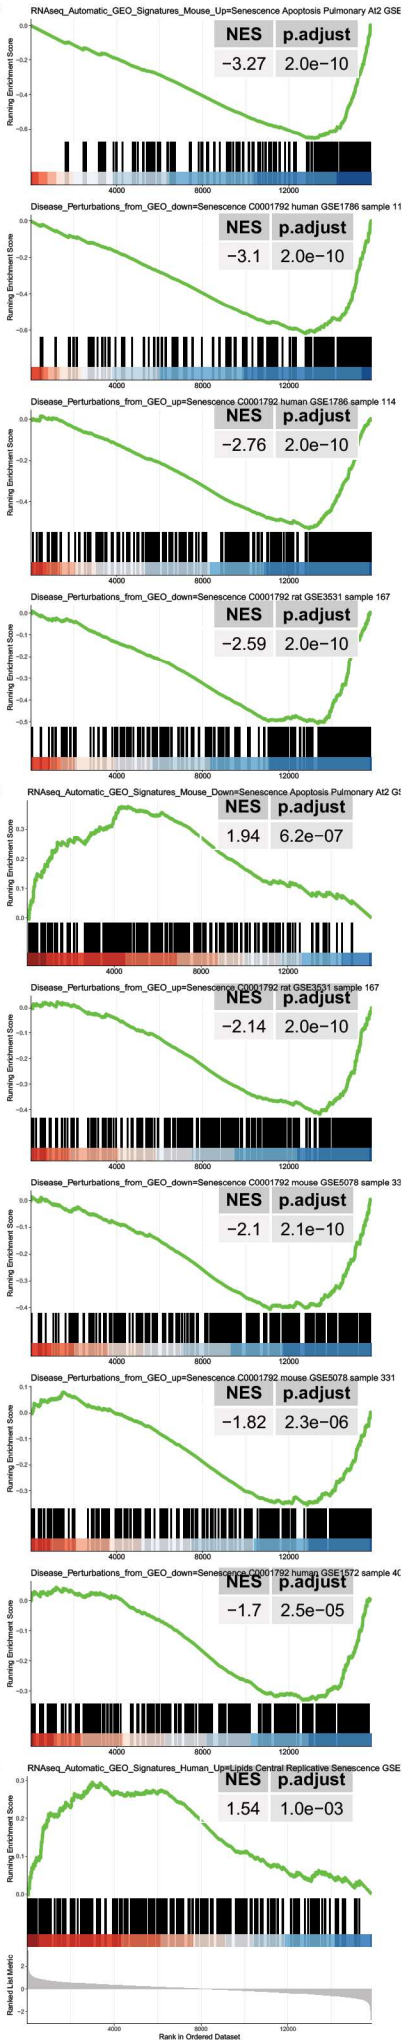

**Figure S8. “Senescence” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

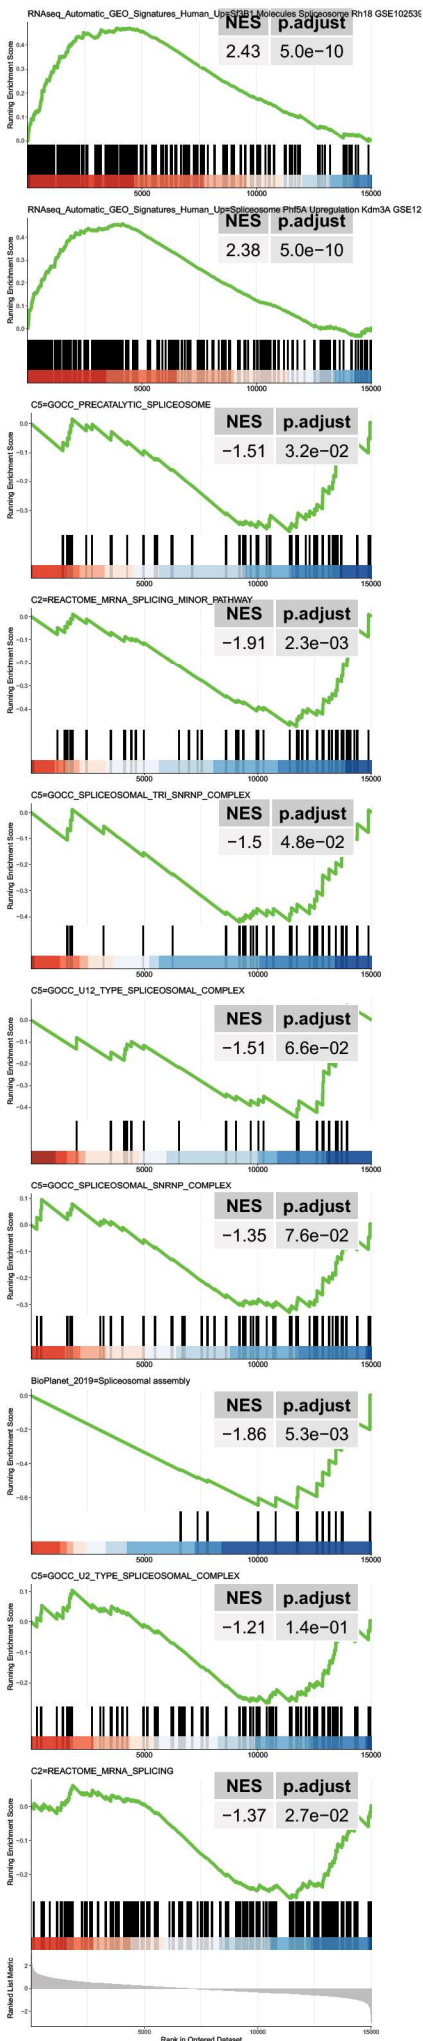

## Adipose tissue

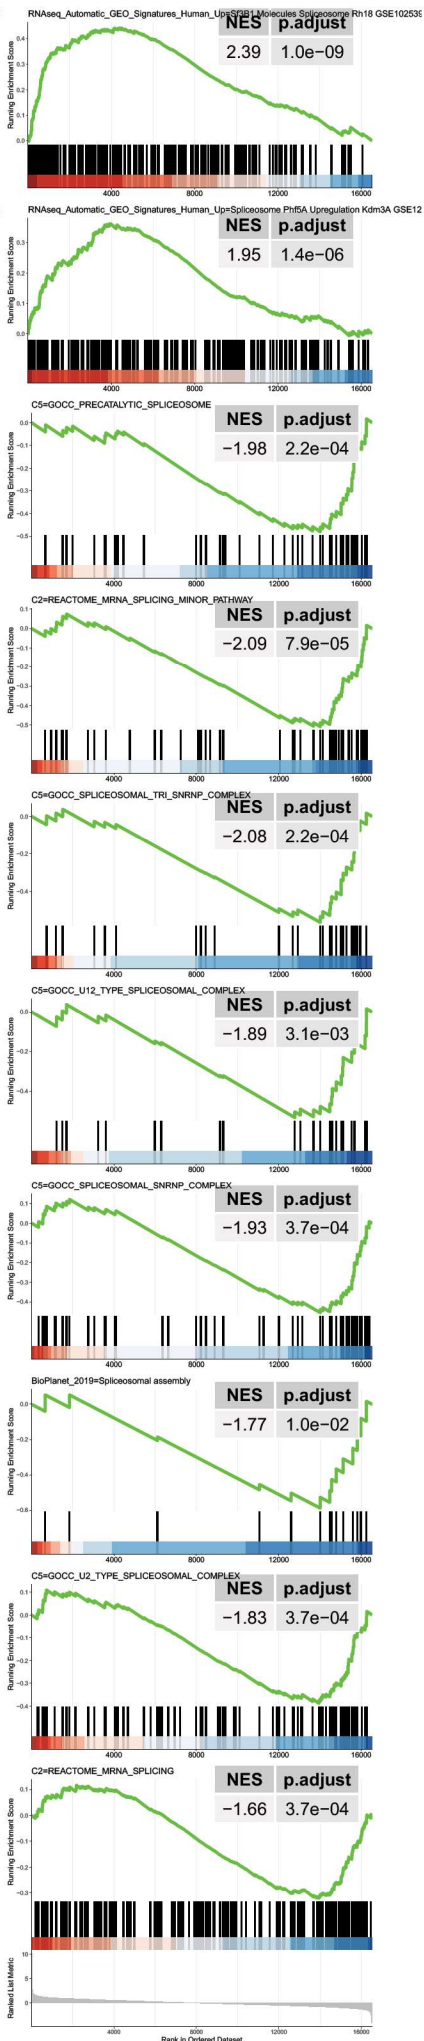

## Skel. muscle

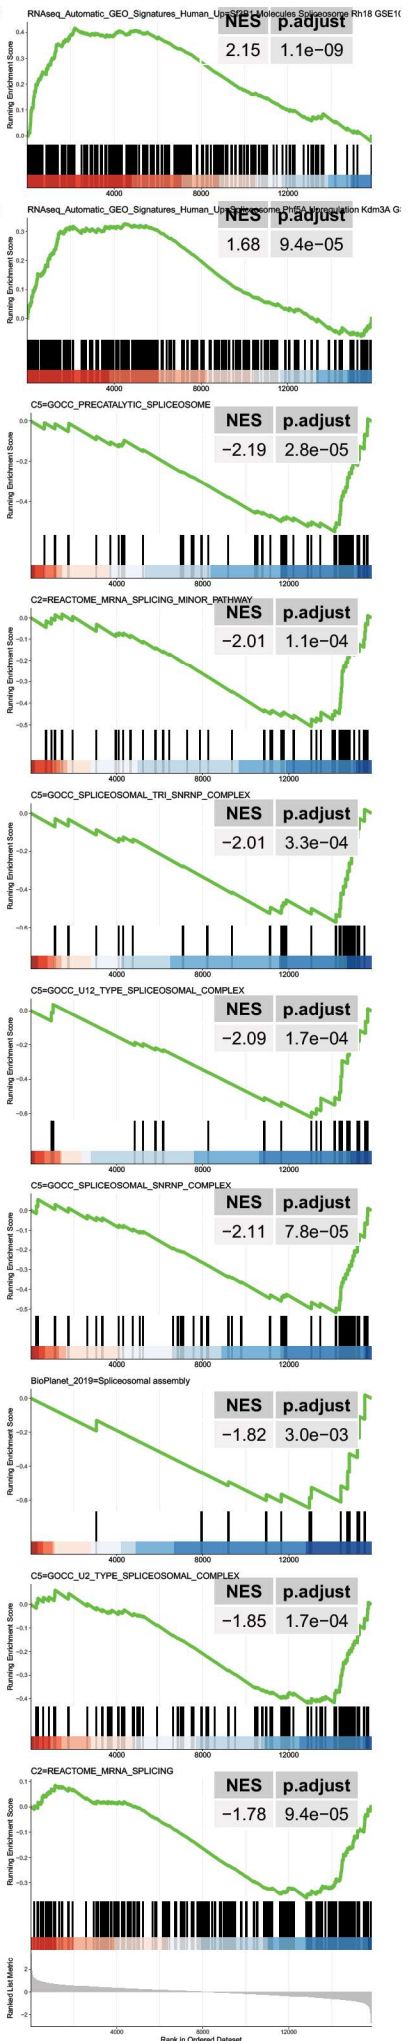

**Figure S9. “mRNA splicing” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6A are re-graphed and included here along with additional representative profiles. See File S1 for a complete list of all gene sets of significance included in this category.

## Liver

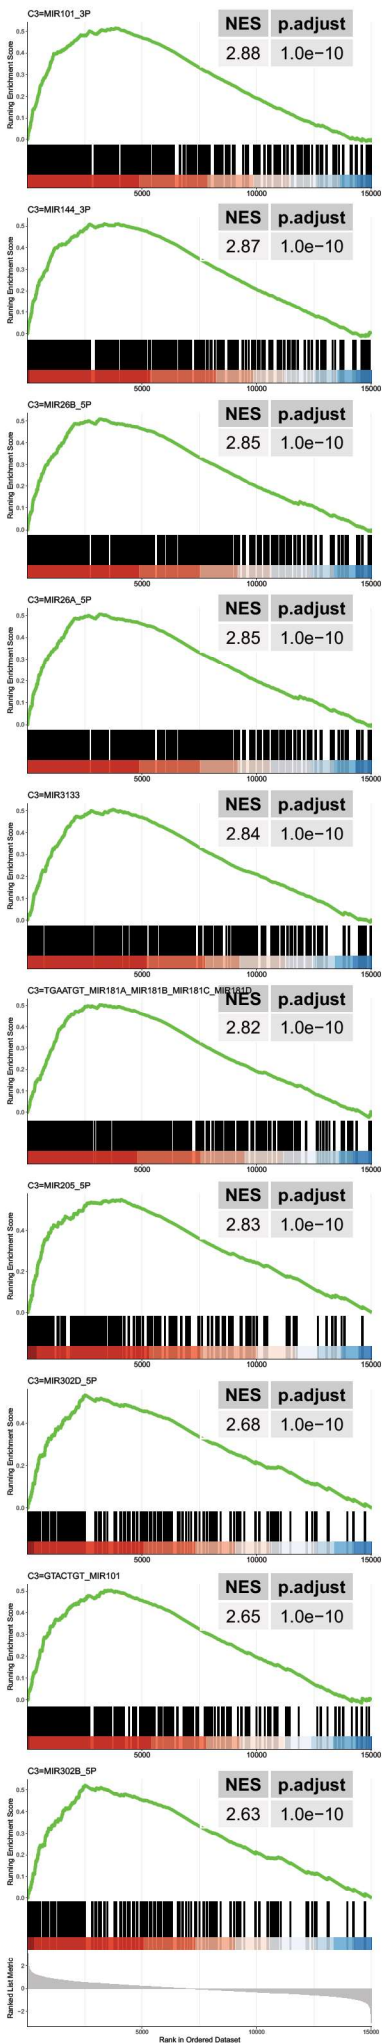

## Adipose tissue

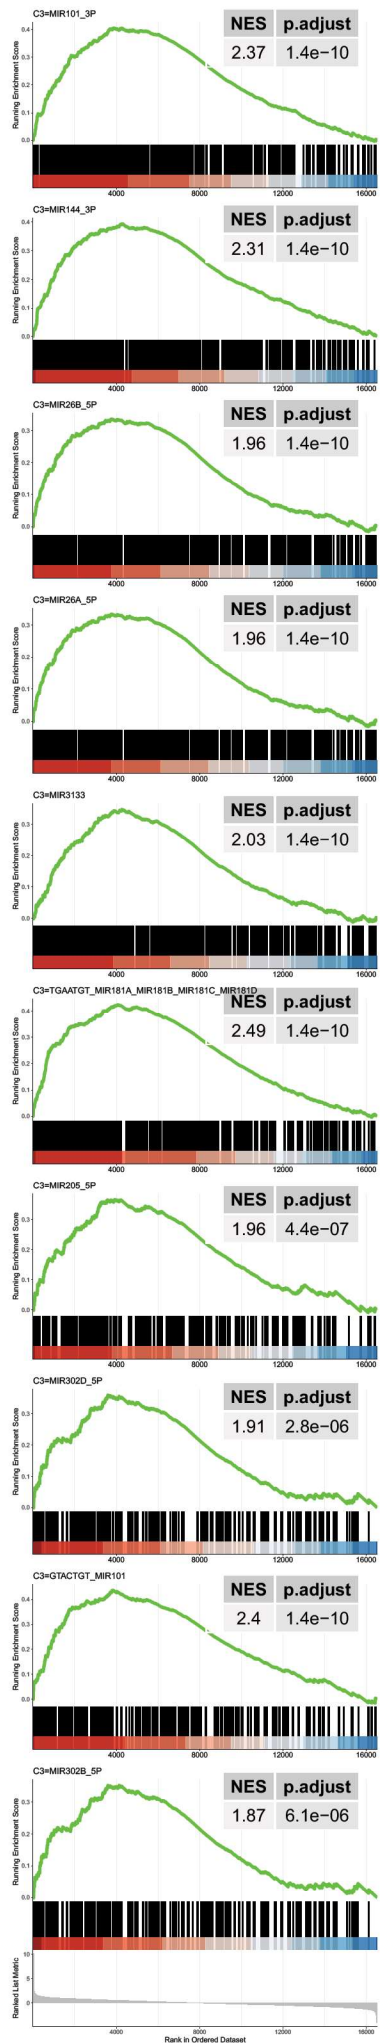

## Skel. muscle

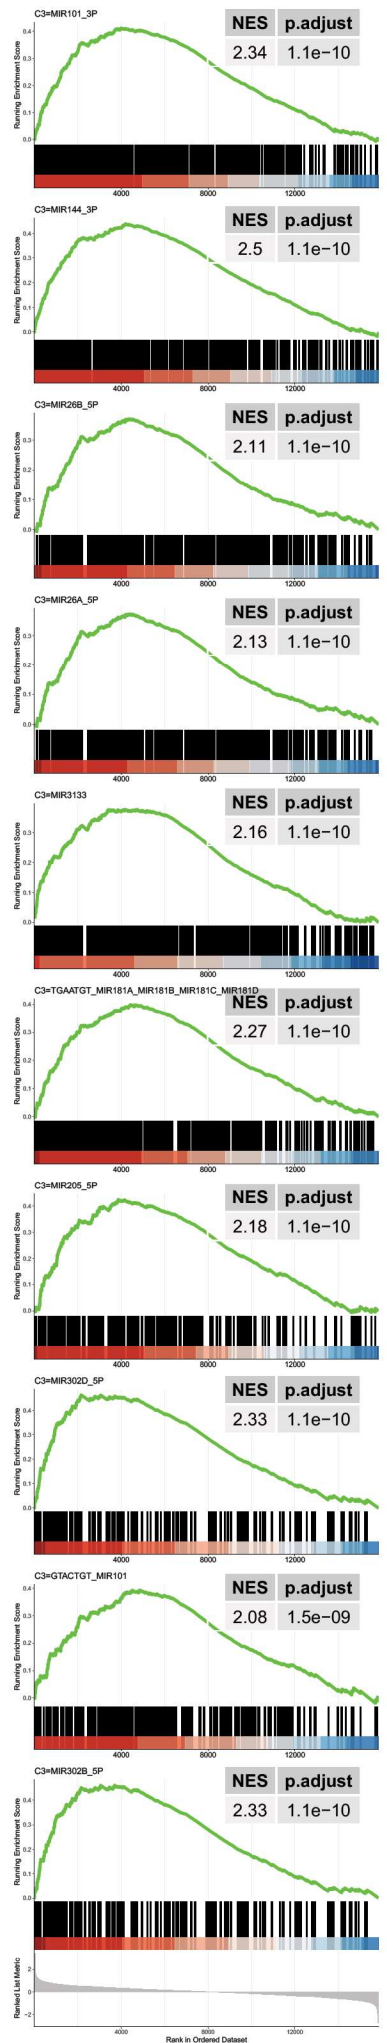

**Figure S10. “miRNA Targets” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls.**

Normalized enrichment scores (NESs) and q values are indicated in the upper right corner of each profile. Data used to generate the ridgeline plots shown in Figure 6B are re-graphed and included here along with additional representative GSEA profiles. See File S2 for a complete list of all gene sets of significance included in this category.

## Liver

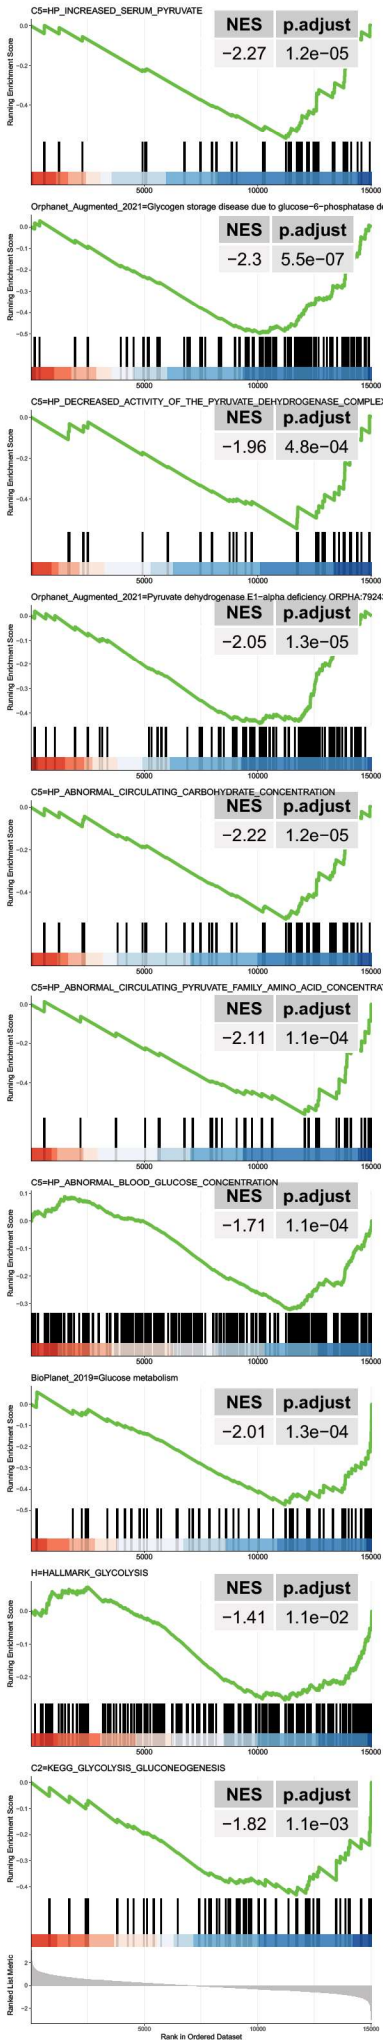

## Adipose tissue

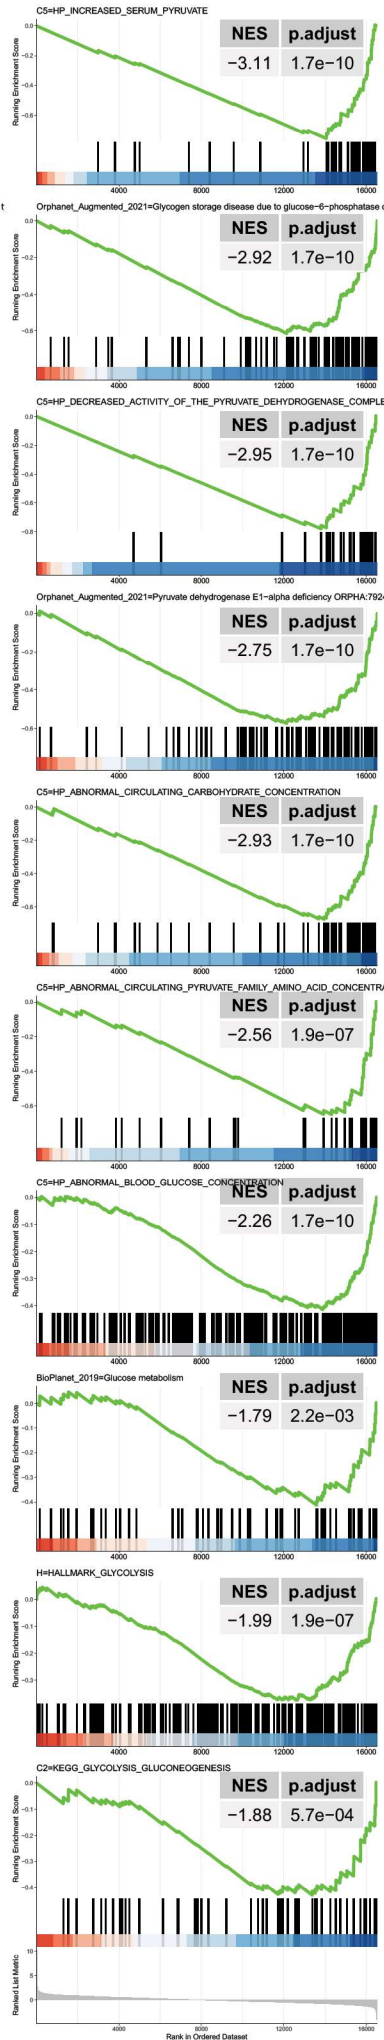

## Skel. muscle

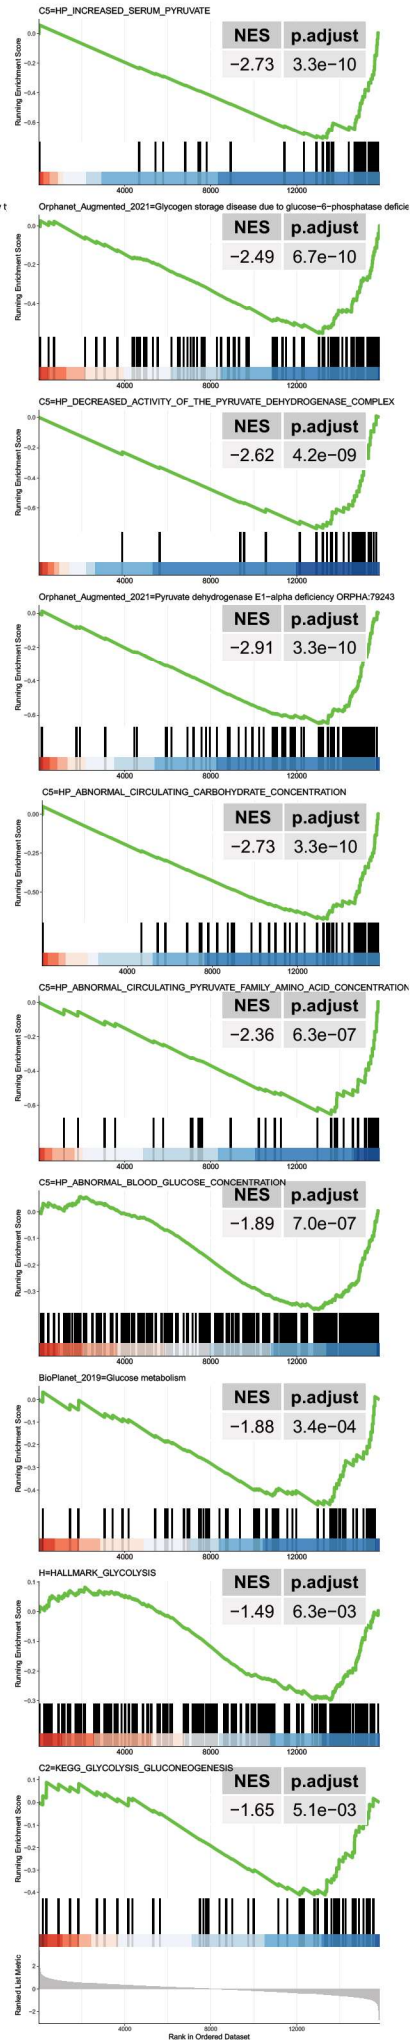

**Figure S11. “Glycolysis-related” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls.**

Normalized enrichment scores (NESs) and q values are indicated in the upper right corner of each profile. Data used to generate the ridgeline plots shown in Figure 6B are re-graphed and included here along with additional representative GSEA profiles. See File S2 for a complete list of all gene sets of significance included in this category.

## Liver

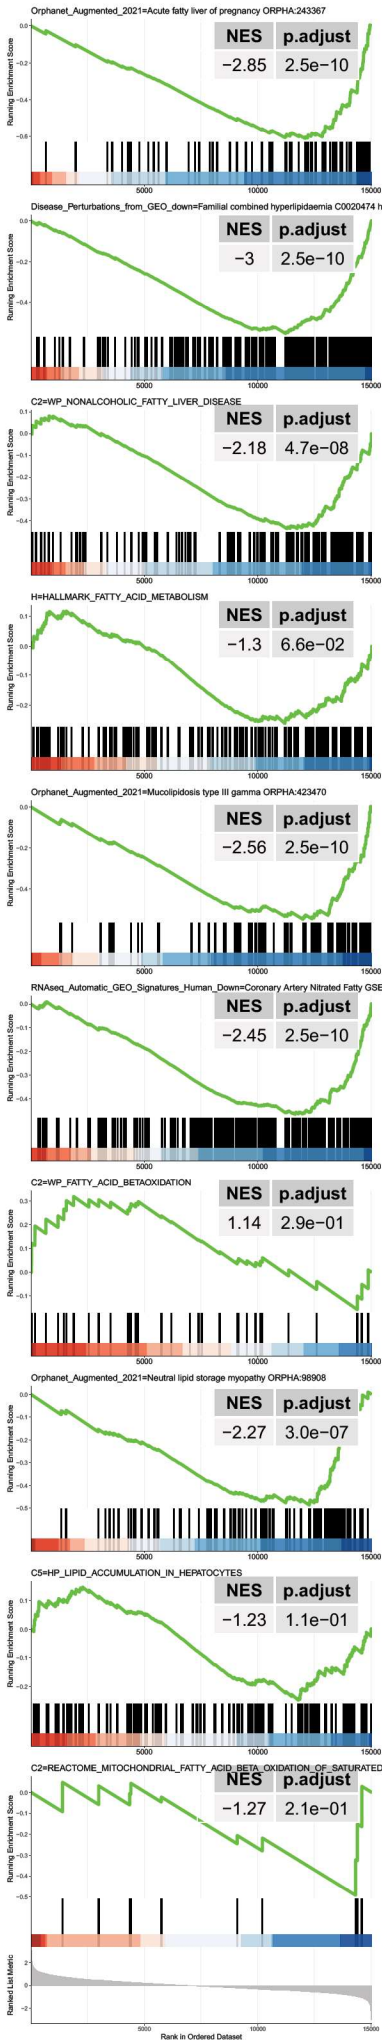

## Adipose tissue

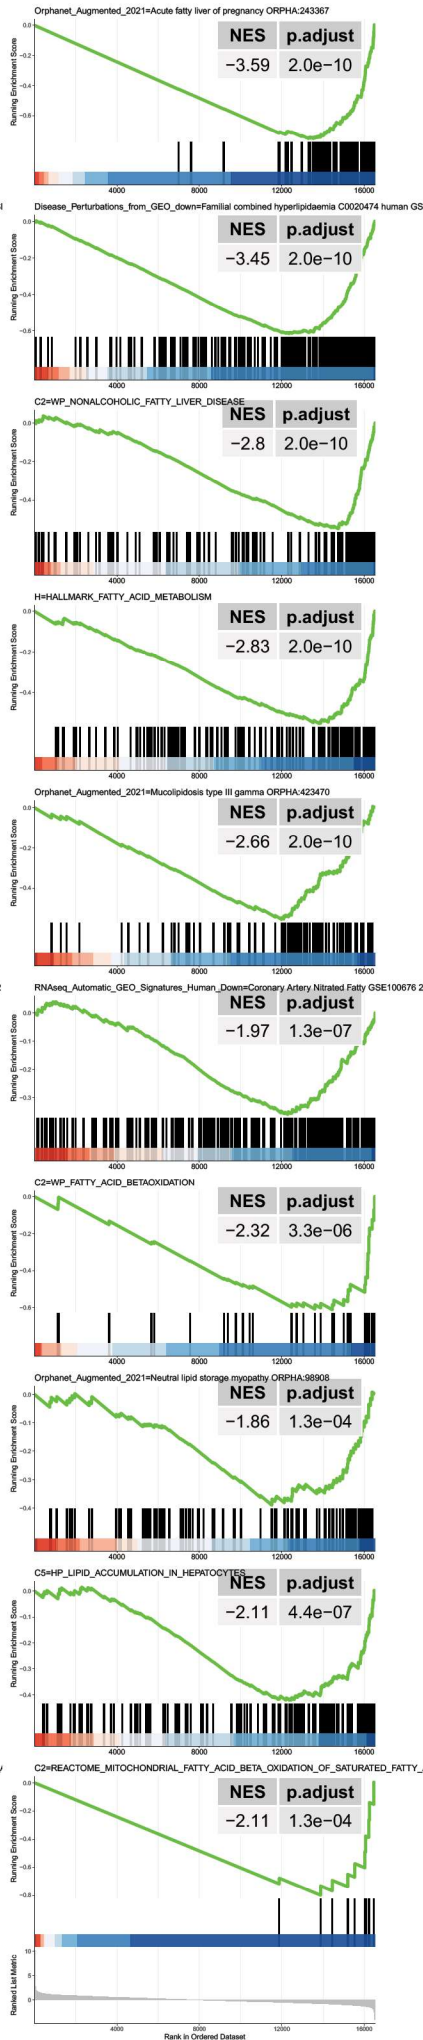

## Skel. muscle

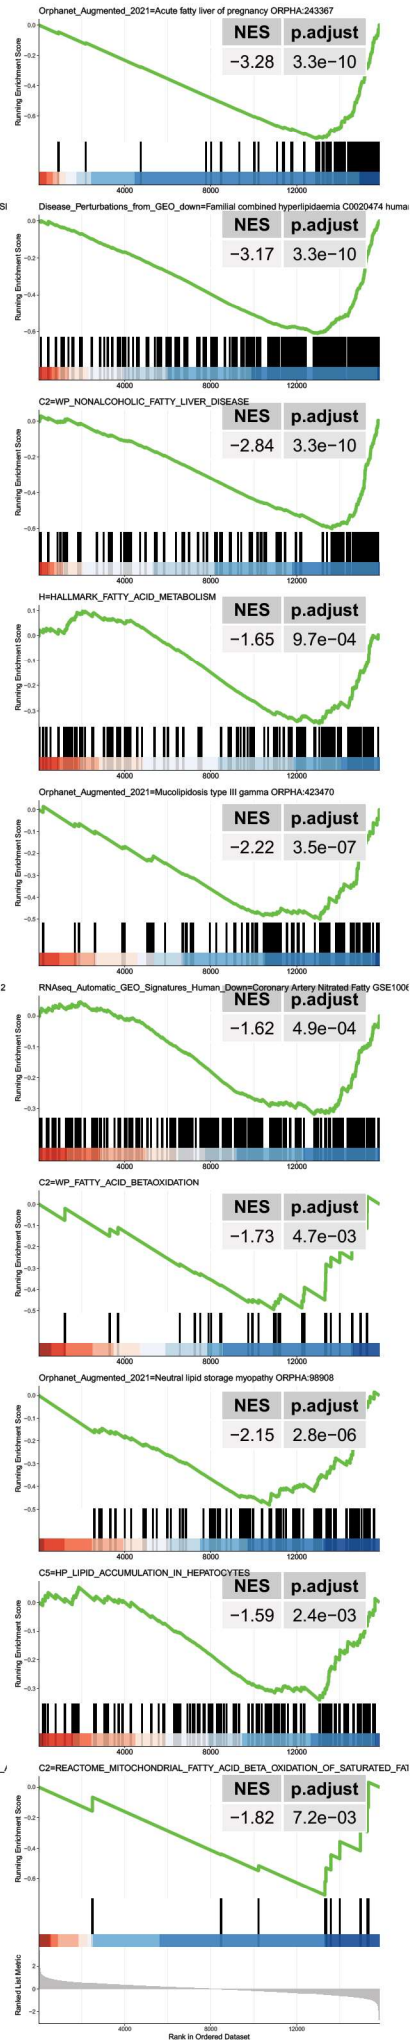

**Figure S12. “Lipid metabolism” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls.**

Normalized enrichment scores (NESs) and q values are indicated in the upper right corner of each profile. Data used to generate the ridgeline plots shown in Figure 6B are re-graphed and included here along with additional representative GSEA profiles. See File S2 for a complete list of all gene sets of significance included in this category.

## Liver

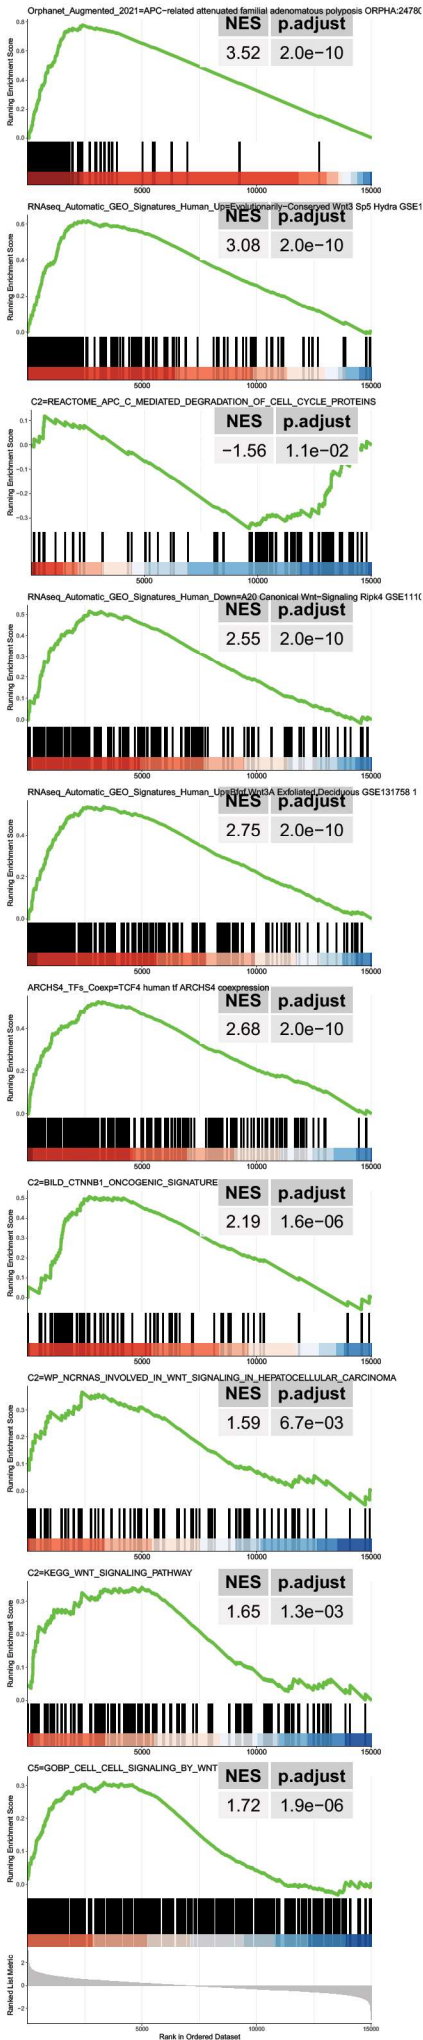

## Adipose tissue

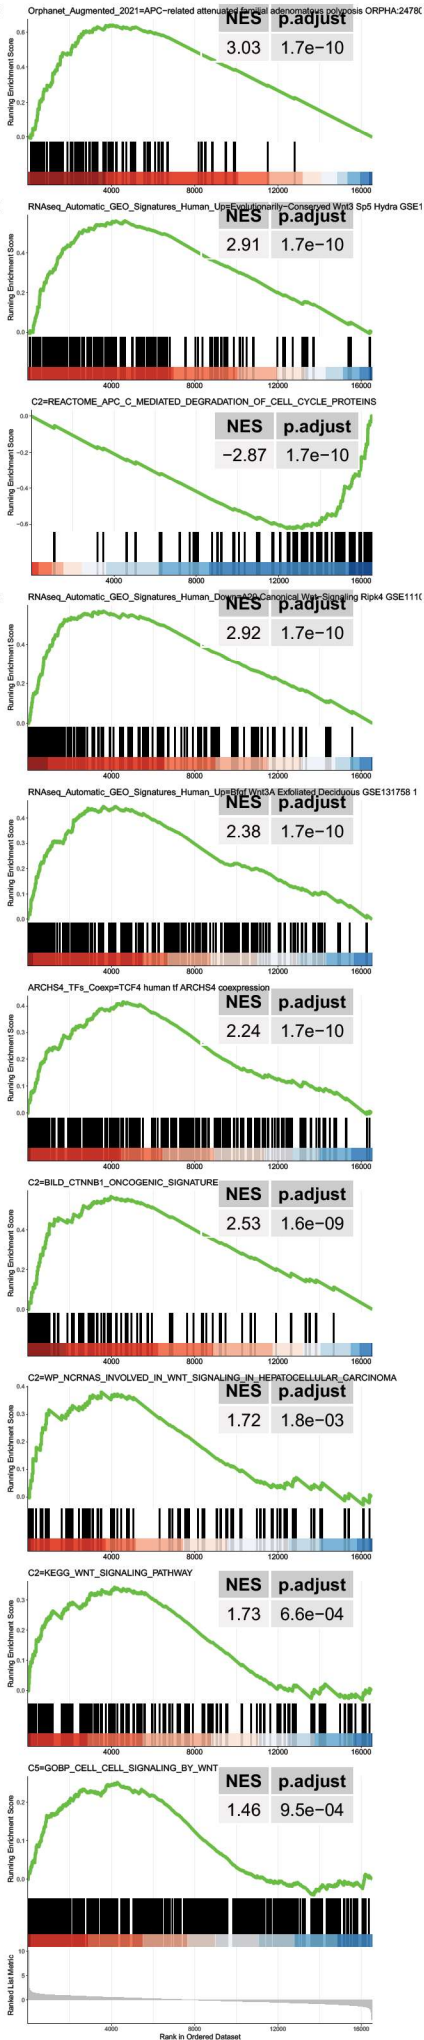

## Skel. muscle

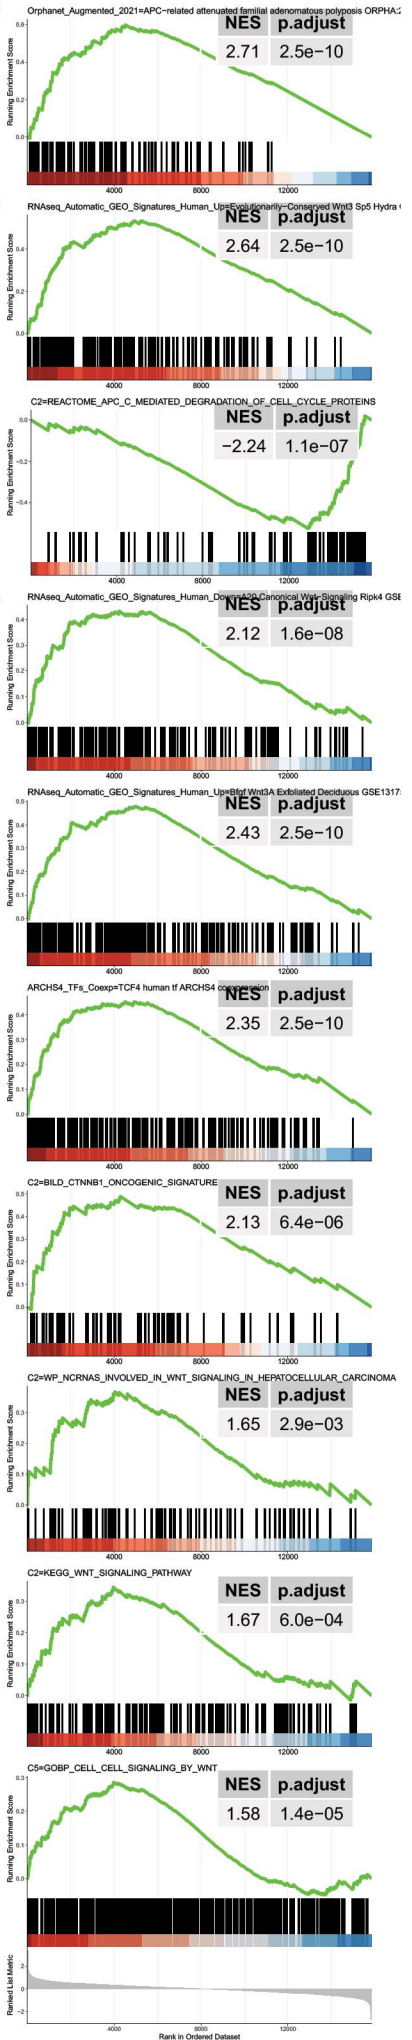

**Figure S13. “Wnt/ $\beta$ -catenin/Tcf signaling” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls.**

Normalized enrichment scores (NESs) and q values are indicated in the upper right corner of each profile. Data used to generate the ridgeline plots shown in Figure 6B are re-graphed and included here along with additional representative GSEA profiles. See File S2 for a complete list of all gene sets of significance included in this category.

## Liver

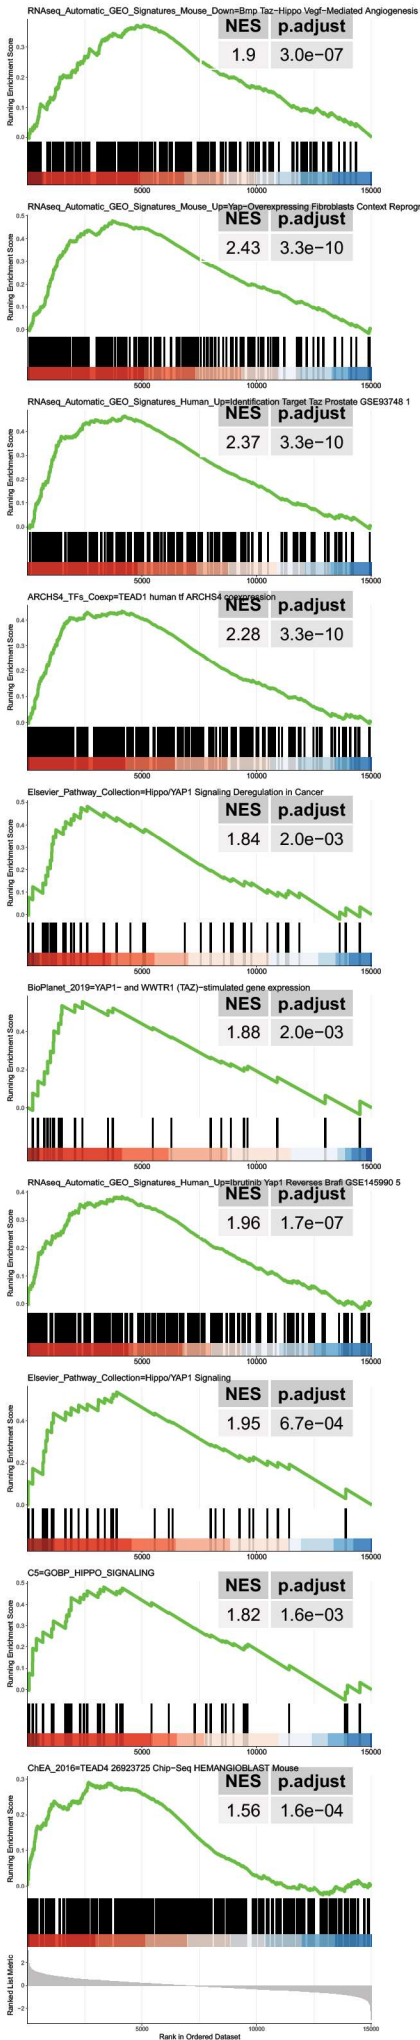

## Adipose tissue

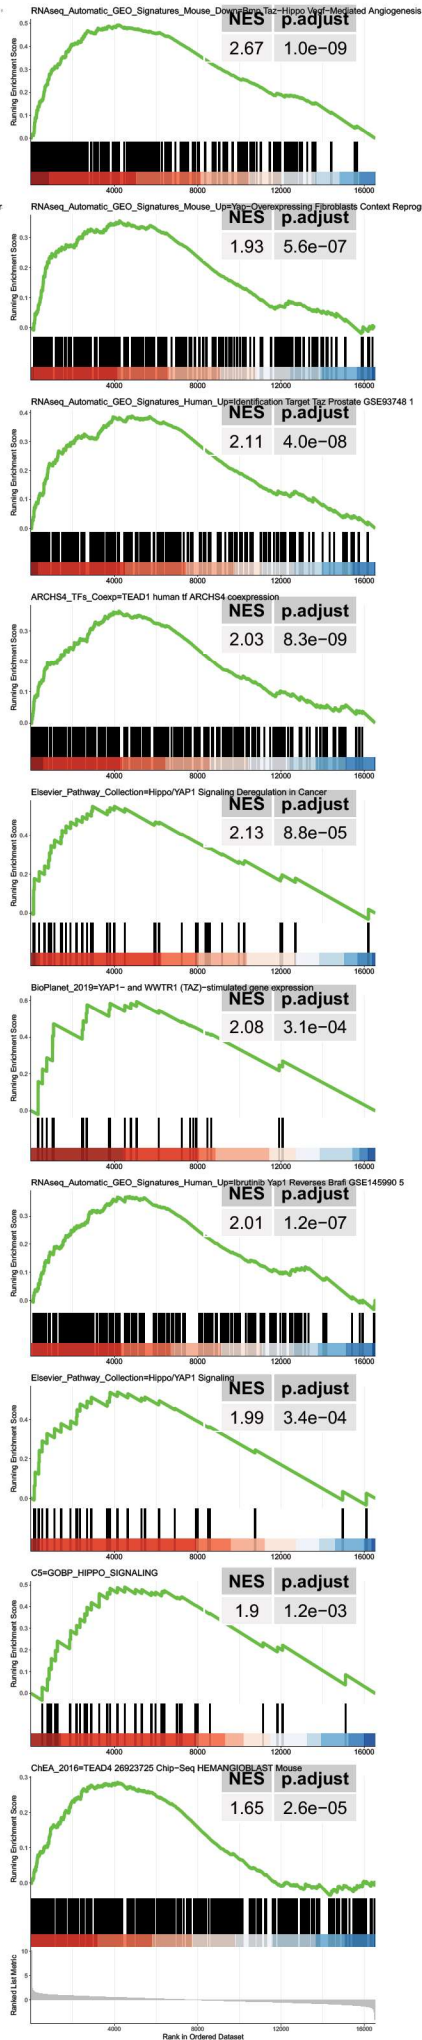

## Skel. muscle

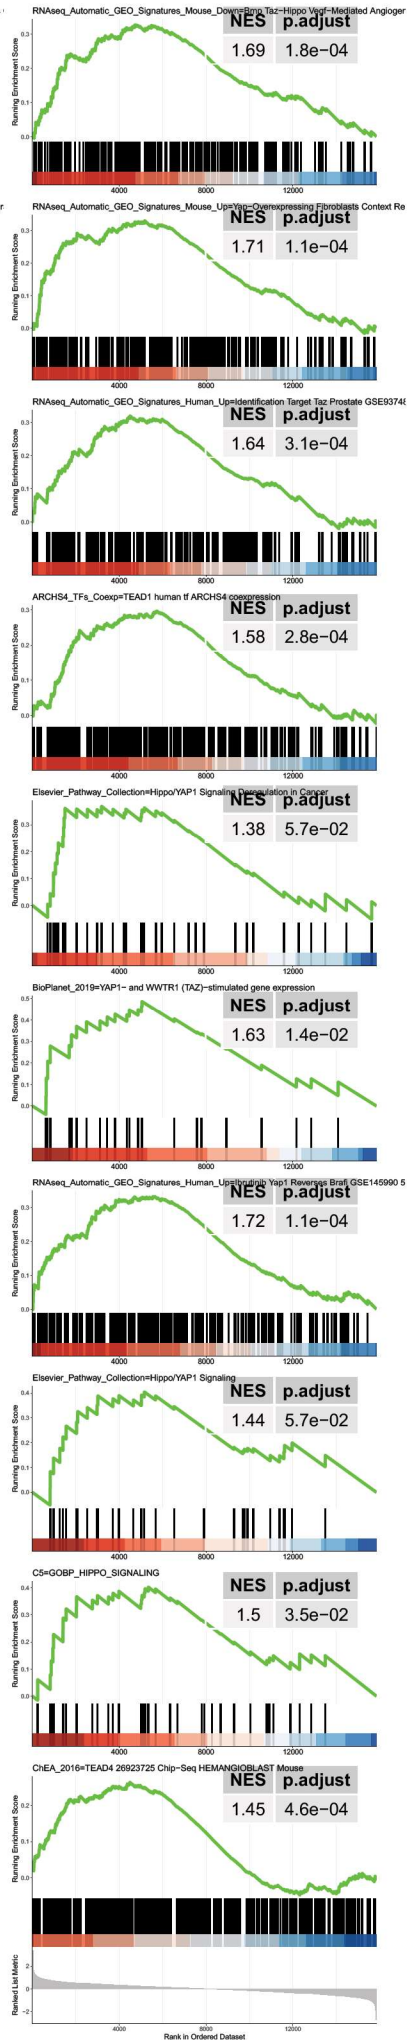

**Figure S14. “Hippo/YAP/TAZ signaling” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls.**

Normalized enrichment scores (NESs) and q values are indicated in the upper right corner of each profile. Data used to generate the ridgeline plots shown in Figure 6B are re-graphed and included here along with additional representative GSEA profiles. See File S2 for a complete list of all gene sets of significance included in this category.

## Liver

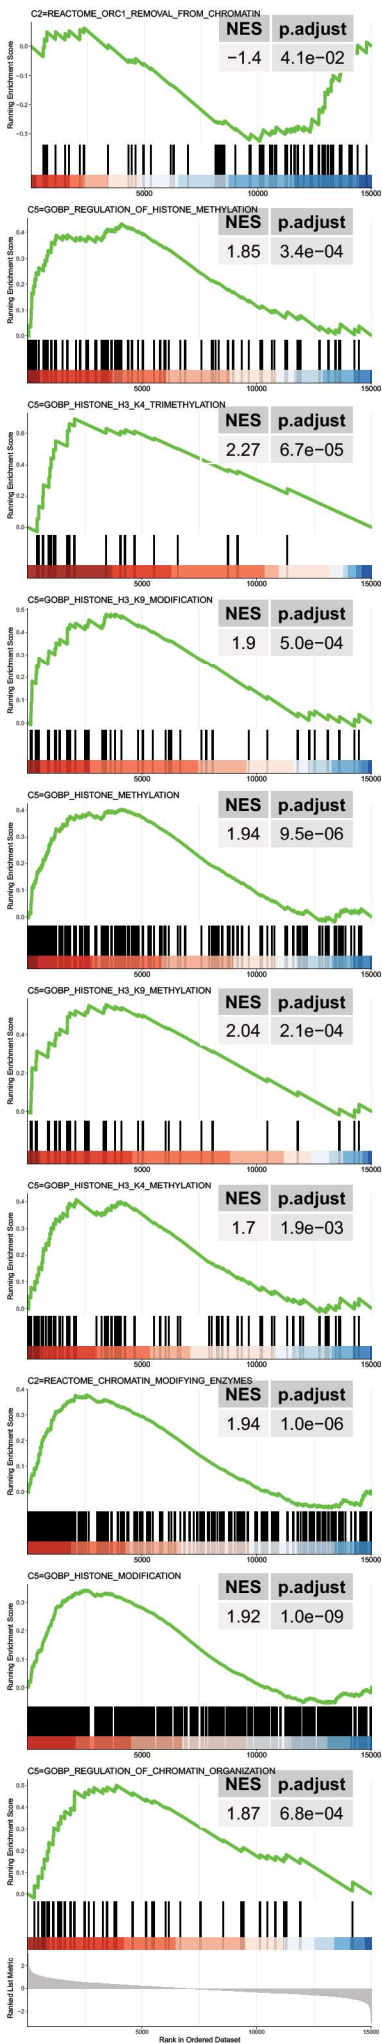

## Adipose tissue

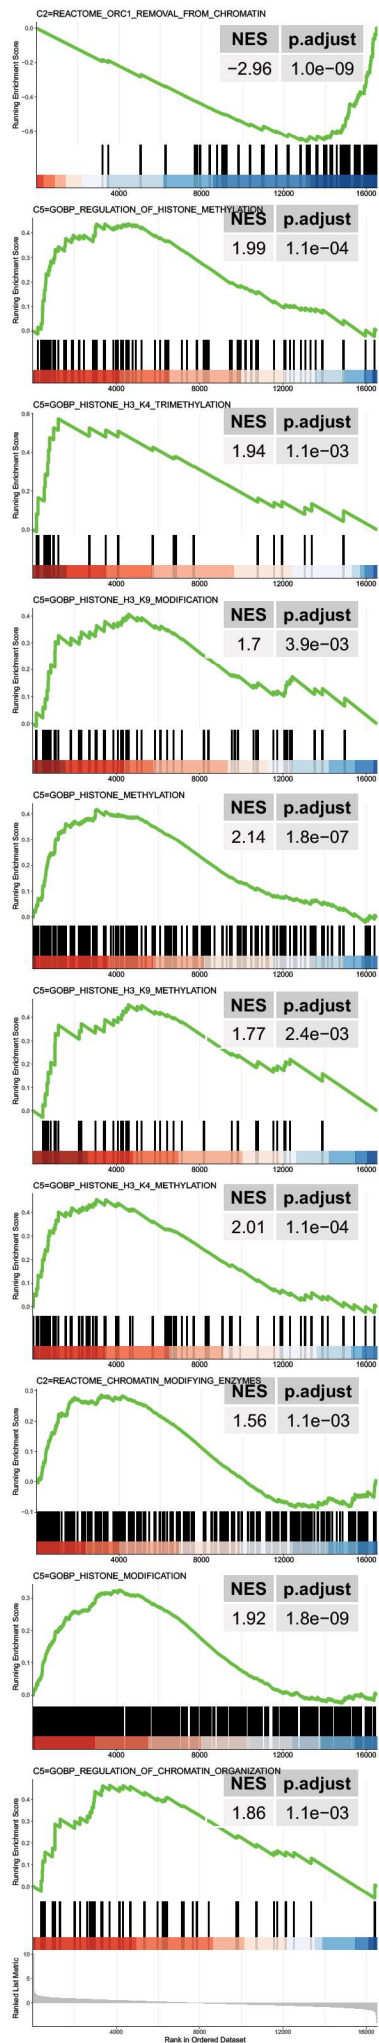

## Skel. muscle

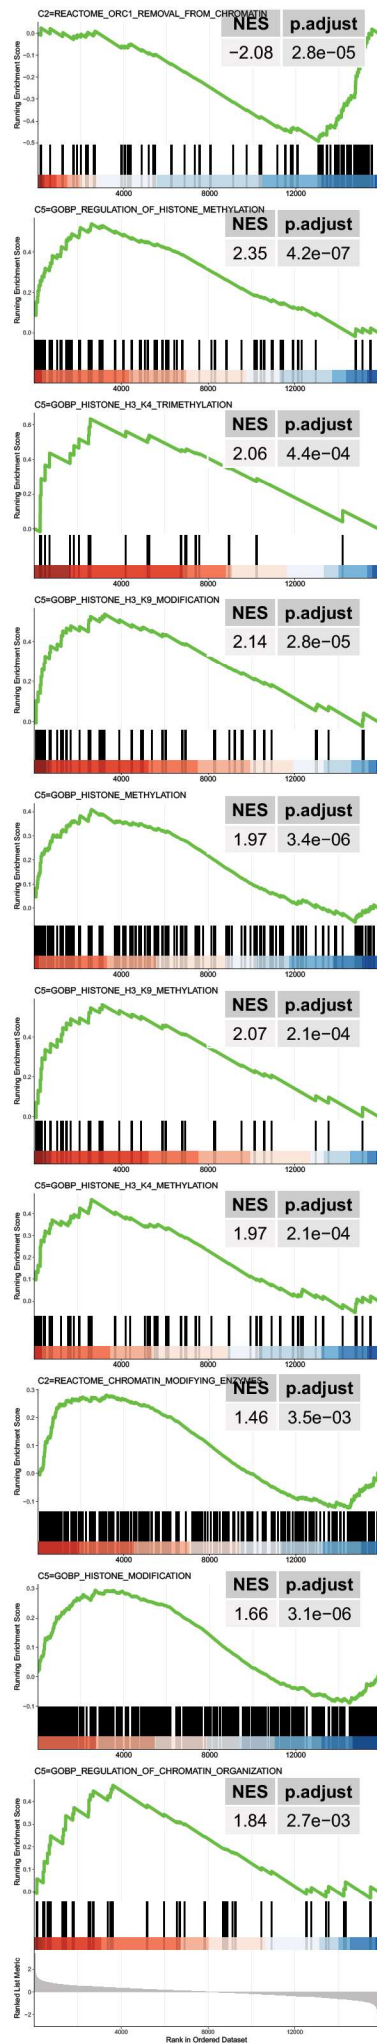

**Figure S15. “Chromatin/histone modification” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls.**

Normalized enrichment scores (NESs) and q values are indicated in the upper right corner of each profile. Data used to generate the ridgeline plots shown in Figure 6B are re-graphed and included here along with additional representative GSEA profiles. See File S2 for a complete list of all gene sets of significance included in this category.

## Liver

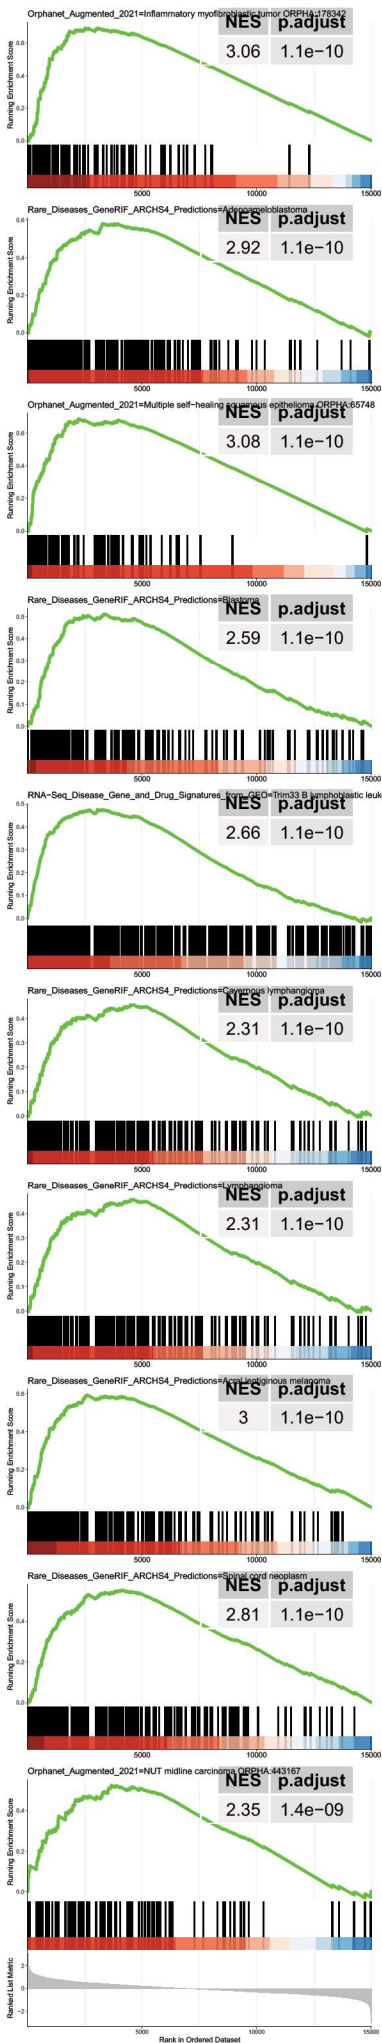

## Adipose tissue

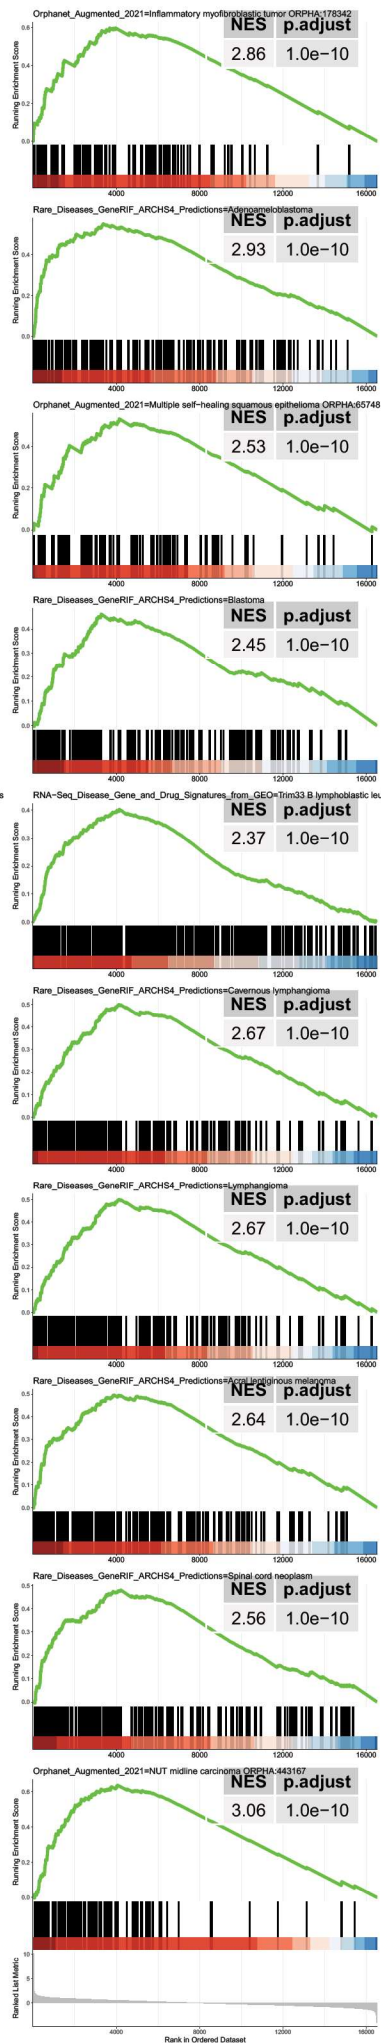

## Skel. muscle

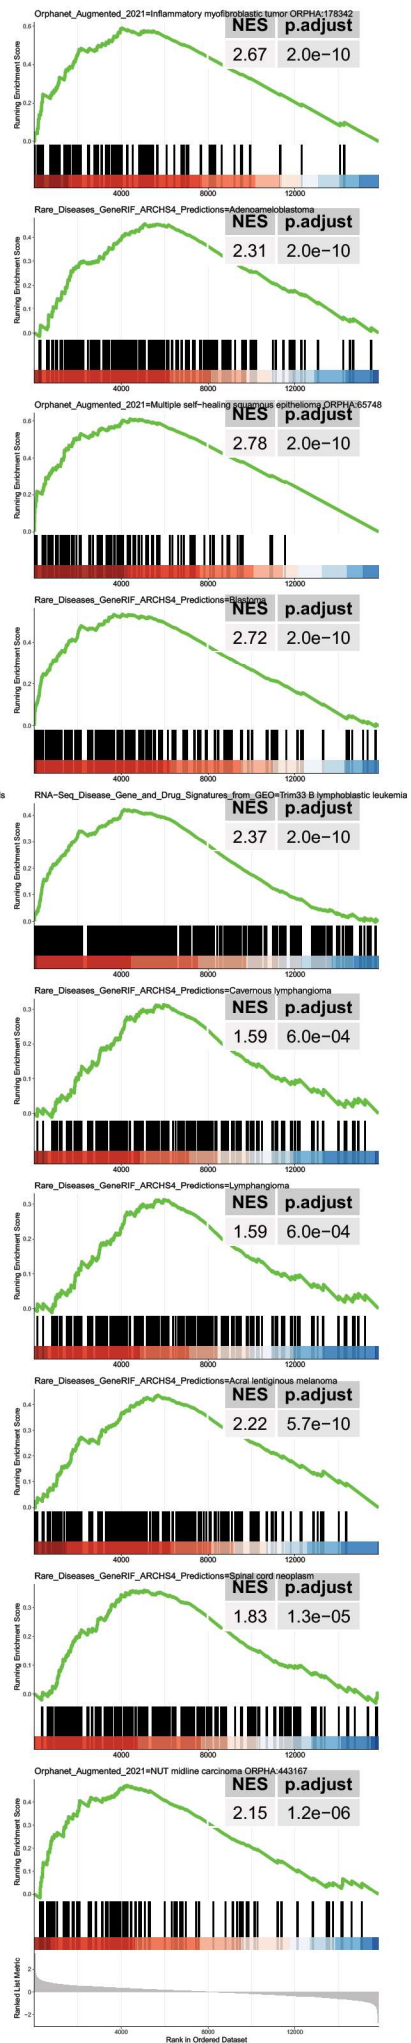

**Figure S16.** “Cancer-related” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *Mlx*KO mice relative to WT controls

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6C are re-graphed and included here along with additional representative profiles. See File S3 for a complete list of all gene sets of significance included in this category.

## Liver\_Mlx\_Myc\_Cancer

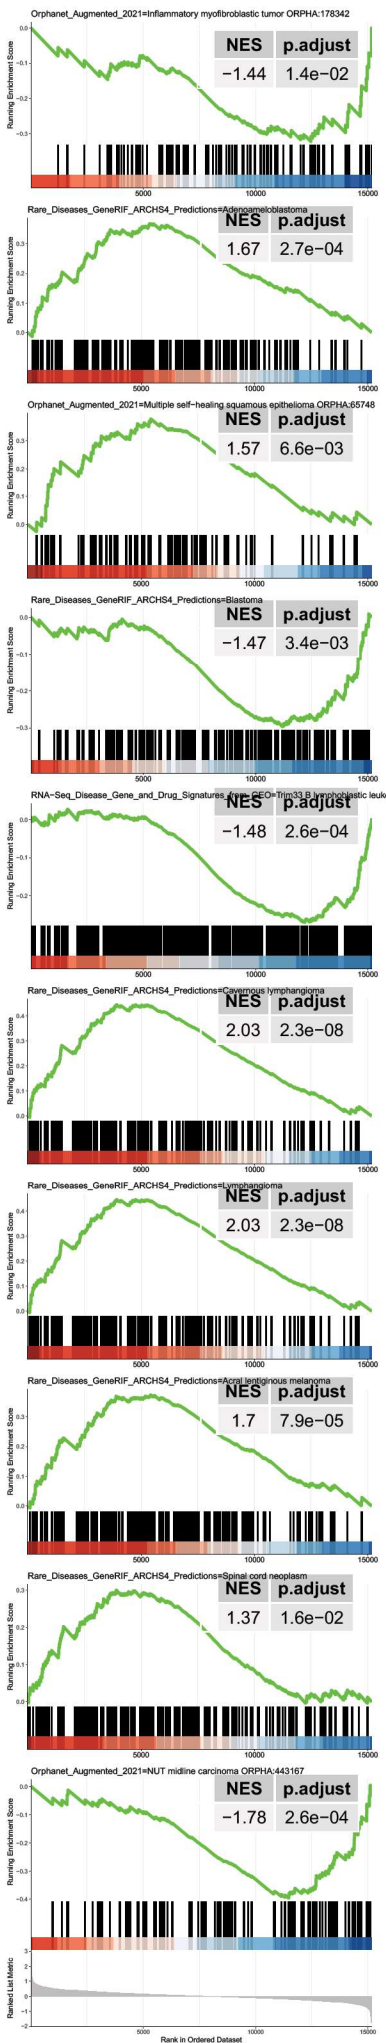

## FAT\_Mlx\_Myc\_Cancer

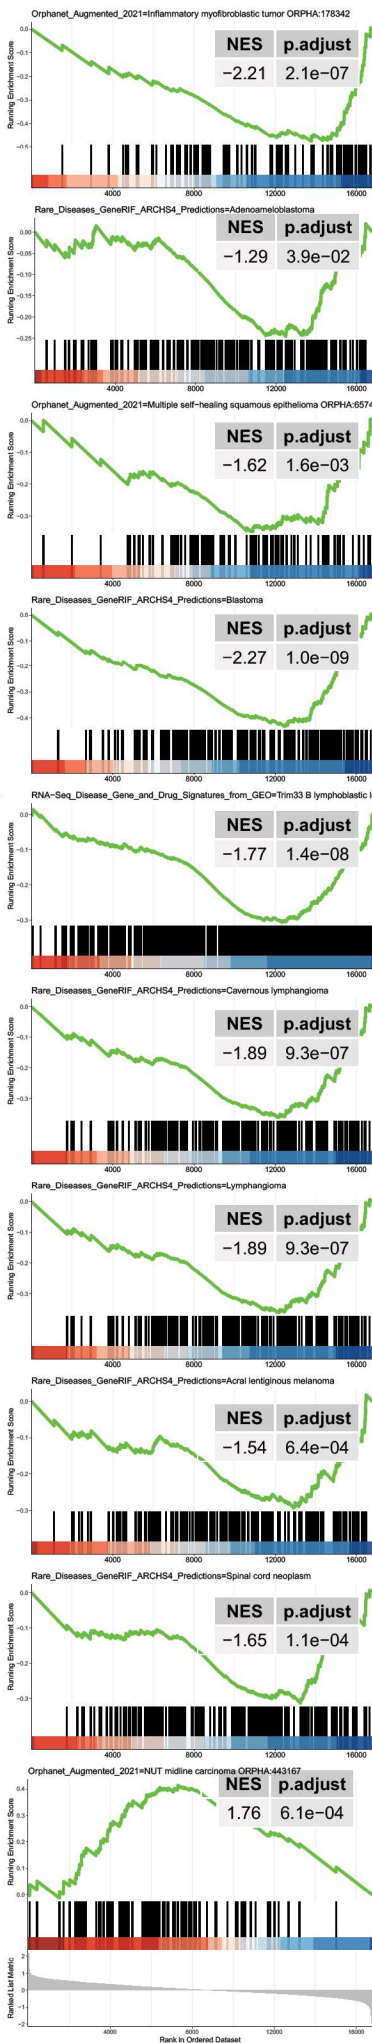

## SK\_Mlx\_Myc\_Cancer

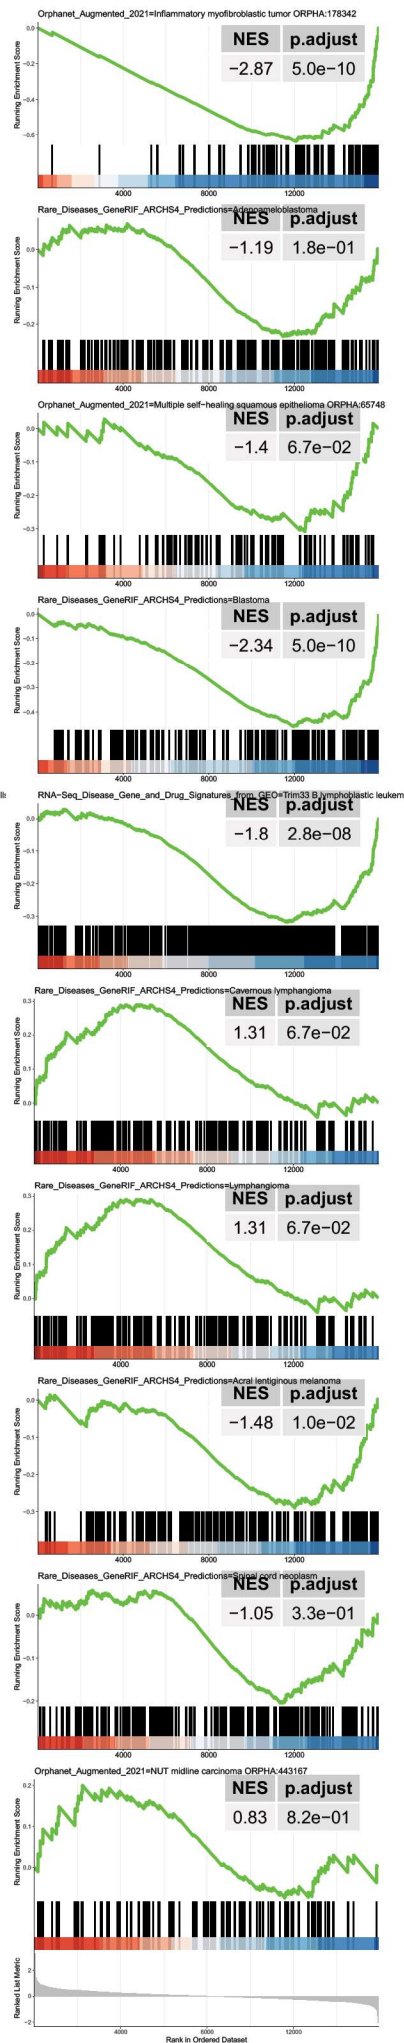

**Figure S17. “Cancer-related” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *MycKO* mice relative to WT controls.**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6C are re-graphed and included here along with additional representative profiles. See File S3 for a complete list of all gene sets of significance included in this category.

## Liver

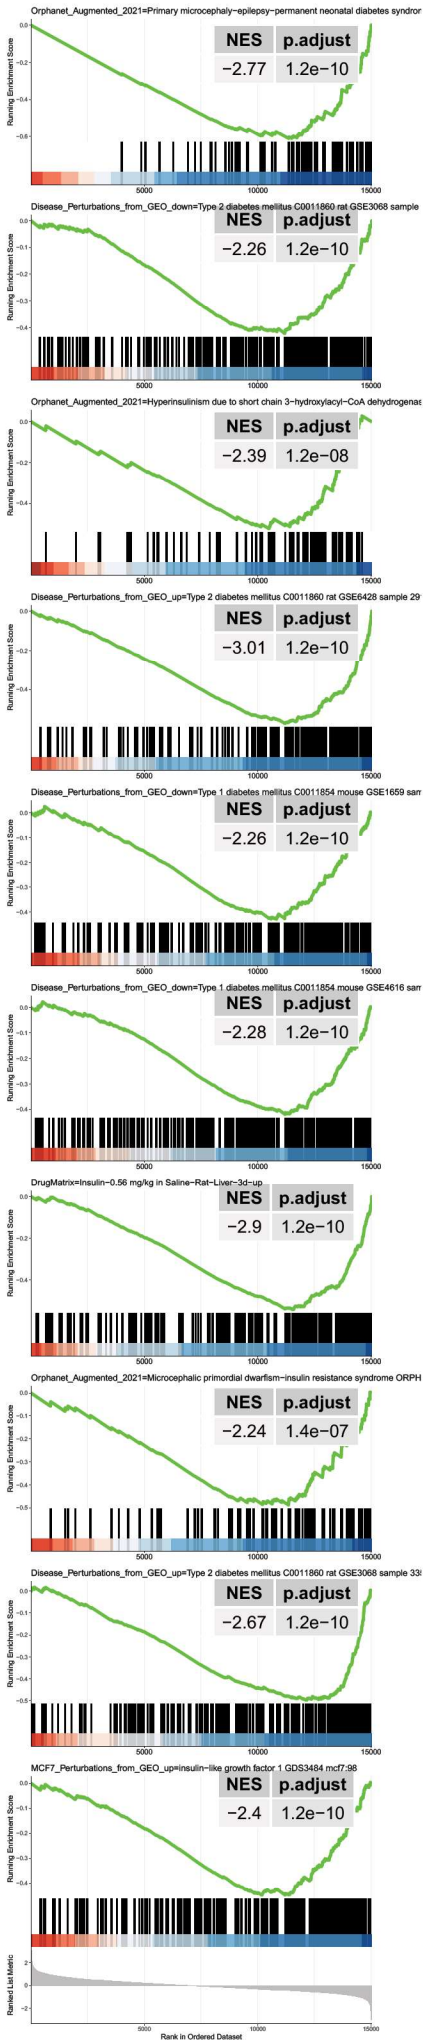

## Adipose tissue

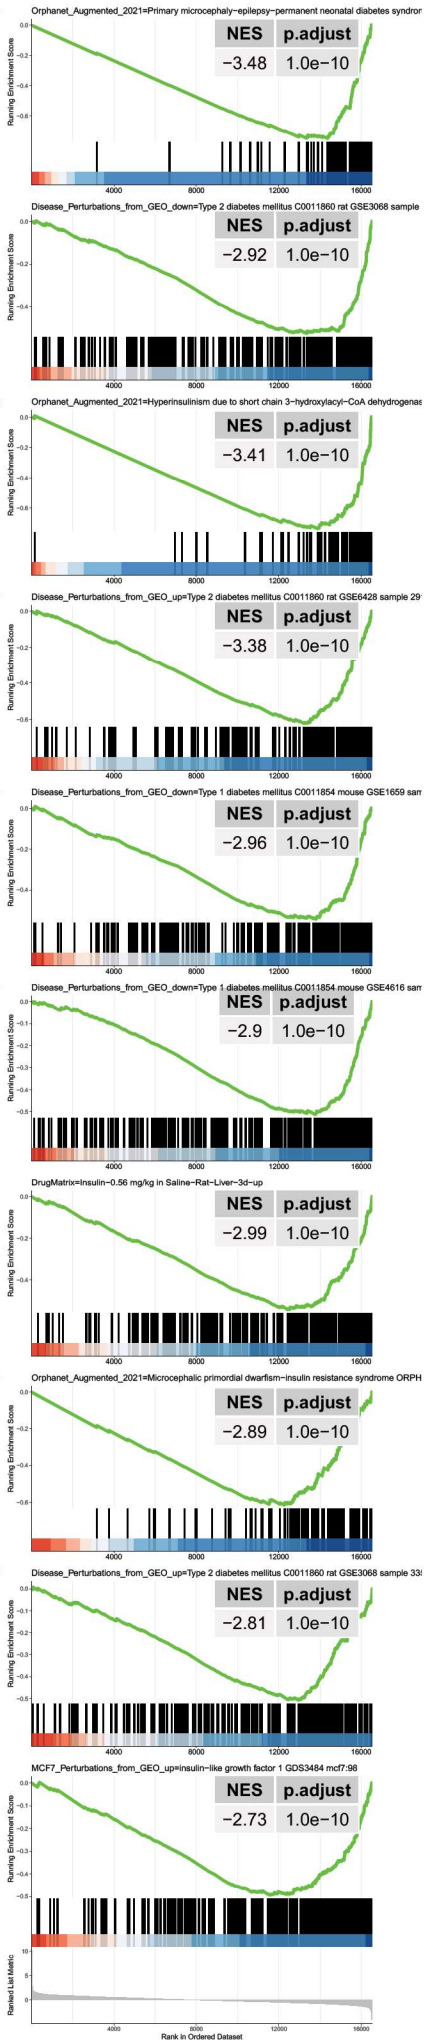

## Skel. muscle

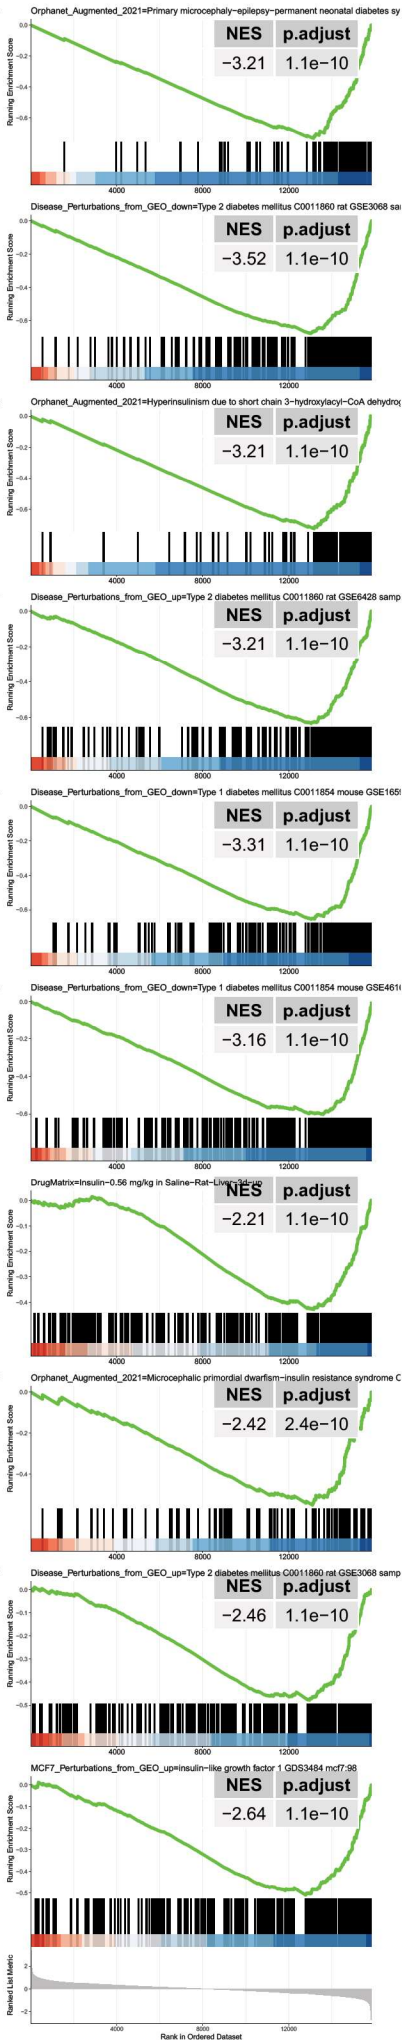

**Figure S18. “T1D- and T2D-related” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *MlxKO* mice relative to WT controls**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6D are re-graphed and included here along with additional representative profiles. See File S4 for a complete list of all gene sets of significance included in this category.

## Liver

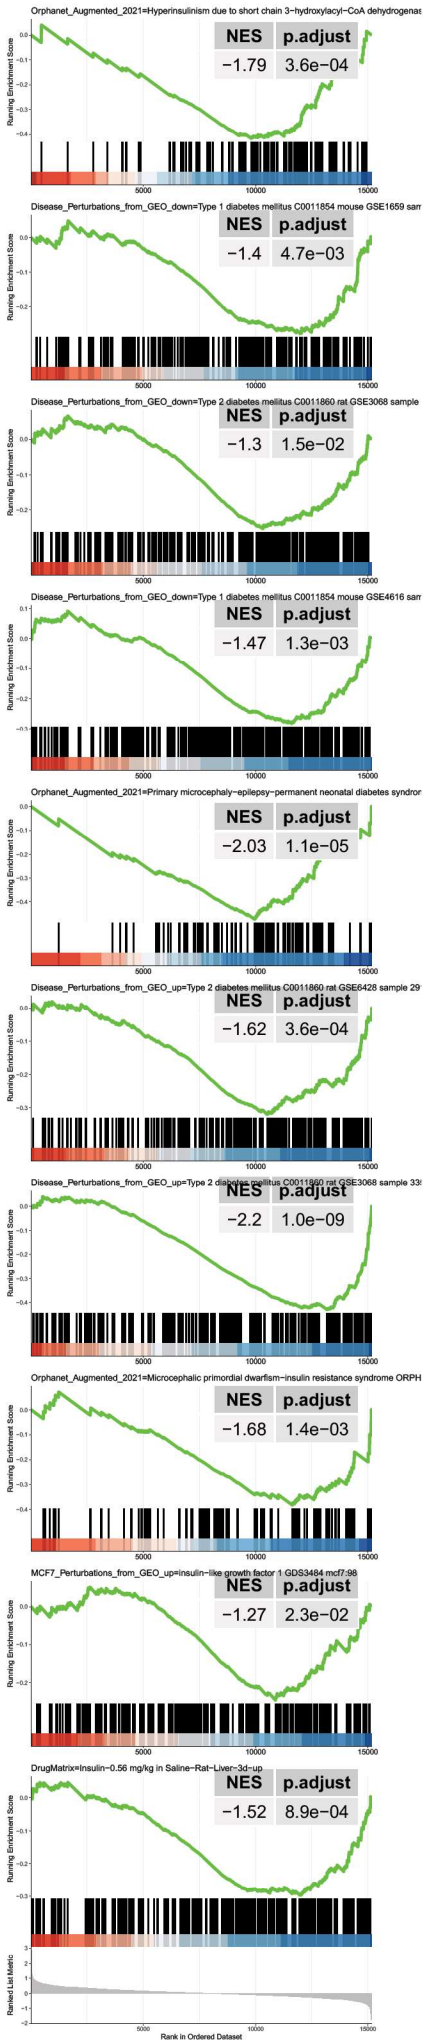

## Adipose tissue

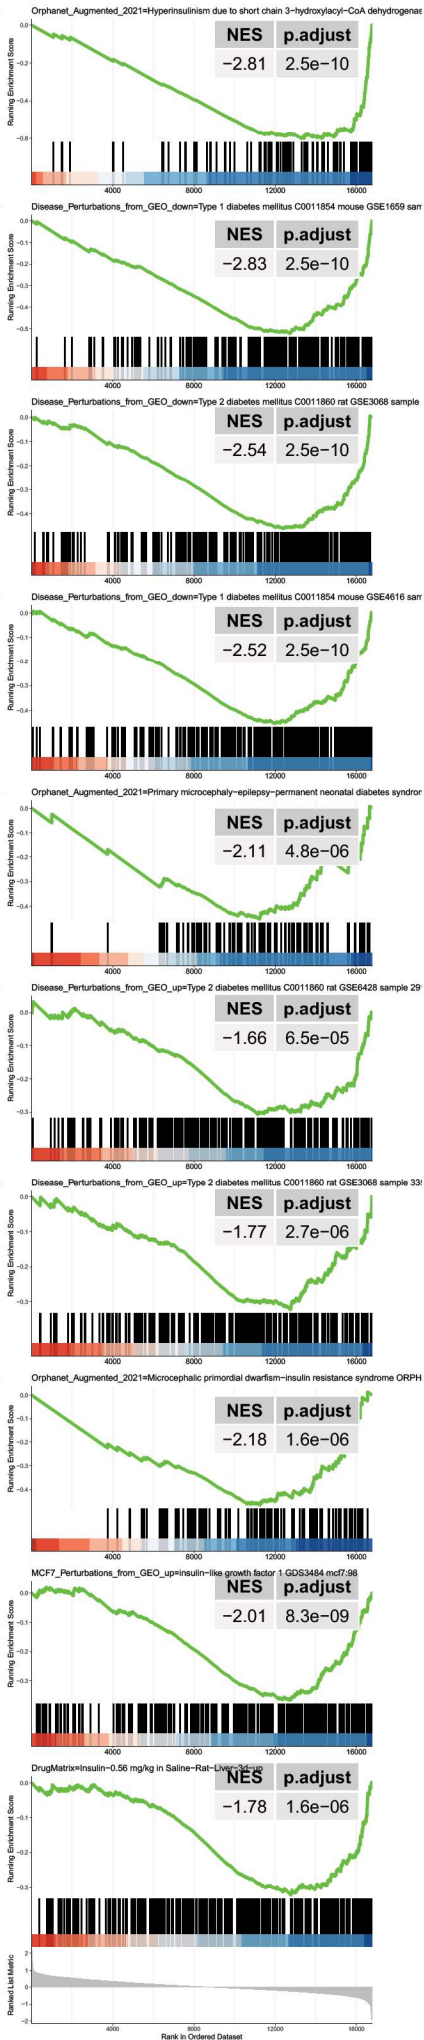

## Skel. muscle

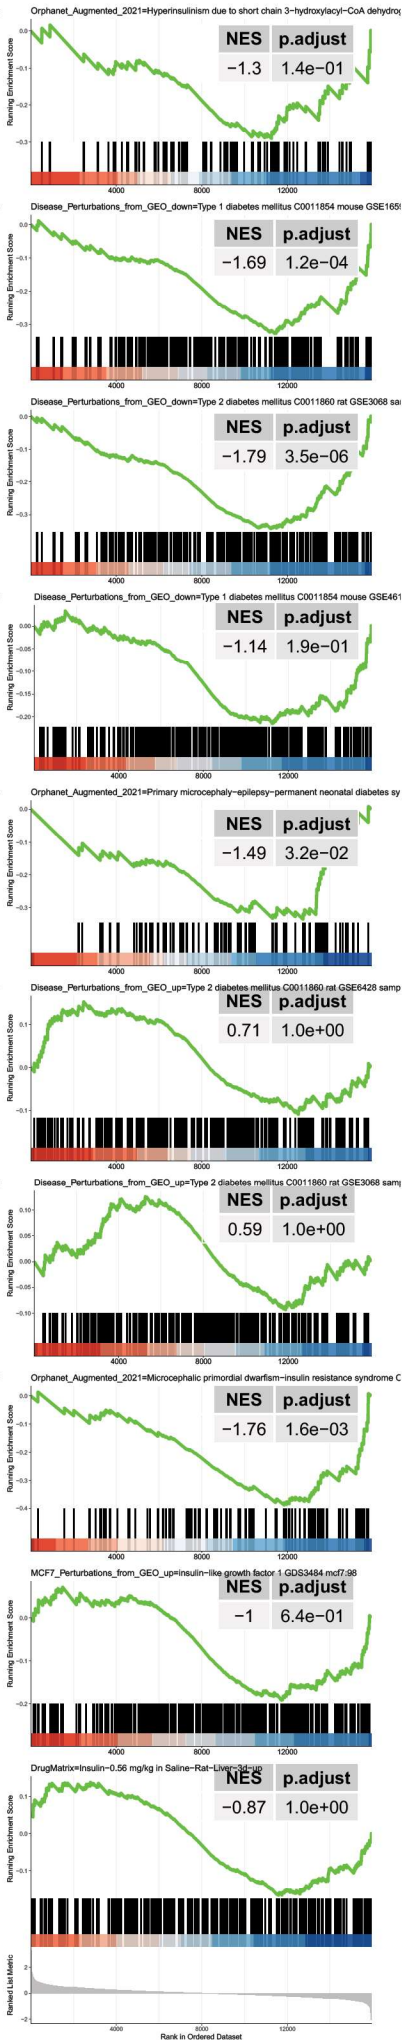

**Figure S19. “T1D- and T2D-related” GSEA profiles in liver, adipose tissue and skeletal muscle from 5 month old *MyckO* mice relative to WT controls [7e].**

Normalized enrichment scores and q values are indicated in the upper right corner of each profile. Data used to generate the ridge plots shown in Figure 6D are re-graphed and included here along with additional representative profiles. See File S4 for a complete list of all gene sets of significance included in this category.

## **Other Supporting Information for this manuscript include the following:**

**File S1. Complete list of all gene sets of significance from which the GSEA profiles depicted in Figure 6A and Figures S3-S9 are drawn.**

**File S2. Complete list of all gene sets of significance from which the GSEA profiles depicted in Figure 6B and Figures S10-S15.**

**File S3. Complete list of all “Cancer-related” gene sets of significance.** Within this category are those sets depicted in Figure 6C and Figure S16-S17.

**File S4. Complete list of all T1D- and T2D-related gene sets of significance.** Within this category are those sets depicted in Figure 6D and Figure S18-S19.

**File S5. Complete list of all gene sets used to generate the heat map shown in Figure 7A.**

**File S6. Identities of the 3191 gene sets pertaining to the immune response, inflammation and cytokine production depicted in Figure 7B.**

**File S7. Detailed information about the RNA-seq datasets used in Figure 7C-D.** These datasets were obtained from GEO databases and include data from normal mice of various strains, which were maintained on either standard or high-fat diets (HFDs).

How the deposited data were processed for this re-analysis (not part of the article)

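Gene expression was analysed in liver, abdominal adipose tissue and skeletal muscle of male *Mlx*KO mice, 4 per tissue at 5 months and 5 per tissue at 20 months, 27 samples in all. Samples were grouped by the tissue and age given in their annotation and in the paper. The mice at 5 months gave all 3 tissues, as the mouse numbers in the sample names show, and the samples at 20 months carry no shared numbers and were treated as separate mice. WT samples, and therefore every comparison of *Mlx*KO with WT, were not analysed here.

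The authors mapped and counted reads per gene in CLC Genomics Workbench and deposited 1 value per gene and sample. The deposited values are a scaled signal: reads per gene, expressed as CPM and divided by a factor for each sample that the paper's text does not name. The design had assumed CPM from the name of the table, and its tests were kept, on log2(value + 1). Each deposited value was divided by the value of 1 read in its sample to recover the reads. A TMM factor recomputed from those reads lay within 2% of the deposited factor in 26 of the 27 samples and differed by 2.01% in the other. Reads on genes ranged from 14384695 to 25673919 per sample, and the 20 most abundant genes took 9.56% to 29.2% of them. A gene at 0 was below what 3 reads of the sample can show. The genome and annotation used in CLC are not named in the paper's text. Coordinates are those of GRCm38.p6, the build the paper gives for its other mapping, and match by gene ID. No replicates were pooled. Among 48 pairs of samples of the same group, the chi-square per degree of freedom was 9.21 to 201.6 and 0 pairs held identical values, so each sample was counted once.

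Within each tissue, 20 months was compared with 5 months by limma 3.58.1 in R 4.3.3, with a trend in the variance, on genes with a value of at least 1 in at least 4 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. The difference of the age change between tissues was tested in a single fit over all 27 samples, without and with the mouse as a block. Gene sets were tested by fgsea 1.28.0, with 5 to 2500 genes per set, over 30 sets. An fgsea p that could not be computed in a split of the samples was counted as passing. Single values were compared by exact two-sided permutation tests over every split of a tissue's 9 samples into groups of 4 and 5. The comparison of each set's mean level between mice was added after the splits of the enrichment test were seen. In each tissue, the genes named are the 5 with the largest increase and the 5 with the largest decrease among those past the threshold, with a mean value of at least 1 and no overlap between the ages. Also named are *Mlx*, the Extended Myc Network, the other genes the paper names, the sex-linked genes and, for each pair of tissues, the gene with the smallest adjusted p. One gene that meets this rule is not reported here.

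The alternatives were pseudocounts of 0.1 and 0.5, no filter, a mean value of at least 5, all 27 samples in 1 fit, median-of-ratios factors, quantile normalization, rescaling without the 20 most abundant genes, no variance trend, sample weights, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, other gene set tests, and each sample left out in turn. Removal of a smooth trend on transcript length and GC content, the same with the mouse as a block, and the block for gene sets were added after seeing the data.

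The procedures were tested on simulated reads in which a known set of genes per tissue was raised or lowered by a log2 of 2. Of those tested, limma recovered 190 of 199 in liver, 166 of 198 in adipose tissue and 189 of 199 in skeletal muscle, with 11, 9 and 8 false calls. The changes called in the data were smaller, with a median size of 0.67, 0.83 and 0.59 in these tissues, so recovery of changes of that size was not tested. The test of the difference between tissues recovered 344 of 393, 363 of 393 and 351 of 394, with 65, 27 and 60 false calls, for liver against adipose tissue, liver against skeletal muscle and adipose tissue against skeletal muscle. In this test the false calls are a larger share of the calls than the threshold allows for each pair, most for the pairs with adipose tissue. The enrichment test was run on simulated statistics, with larger sets shifted by 1. It found 8 of 8 shifted sets and called 0 of 240 without a shift, and smaller shifts were not tested. The simulated genes varied independently of each other, unlike real genes.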

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

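The tests on glucocorticoid-responsive genes were chosen only after several such genes had been seen to fall, and the comparison of set levels between mice only after the splits of the enrichment test. All other tests and alternatives were written before the result each one measures was seen, apart from the removal of a length and GC trend, alone or with the mouse as a block, and the block for gene sets, which were added as alternatives after seeing the data.

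The change with age differed between tissues for many genes. It did so for 2424 genes between liver and adipose tissue, 2732 between liver and skeletal muscle and 2285 between adipose tissue and skeletal muscle. These counts include genes near 0 in 1 of the compared tissues, whose difference reflects a change in the other tissue alone. The ages were also reassigned to the mice at random, keeping the tissues of a 5-month mouse together and treating each 20-month sample as a separate mouse, in 100 of the 1126 possible splits. Any pairing among the 20-month samples is not stated and was not taken into account. By replicate number, the clock index described below ran 0.849, 0.522, 0.143, -1.74 and -1.95 in liver. It ran 0.242, -0.0487, -0.0266, -1.09 and -0.995 in skeletal muscle. In adipose tissue it ran 0.211, 0.754, 0.440, -0.319 and 0.0551, a different order in which replicates 39 and 40 were again the lowest. Shared mice at 20 months are therefore not excluded, and the splits and the block would then treat related samples as independent. As many genes were found in 1, 2 and 2 of the splits, the real one included, and the median of the others was 0. In the latter pairs the other split that exceeded the real one, with 2847 and 2769 genes, moved 4 mice. With the mouse as a block and the length and GC trend removed, 3053, 3411 and 2757 genes were found, so that trend does not account for the counts. In simulated data this test made more false calls than its threshold allows, which limits the exact counts.

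The difference between tissues also appeared in gene sets, in 15 for liver against adipose tissue, 19 for liver against skeletal muscle and 8 for adipose tissue against skeletal muscle. As many sets were found in 38, 17 and 85 of 100 splits, the real one included. The counts are therefore not distinguishable from those of random splits, and differences between tissues in gene sets are not established by them.

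Among single genes, the age change of *Sycp3* differed by -3.50 between liver and adipose tissue and by 3.17 between adipose tissue and skeletal muscle. That of *Dach2* differed by -1.80 between liver and skeletal muscle. *Sycp3* was near 0 in liver and skeletal muscle, and *Dach2* was at 0 in liver. The differences therefore mainly reflect the change of *Sycp3* in adipose tissue and of *Dach2* in skeletal muscle. A difference in depth was not tested for changes that differ between tissues, and the length and GC trend was tested for the counts of genes, not for these genes alone. The paper does not report them.

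Genes the paper does not discuss gave the largest increase among the named genes of each tissue. *Cyp2b9* rose by 5.25 in liver, *Sfrp5* by 4.09 in adipose tissue and *Tmem132b* by 2.71 in skeletal muscle. Reads shared with paralogs touch 11.2% of the words of *Cyp2b9* and 0 of the words of *Sfrp5* and *Tmem132b*. Age is the biological explanation the design offers. It cannot be told apart from a difference in the state of the mice at collection, since all samples of an age are in the same group.

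Of 200 groups of samples examined, 15 held a sample far from the others, where chance gives 10. The deposited scale factor of liver replicate 74 at 20 months was 1.00, and those of the other livers at that age were 0.772 to 0.812. A TMM factor recomputed from the reads differed from the deposited factors by at most 2.01%, and leaving the sample out gave 2612 genes against 2508. In log2(value + 1), liver replicate 74 had 0.0655 for muscle fibre markers, and liver replicate 16 had 7.26 for erythroid markers and 4.28 for *Asic5*. Leaving out replicate 16 gave 3557 genes. At 5 months, liver of mouse 4299 had 0.0886 for epithelial markers and 1.54 for *Gpnmb*, that of mouse 5239 had 0.310 for *Cyp2b13*, and that of mouse 5001 had 6.43 for *Sp1*. In adipose tissue at 20 months, replicate 36 had 4.95 for *Lctl*, and leaving it out gave 3748 genes against 2674.

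In skeletal muscle at 20 months, replicate 59 had 3.10 for neutrophil markers where the others had 0.155 to 0.490. Replicate 58 had 2.72 for hepatocyte markers and 0.0472 for epithelial markers, and replicate 56 had 5.59 for *Hspa1b*. At 5 months, muscle of mouse 5239 had 0.0314 for epithelial markers and that of mouse 5238 had 0.268 for pancreas acinar markers. Hepatocyte markers were not confined to replicate 58. In muscle at 5 months they were 0.253, 1.92, 4.87 and 1.96 in mice 4299, 5001, 5238 and 5239. In adipose tissue, muscle fibre markers were 2.18, 5.61, 6.36 and 6.67 in the same mice, and 2.86 to 5.71 at 20 months. Hepatocyte markers there were 4.09 and 3.52 in replicates 36 and 38 at 20 months. The search for a single distant sample did not flag these adipose values. RNA from other cells is a candidate source of the neutrophil, hepatocyte and muscle fibre markers, but no test separated it from expression in the tissue. In skeletal muscle, leaving out replicates 59, 58 and 56 gave 1954, 1352 and 1872 genes against 2451. No biological explanation was tested for single samples.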

How the results depend on the processing

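The removal of a length and GC trend, alone or with the mouse as a block, and the block for gene sets were chosen after seeing the data, and the other alternatives were set before the data were examined. A count was labelled the same if it lay within a factor of 1.5 of the main count. Any other value was labelled the same if it kept its direction and side of the threshold. Apart from fits that left out a sample, the 21 results that answer a comparison gave 143 values labelled the same, 8 stronger, 5 weaker and 1 reversed. The 106 named genes and sets gave 884, 4, 49 and 2. The cause was not tested for any change below.

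Counts of genes changed with age were raised by sample weights to 4454 in liver and 8456 in adipose tissue, by fitting all 27 samples together to 5270 in adipose tissue and by DESeq2 to 4350 there. Without a filter they fell to 1525 in adipose tissue and 1507 in skeletal muscle. Extended Myc Network calls numbered 13, against 8 without a filter and 20 with sample weights. Liver gene sets rose from 10 to 16 with quantile normalization. The *Mlx* change was -0.40 in liver after removal of the length and GC trend and 0.29 in adipose tissue with sample weights, both past the threshold. After that removal the liver NES of cytosolic and mitochondrial ribosomal protein genes reversed, to -0.70 and -0.54.

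With the mouse as a replicate block, counts of genes whose age change differs were 2758, 3071 and 2549, and of gene sets 15, 19 and 7. The *Mlx* differences of 1.57 and 1.54 between liver and the other tissues at 5 months had an exact permutation p of 0.125 in the paired test, the smallest that 4 pairs allow, so no paired difference of this size can pass the threshold. The difference between adipose tissue and skeletal muscle reversed to 0.61 without the 20 most abundant genes.

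Fits that each left out 1 sample gave 959 to 3557 genes in liver, 397 to 3748 in adipose tissue, 1158 to 3796 in skeletal muscle and 1511 to 3211 for adipose tissue against skeletal muscle, and -0.15 to 0.068 for *Mlx* between adipose tissue and skeletal muscle. Among the named genes and sets, these fits gave 107 weaker and 4 stronger values.

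Scaling moved the direction of calls. Without the 20 most abundant genes, the median gene of liver shifted by 0.167 (log2), and the higher share of calls was 82.3% in liver against 50.6%, and 63.4% in skeletal muscle against 47.4%. It was 58.1% in skeletal muscle after removal of the length and GC trend. Low values limit *Mlx*, which rested on 101 reads in its lowest sample.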

Other observations

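The tests on glucocorticoid-responsive genes were chosen only after *Fkbp5*, *Klf9*, metallothionein and heat shock genes had been seen to fall, though before the values of the listed genes were examined. The clock and immediate early lists were added after the first comparison of ages, before their values were examined. The comparison of set levels between mice was chosen after the splits of the enrichment test.

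Counts of genes changed with age were larger than random splits of the samples gave. Of 100 splits drawn at random, 2 gave as many genes in liver, 2 in adipose tissue and 1 in skeletal muscle, the real split included, and the median of the others was 0. The other split that exceeded the real one grouped 20-month liver replicate 16 with the 5-month livers (3147 genes), and in adipose tissue 20-month replicate 36 with the 5-month samples (3346 genes). The other 3 splits drawn that moved 4 samples gave 0 to 2 genes in liver and 0 to 9 in adipose tissue. Leaving out these samples gave 3557 and 3748 genes, so each lies apart from its own age group. Why they do was not tested. After the length and GC trend was removed, 2081, 2909 and 2672 genes were called, and after reads were thinned to the lowest total of the tissue, 2384, 2595 and 2431, so neither accounts for the counts.

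Gene set counts behaved differently. As many sets passed in 72 of 100 splits in liver, 3 in adipose tissue and 41 in skeletal muscle, the real one included. The other splits gave a median of 11, 13 and 12 sets. In liver and skeletal muscle, the number of sets therefore carries no evidence of a change with age. Correlation among the genes of a set is consistent with this, since the enrichment test called 0 of 240 sets on simulated independent values, but correlation was not itself tested.

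For single sets, the length and GC trend was examined. After its removal the NES of cytosolic ribosomal protein genes was -0.70 in liver, 2.26 in adipose tissue and 2.23 in skeletal muscle, against 2.44, 2.73 and 2.62. The liver increase of these genes cannot be told apart from a length and GC bias. That of respiratory chain subunits was -1.76, 1.94 and 2.17, against 0.77, 2.61 and 2.83. In liver, where the set had not passed before, it was then lower (fgsea adjusted p = 0.00143), and the test cannot decide which direction is the bias. That of the IFNγ set was 2.89, 2.70 and -1.48, so in liver and adipose tissue the bias does not account for it, and in skeletal muscle, where it did not pass before or after, the test cannot decide. A change of this set with age in liver and adipose tissue remains a hypothesis. Its comparison between mice cannot settle it, because the smallest p that 4 mice against 5 allow is 0.00794, which the set reached in adipose tissue, and adjusting over 90 tests leaves that value above 0.05 unless many sets reach it together.

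The state of the mice at collection is a candidate explanation for part of the gene changes. The mean of 8 glucocorticoid-responsive genes fell by 0.99 in liver, 0.85 in adipose tissue and 1.56 in skeletal muscle, in 5 of 5 mice each (exact two-sided permutation p = 0.0238, 0.0238 and 0.00794, adjusted 0.0429 each over 9 tests). Of the 8 genes, 2, 3 and 7 were called lower. A clock index fell by 1.59 in liver (exact permutation p = 0.0397, adjusted 0.0595), by 0.46 in adipose tissue (p = 0.183, adjusted 0.205) and by 0.94 in skeletal muscle (p = 0.0159, adjusted 0.0429). The mean of immediate early genes changed by 0.37 in liver (exact permutation p = 0.0873, adjusted 0.112), by -0.12 in adipose tissue (p = 0.500, adjusted 0.500) and by -1.80 in skeletal muscle (p = 0.0159, adjusted 0.0429). Time of day and stress may therefore differ between the ages in skeletal muscle, and hormone exposure in all 3 tissues. In liver the clock index passed before adjustment and not after it, so a difference in time of day there is left open. The test of hormone exposure carries less weight than the others, because related genes had prompted it. All samples of an age are in the same group, so such a difference cannot be told apart from ageing.

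Extended Myc Network genes, which the paper discusses against WT, were compared between ages. In liver 3 of 14 were called (*Mlxipl* 0.78, *Mxi1* -0.40 and *Sp1* -0.62), in adipose tissue 3 of 14 (*Myc* -0.57, *Mycl* -2.29 and *Mlxipl* -0.77) and in skeletal muscle 7 of 13, with *Mga* higher (0.65) and *Myc*, *Max*, *Mlxip*, *Mxd1*, *Mnt* and *Sp1* lower. Adjusting over the list alone gave the same counts. With each of the 9 samples left out in turn, the calls of *Mxi1* in liver, *Myc* and *Mlxipl* in adipose tissue and *Myc*, *Max*, *Mlxip* and *Mxd1* in skeletal muscle were lost in 4 to 6 of the fits. *Igf2* changed by -0.26 in skeletal muscle (limma adjusted p = 0.166) and by -1.70 in adipose tissue (limma adjusted p = 0.0234), and shares 75.9% of its words with *Gm49394*. *Slc2a2* rose by 1.74 in liver, *Slc2a4* and *Pfkl* by 0.98 and 0.73 in adipose tissue, and *Slc2a1* changed by -0.47 in liver and was also called lower in skeletal muscle. Leaving out a sample lost the calls of *Slc2a1* in liver and of *Igf2*, *Slc2a2*, *Slc2a4* and *Pfkl* in 5, 3, 3, 6 and 7 of 9 fits. At 5 months, *Mlx* was higher in liver than in adipose tissue by 1.57 and than in skeletal muscle by 1.54 (exact two-sided permutation p = 0.0286 each, adjusted 0.0429), and adipose tissue and skeletal muscle differed by -0.03 (p = 0.857). These values sum all reads of the gene, including exons outside the deleted segment, and are not relative to WT. In Table S1, qRT-PCR relative to WT was lowest in liver among the 3 tissues of each of these mice. The difference therefore does not show that liver retained more intact *Mlx*.

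Calls were shared between tissues. Liver and adipose tissue shared 621 called genes, 544 in the same direction, adipose tissue and skeletal muscle shared 539 (465 in the same direction), and liver and skeletal muscle shared 445 (240 in the same direction). In all 3 tissues 123 genes were called, 36 of them higher and 47 lower everywhere.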
